# Expression of FoxP2 in the basal ganglia regulates vocal motor sequences in the adult songbird

**DOI:** 10.1038/s41467-021-22918-2

**Published:** 2021-05-11

**Authors:** Lei Xiao, Devin P. Merullo, Therese M. I. Koch, Mou Cao, Marissa Co, Ashwinikumar Kulkarni, Genevieve Konopka, Todd F. Roberts

**Keywords:** Basal ganglia, Birdsong

## Abstract

Disruption of the transcription factor FoxP2, which is enriched in the basal ganglia, impairs vocal development in humans and songbirds. The basal ganglia are important for the selection and sequencing of motor actions, but the circuit mechanisms governing accurate sequencing of learned vocalizations are unknown. Here, we show that expression of FoxP2 in the basal ganglia is vital for the fluent initiation and termination of birdsong, as well as the maintenance of song syllable sequencing in adulthood. Knockdown of FoxP2 imbalances dopamine receptor expression across striatal direct-like and indirect-like pathways, suggesting a role of dopaminergic signaling in regulating vocal motor sequencing. Confirming this prediction, we show that phasic dopamine activation, and not inhibition, during singing drives repetition of song syllables, thus also impairing fluent initiation and termination of birdsong. These findings demonstrate discrete circuit origins for the dysfluent repetition of vocal elements in songbirds, with implications for speech disorders.

## Abstract (web summary)

Disruption of *FOXP2* cause Childhood Apraxia of Speech, a speech disorder marked by difficulties in accurately sequencing vocal motor actions. The authors show that disruption of FoxP2 in the adult songbird similarly disrupts birdsong and link dopaminergic signalling to disruptions in song production.

## Introduction

Basal ganglia circuits play important roles in learning and controlling vocalizations^1–3^. The transcription factor forkhead box protein P2 (human FOXP2/zebra finch FoxP2) is enriched in striatal medium spiny neurons (MSNs)^4,5^, and genetic disruptions of *FOXP2* cause Childhood Apraxia of Speech, a developmental speech disorder marked by difficulties in controlling and accurately sequencing vocal motor actions^6–8^. FoxP2 has also been found to be important for vocal learning in songbirds, indicating that it may have a common functional role in vocal motor control across vocal learning species^9–12^. Nonetheless, how FOXP2 and basal ganglia circuits contribute to the fluent production of vocalizations is still poorly understood.

FoxP2 is strongly expressed in the songbird Area X, a specialized song nucleus within the striatum that is important for song learning and the control of song variability^13–17^. Its expression is thought to be necessary for learning song during development but not for the maintenance of song in adulthood^10,11,18^. Zebra finch song consists of repeated introductory notes followed immediately by ~3–7 syllables that are produced in a highly stereotyped sequence or syntax, referred to as a song motif^19^. This song motif is typically repeated two or more times in what is referred to as a song bout. Juvenile male zebra finches learn their song by imitating the song of an adult male bird, typically their father, during development. Knockdown of FoxP2 in Area X of juvenile zebra finches causes a variety of vocal learning deficits, including inaccurate syllable imitation, reduced stereotypy of song syntax, and anomalous repetition of song syllables^10,11,20^.

FoxP2 appears to have a more restricted role once song is learned. A core feature of zebra finch song is low trial-to-trial variability in the acoustic structure of song syllables^21^. Knockdown of FoxP2 expression in Area X of adult birds has not been reported to cause a deterioration of singing behavior or problems with song syntax^11^. However, FoxP2 expression levels are inversely correlated with trial-to-trial variability of song syllables (low levels of FoxP2 are associated with increased song syllable variability) and FoxP2 has been linked to gene expression modules associated with vocal variability^12,22–24^. In addition, male zebra finches decrease the trial-to-trial variability of their song by ~1–3% when singing to a female bird, a performance mode known as directed song, when compared to undirected singing^19,21^, and knockdown of FoxP2 blocks this social context-dependent decrease in song variability^11^.

Several lines of evidence indicate that the function of dopaminergic input to Area X and the behavioral role of FoxP2 expression are tightly linked. Like the mammalian striatum, Area X receives glutamatergic input from pallial/cortical regions and input from dopaminergic neurons in the substantia nigra and ventral tegmental area (VTA)^25^. FoxP2 is thought to exert its effects in part by regulating the expression of D1 dopamine receptors in MSNs. Disruptions of FoxP2 expression result in reduced expression of D1 dopamine receptors in Area X^11^ and have also been shown to increase dopamine levels in the rodent striatum^26^. Ablating dopaminergic input to Area X severely disrupts song learning in juvenile birds but does not drive deterioration of overall song acoustic structure or syllable syntax in adult birds; these behavioral effects are similar to those associated with disruption of FoxP2 expression in juvenile and adult birds^10,11,27,28^. Moreover, like disruption of FoxP2 expression, 6-hydroxydopamine lesions of dopamine terminals in Area X reduce trial-to-trial variability of song syllables during undirected singing^29^, and pharmacological inhibition of D1 receptors blocks social context-dependent decreases in song variability^30^.

Together, these previous studies suggest that FoxP2, D1 receptors in MSNs, and dopamine input function in concert to regulate song syllable acoustic structure and vocal variability. We were motivated to further explore the function of striatal FoxP2 and dopamine in adult vocalizations because several additional lines of evidence indicate that we still have an incomplete view of their role in controlling vocal motor sequences. First, Childhood Apraxia of Speech resulting from genetic disruptions to *FOXP2* is characterized by difficulty in sequencing the phonemes needed to form words and speech^31^. In addition, heterozygous Foxp2 mutant mice do not exhibit changes in the acoustic structure of their ultrasonic vocalization syllables but do exhibit disruptions in sequencing syllables^32,33^. Second, previous FoxP2 knockdown studies in Area X have relied on viral expression using lentivirus, which only sparsely infects avian neurons^10,11^, and have been carried out using non-reversible viral approaches which can limit the ability to fully attribute changes in vocal behaviors to changes in FoxP2 expression. Third, Area X has been implicated in song initiation, syllable sequencing, and song maintenance. Neurotoxic lesions in Area X can induce transient repetitions of song syllables and problems initiating song bouts^34,35^. Deafening-induced deterioration of song is blocked by lesions of Area X, suggesting an active role for Area X in the maintenance of adult song^15^. Lastly, viral expression of the Huntington’s disease mutant gene fragment in Area X, which leads to MSN cell death, causes repetition of song syllables and disruptions in the sequencing of song^36^.

Here, we apply novel reversible manipulations of gene expression and neural circuit activity to re-examine the role of striatal FoxP2 and dopaminergic circuits in the control of adult vocalizations. In contrast with previous studies, we find that FoxP2 is critical for the fluent initiation and termination of adult song and regulation of song sequencing. Adeno-associated virus (AAV) mediated knockdown of FoxP2 using a small hairpin RNA (shRNA) reliably causes an increase in the repetition of song syllables. Turning off viral expression of the shRNA two months later rescues these disruptions in song. To clarify connections between FoxP2 and dopaminergic circuitry, we mapped all Area X cell types and the distribution of FoxP2 and dopamine receptor expression using large-scale single-nucleus RNA sequencing. We find that FoxP2 knockdown causes a decrease in the expression of the D1 and D5 subtypes of dopamine receptors in Area X direct-like pathway MSNs. These results, combined with previous studies indicating that mice carrying different substitutions in their endogenous *Foxp2* gene exhibit specific alterations in dopamine levels in the striatum^26,37^, encouraged us to test whether manipulation of dopamine release in Area X disrupted sequencing of song syllables. We find that optogenetic excitation, but not inhibition, of VTA axon terminals in Area X during song production also disrupts the fluent initiation and termination of adult song and that these changes in song are dissociable from reinforcement-based changes in song syllable acoustic structure^38^. Together, these findings indicate that FoxP2 regulated expression of dopamine receptors and changes in dopaminergic signaling in the striatum work in concert to control the fluent production of learned vocalizations.

## Results

### FoxP2 Knockdown disrupts syllable sequencing and repetition

We used a Cre-switch (CS) AAV platform to drive a broad and genetically reversible knockdown of FoxP2 in adult zebra finch neurons^39^ (Fig. 1a). A single transgene containing open reading frames of two fluorophores (mCherry and tagBFP) oriented in opposite directions switches between expressing mCherry or BFP depending on Cre-driven recombination. Short hairpin RNAs against the zebra finch FoxP2 gene (shFoxP2) or a scrambled control hairpin (shScr) were inserted into the 3′UTR of the mCherry in the functional orientation with respect to the CAG promoter^40^, allowing expression of the shRNA to be turned off with the introduction of Cre recombinase^39,41^.

**Fig. 1:**
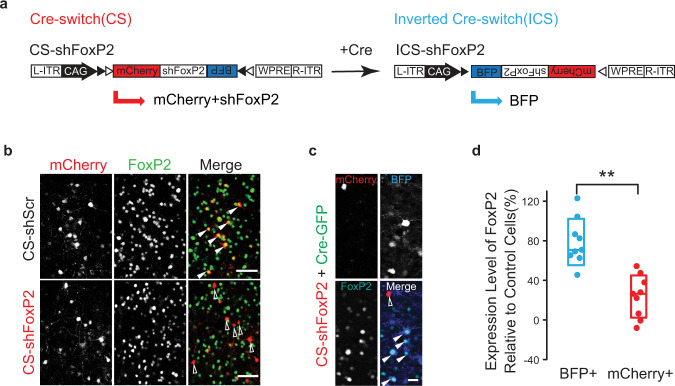
A Cre-switch platform for testing the function of FoxP2 in learned vocalizations. **a** AAV constructs to achieve Cre-dependent silencing of zebra finch FoxP2. For the Cre-Switch (CS) configuration, the expression of mCherry and shRNAs are only maintained in the absence of Cre, whereas the expression of tagBFP(BFP) is activated in the presence of Cre. WPRE, woodchuck polyresponse element. ITR, inverted terminal repeats. Open and filled triangles indicate loxP and lox2272 sites, respectively. **b** FoxP2 expression in the cells infected with CS-shScr (top, filled triangles) and CS-shFoxP2 (bottom, open triangles) in Area X of adult birds. mCherry+ cells are cells infected with CS constructs. Scale bar, 50 µm. **c** Confocal images showing the expression of FoxP2 in mCherry+ (open) and BFP+ (filled) cells within Area X of an adult bird injected with CS-shFoxP2 and Cre-GFP constructs. Scale bar, 20 µm. **d** Quantification of the expression level of FoxP2 in BFP+ and mCherry+ cells (blue 78 ± 18% vs red 23.7 ± 16.4%[mean ± SEM] relative to control cells) within Area X of adult birds injected with CS-shFoxP2 and Cre-GFP constructs (n = 9 slices from 3 birds). The expression level of FoxP2 in BFP+ cells is significantly higher than in mCherry+ cells (*p* = 0.0002, Mann–Whitney test). Each point represents the normalized expression level of FoxP2 in BFP+ or mCherry+ cells relative to control cells from individual slices. Box indicates the median ± SD.

We tested CS-shFoxP2 and CS-shScr constructs in vitro and in vivo and found that we could significantly reduce the expression of FoxP2 following expression of CS-shFoxP2 (Fig. 1b and Supplementary Fig. 1a, b). In contrast, the inverted Cre-switch (ICS) configuration of shFoxP2 resulted in no change in the expression level of FoxP2 in vitro (Supplementary Fig. 1c). Further testing of this configuration in vitro and in vivo revealed that the expression of FoxP2 was significantly higher in the neurons expressing ICS-shFoxP2 compared to those expressing CS-shFoxP2, suggesting that a second AAV expressing Cre-GFP could be used to rescue the knockdown of FoxP2 (Fig. 1c, d and Supplementary Fig. 1d). Upon the introduction of Cre, we observed a switch between mCherry and tagBGP fluorescence both in vivo and in vitro (Fig. 1c and Supplementary Fig. 1a, d, e), providing a reliable way to trace the knockdown and rescue efficiency as well as their coverage areas.

To test the effect of FoxP2 knockdown on vocal behavior, we made bilateral injections of CS-shFoxP2 into Area X of adult birds (159 ± 18 days post hatch (dph), *n* = 8 birds, Fig. 2a) and monitored their song over two or more months (2.7 ± 0.5 months). Adult zebra finch song is highly stereotyped and characterized by the precise ordering of individual song syllables^19^. We found that knockdown of FoxP2 in adult birds reliably disrupted this stereotypy in as little as three weeks following the viral injections. Changes to song structure included uncharacteristic repetition of individual syllables, replacement and deletion of syllables from the song, and the creation and insertion of entirely new song syllables (Fig. 2d, e, see also Fig. 3e and Supplementary Fig. 2a). Some of these changes gave rise to significant alteration in the syntax of song and large-scale changes in how song bouts were produced (Fig. 2d, e, see also Fig. 3f and Supplementary Fig. 2b).

**Fig. 2:**
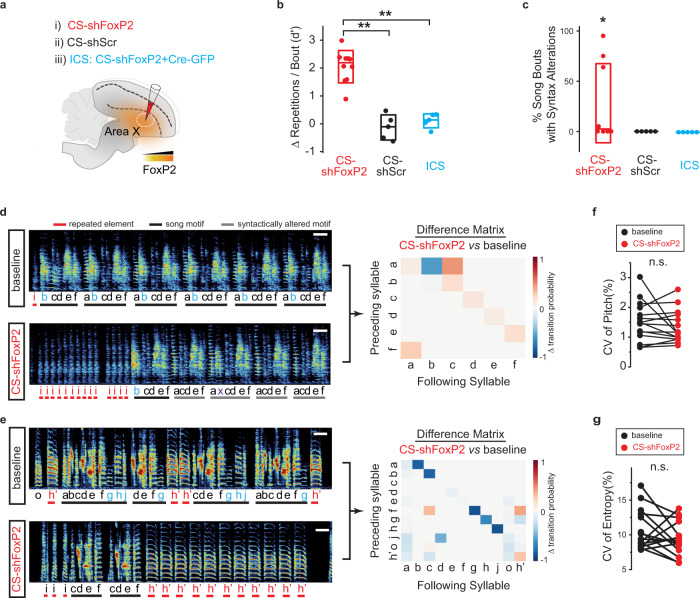
FoxP2 Knockdown disrupts syllable sequencing and repetition in adulthood. **a** CS constructs were bilaterally injected into Area X of adult birds, alone (i, CS-shFoxP2; ii, CS-shScr) or with Cre-GFP (iii, CS-shFoxP2/Cre-GFP, termed Inverted Cre-Switch (ICS)). **b** Changes in the number of vocal repeats per song bout for CS-shFoxP2+ birds (*d*′ = 2.05 ± 0.41[mean ± SEM], *n* = 8 birds), CS-shScr+ birds (*d*′ = −0.13 ± 0.56[mean ± SEM], *n* = 5 birds), and ICS+ birds (blue circles, *d*′ = 0.11 ± 0.31[mean ± SEM], *n* = 5 birds). Repetition changes in CS-ShFoxP2+ birds were significantly greater than CS-shScr+ and ICS+ birds (2 months post injection vs baseline, CS-shScr, *p* = 0.0023; ICS, *p* = 0.015, Kruskal–Wallis test). Box indicates the median ± SD. **c** % syntax alterations for CS-shFoxP2+ birds (*n* = 8 birds), CS-shScr+ birds (*n* = 5 birds), and ICS+ birds (*n* = 5 birds) 2 months post injection. Syntax alterations was significantly greater than zero in CS-ShFoxP2+ birds (*p* = 0.02, one tailed one sample *t* test). Box indicates the median ± SD. **d** Left panel: song recorded at baseline and 2 months after bilateral injection of CS-shFoxP2 in Area X of an adult bird. The number of repetitions of introductory elements ‘i’ (red) in each song bout were increased and syllable ‘b’ (blue) was omitted in a subset of motifs. Each letter indicates an individual syllable. Scale bar, 200 ms. Right panel: difference transition matrices. Subtracting the syllable transition matrix at 2 months following CS-shFoxP2 injection from the matrix at baseline reveals changes in the syllable transitions following FoxP2 knockdown. **e** Left panel: song recorded from a second bird at baseline and 2 months after bilateral injection of CS-shFoxP2 in Area X. The number of repetitions of syllable ‘h” (red) increased and other vocal elements (syllables ‘g’, ‘h’, and ‘j’, blue) were omitted. Syllable ‘h” is considered a variant of syllable ‘h’. Scale bar, 200 ms. Right panel: difference transition matrices. **f** Variability of syllable pitch at baseline (CV = 1.52 ± 0.17%[mean ± SEM]) and two months post injection of CS-shFoxP2+ birds (CV = 1.34 ± 0.14%[mean ± SEM]; *p* = 0.75, *n* = 15, Wilcoxon signed-rank test). **g** Variability of syllable entropy at baseline (CV = 10.7 ± 0. 75%[mean ± SEM]) and two months post injection of CS-shFoxP2(CV = 9.46 ± 0.62%[mean ± SEM]; *p* = 0.17, *n* = 15, Wilcoxon signed-rank test).

**Fig. 3:**
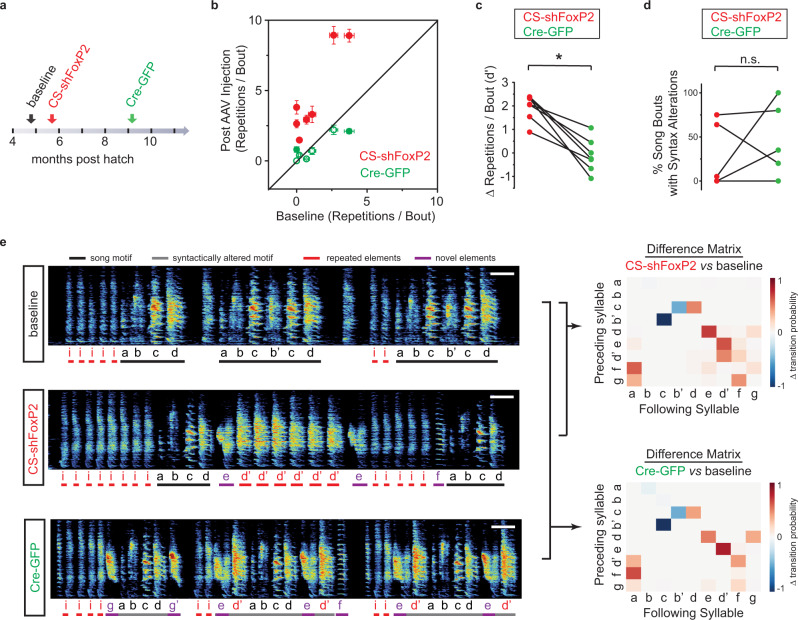
Reversal of FoxP2 knockdown in adult zebra finches rescues vocal repetitions but not disruptions in song syntax. **a** Strategy for FoxP2 rescue in Area X. **b** Comparison of the number of syllable repetitions per song bout (mean ± SEM) at baseline versus 2 months after injection of CS-shFoxP2 or Cre-GFP (*n* = 5 birds). Red filled circles represent vocal elements with significant differences between baseline and post CS-shFoxP2 injection (*p* < 0.0001 and *p* = 0.012, Kruskal–Wallis test); green open circles, vocal elements with nonsignificant differences (*p* > 0.2, Kruskal–Wallis test); green filled circles, vocal elements with significant differences (*p* = 0.014 and *p* = 0.027, Kruskal–Wallis test) between baseline and post Cre-GFP injection. The number of syllable repetitions after Cre-GFP injection was significantly lower than the number of repetitions of the same syllables after CS-shFoxP2 injection (*p* = 0.016, *n* = 7, Wilcoxon signed-rank test). **c** Changes in the number of repeats per song bout, expressed in units of *d’*, for CS-shFoxP2+ birds (*n* = 5 birds) 2 months following CS-shFxoP2 injection (*d*′ = 1.94 ± 0.21[mean ± SEM]) and 3 months following Cre-GFP injection (*d*′ = −0.011 ± 0.27[mean ± SEM]). Changes in the number of repetitions relative to baseline were significantly decreased following Cre-GFP injection (p = 0.016, Wilcoxon signed-rank test). **d** % syntax alterations for CS-shFoxP2+ birds (*n* = 5 birds) 2 months following CS-shFxoP2 injection and 3 months following Cre-GFP injection. Changes were significantly greater than zero following Cre-GFP injection (*p* = 0.033) but not following CS-shFoxP2 injection (*p* = 0.084, one tailed one sample *t*-test). The frequencies of syntax alterations were not significantly changed following Cre-GFP injection (*p* > 0.99, Wilcoxon signed-rank test). **e** Left panel: spectrograms of song from one bird at baseline, 4 months after CS-shFoxP2 injection, and 3 months after Cre-GFP injection. The number of repetitions of introductory elements ‘i’ and syllable ‘d”(red) gradually increased and novel vocal elements (syllables ‘e’, ‘g’, ‘g”) emerged. Each letter indicates an individual syllable. Syllables ‘b”, ‘d” and ‘g” are variants of syllables ‘b’, ‘d’, and ‘g’, respectively. Scale bar, 200 ms. Right panel: difference transition matrices. Subtracting the syllable transition matrix at 4 months following CS-shFoxP2 injection (top) or at 3 months following Cre-GFP injection (bottom) from the matrix at baseline reveals changes in the syllable transitions during reversible knockdown of FoxP2.

CS-shFoxP2+ birds appeared to get caught in ‘motor loops’, repeating a certain song syllable many times before transitioning to the next syllable. Lesions of Area X can cause birds to transiently increase how many times they repeat introductory notes or other syllables that they already tended to repeat prior to lesions^34,35^. We found significant increases in the repetition of previously repeated syllables at the beginning and/or end of song motifs in 7 out of 8 CS-shFoxP2+ birds (Fig. 2b, d, e). We also found that birds would begin to repeat syllables that were not repeated prior to FoxP2 knockdown (syllable ‘d’ in Fig. 3e). In addition to increased repetition of introductory notes or pre-existing syllables at the end of the song motif, we found one bird also repeated syllable(s) that were created de novo following knockdown of FoxP2 (syllable ’h’ in Supplementary Fig. 2a). In contrast to these changes in song linearity, we did not detect changes in the number of syllable repetitions in any of the CS-shScr+ or ICS-shFoxP2+ birds (Fig. 2a, b). These results suggest that FoxP2 in Area X helps regulate the initiation and termination of vocal sequences and can influence the transition from one syllable to the next within the song motif.

In addition to disrupting song linearity, we found syntax changes in 50% of CS-shFoxP2+ birds (4 of 8 birds, Fig. 2c). These FoxP2 knockdown birds sang songs with disrupted syntax in a substantial proportion of their song bouts (56.2 ± 19.4%), indicating that continued FoxP2 expression in Area X is important for the maintenance of learned syllable sequences and song structure. Most of the syntax changes arose from omitting one or multiple syllables in the middle of the motif following FoxP2 knockdown (Fig. 2d and Supplementary Fig. 2a, b; see also Supplementary Fig. 6a, b). In one bird, we also observed both the dropping of a pre-existing syllable and the addition of a new syllable to the bird’s song (Supplementary Fig. 2a, see also Supplementary Fig. 4c). We did not detect these changes in any of the CS-shScr+ or ICS-shFoxP2+ birds which continued to sing their adult song normally after viral injections (0 of 10 birds; Fig. 2c).

Disruptions to song structure observed in our CS-shFoxP2+ birds could be the consequence of a more generalized disruption in song motor control, rather than a selective disruption in control of syllable transitions or syntax. Knockdown of FoxP2 in juvenile birds is reported to increase the trial-to-trial variability of how individual syllables are produced, and knockdown in adult birds disrupts social modulation of syllable variability^10,11^. To examine if our FoxP2 knockdown approach disrupts trial-to-trial syllable variability, we quantified the coefficient of variation (CV) in syllable pitch and syllable entropy before and 2 months following FoxP2 knockdown. Although we did not test female-directed song, we failed to find disruptions to syllable variability when birds sang alone in their home cage following knockdown (Fig. 2f, g), suggesting that the repetition and syntax changes observed in our experiments did not emerge from a general increase in motor variability. Nonetheless, we observed a decrease in acoustic and sequential similarity between post-knockdown song and pre-knockdown song (Supplementary Fig. 3a, b). Consistent with our analysis of syllable pitch and entropy, we did not find changes in motif level trial-to-trial acoustic similarity following FoxP2 knockdown, but we did find an increase in the CV of sequential similarity following knockdown, a finding that is in-line with changes in song linearity described above (Supplementary Fig. 3c, d). Together, these results demonstrate an essential and previously unappreciated role for FoxP2 in the selection and sequencing of learned vocal motor actions in adult zebra finches.

### Syllable repetitions are rescued with reversal of FoxP2 knockdown

Given the large-scale changes to adult song observed following knockdown, we next investigated whether reversal of FoxP2 knockdown would result in recovery of the bird’s song. We injected Area X with an AAV expressing Cre-GFP 2–6 months following injection of CS-shFoxP2. AAVs expressing CS-shFoxP2 and Cre-GFP were injected at 177 ± 24 dph and 277 ± 23 dph, respectively (Fig. 3a). We found that reversal of FoxP2 knockdown largely eliminated the increased repetition of introductory notes and song syllables within 3 months of Cre-GFP injection (Fig. 3b, c, e and Supplementary Fig. 2a). Unlike FoxP2 knockdown song, the acoustic similarity and sequential similarity of post-rescue song was not significantly different from baseline (Supplementary Fig. 3e, f). In addition, the trial-to-trial variability of syllable acoustics in post-rescue song was not significantly different from baseline (Supplementary Fig. 3g, h).

In contrast, changes in song syntax accumulated during FoxP2 knockdown were either largely preserved or became more severe (3 of 5 birds) following injection of Cre-GFP (Fig. 3d and Supplementary Figs. 4a, e, 5a, i, 6c, e). While dropping syllables was common following injection of CS-shFoxP2, we found that incorporation of new vocal elements into the song motif was more common during the song recovery period (Fig. 3e and Supplementary Fig. 6a–e). Of the two CS-shFoxP2+ birds who did not show any syntax changes following injection of CS-shFoxP2, we found that in one, the frequency of syllable insertions per bout increased by 35% following reversal of the knockdown, while the other bird did not show any change in syntax throughout the time course of our experiment (Supplementary Fig. 4b, d). Only one of the five birds undergoing reversal of FoxP2 knockdown showed a decrease in syllable omissions following injection of Cre-GFP (Supplementary Fig. 2d–e, 4d). Together, these results indicate that reversal of FoxP2 knockdown is sufficient to return syllable repetition rates back to those observed prior to FoxP2 knockdown, but also resulted in birds ultimately singing songs that could be different from their pre-knockdown song due to the sustained omission of pre-existing syllables and/or the addition of new syllables into their song.

### Single-nucleus RNA sequencing reveals effects of FoxP2 knockdown

FoxP2 is broadly expressed in Area X and the surrounding striatum^17^ and, as a transcription factor, can have broad effects on gene expression. To identify subpopulation(s) of cells most affected by FoxP2 knockdown and the potential cellular mechanisms for disruptions in song fluency, we performed single-nucleus RNA (snRNA) sequencing on tissue samples of Area X from CS-shScr+ birds and CS-shFoxP2+ birds (for each group, 4 hemispheres total from 2 individuals). 

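Single-nucleus RNA sequencing gave 1 library for each condition. Each library pooled Area X punches from 4 hemispheres of 2 adult zebra finches. The birds carried either CS-shScr, an AAV that expresses a scrambled hairpin until Cre removes it, or CS-shFoxP2, which expresses hairpins against FoxP2 from the same switch. The paper gives an age of 120 to 140 days post hatch at injection and 180 to 200 at sacrifice, whereas the sample labels give 160 to 185. The authors counted unique molecular identifiers (UMIs) over exons and introns with CellRanger 3.0.2. They kept nuclei with at most 10000 UMIs and at most 5% mitochondrial UMIs. The tables used here hold raw UMI counts per gene, with the cluster and the UMAP position of each nucleus. The shScr library had 14289 nuclei and 39179294 UMIs, and the library labelled shFoxP2 had 12956 nuclei and 42662731 UMIs. Median depth was 2300 UMIs and 1230 genes per nucleus in the first, and 2871 UMIs and 1432 genes in the second. The shallowest nuclei held 500 UMIs in both. The level of a gene is given as its UMIs per 10000 UMIs, summed over the nuclei of a group, with an exact Poisson 95% interval. Shares of nuclei carry an exact Clopper-Pearson interval, and log2 ratios of sums an exact binomial one. These intervals cover counting error only. With 1 library per condition there is no replicate, so no test was made between the libraries or between groups of nuclei. Cell types are the authors' clusters under the names of Fig. 4. The clusters of the shScr library alone were used for statements about that library, and the combined clusters for comparisons of the libraries. To compare shares across depths, the nuclei were thinned at random to 1000 UMIs each. This left out 626 nuclei of the shScr library and 531 of the other. The measures, the thinning and the rule for naming genes were chosen before the data were examined, whereas the authors' clusters replaced clusters drawn anew only once their table had been read.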

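The targeted transcript was examined first. Over all nuclei, FOXP2 had 4.31 UMIs per 10000 in the shScr library and 5.02 in the library labelled shFoxP2. In MSNs the level was 4.75 (95% interval 4.66 to 4.83, 11989 UMIs) in the first and 5.85 (5.76 to 5.94, 16123 UMIs) in the second, a log2 ratio of 0.30 (0.27 to 0.34). Direct-like MSNs rose from 8.97 to 11.0 UMIs per 10000 and indirect-like MSNs from 1.70 to 2.16. The ratio was above 0 in 4 of the 5 combined MSN clusters, although the interval of cluster 3 included 0 (0.11, -0.04 to 0.25). In cluster 4 it was -0.02 (-0.09 to 0.05). Pallidal-like cells had 12.5 and 12.7 UMIs per 10000, and astrocytes 3.19 and 3.18. After thinning, 31.0% of MSNs had a FOXP2 UMI in the shScr library and 35.9% in the other, with 36 and 11 MSNs left out. The unthinned shares were 49.1% and 57.1%, at median depths of 2259 and 2854 UMIs. As a background, astrocytes of cluster 7 in the shScr library (median 1553 UMIs) had a FOXP2 UMI in 10.9% of nuclei, or 7.03% after thinning. Oligodendrocytes of the same library (6.17 UMIs per 10000) had one in 42.6% after thinning, more than the MSNs. Among the alternatives, thinning to 500 UMIs moved the MSN ratio most, to 0.36. Of the 500 genes with the nearest UMI sums in MSNs, 86.8% had a lower ratio than FOXP2, so its rise lay within the spread of genes of that abundance. The target was thus not lower in the library labelled for its knockdown, although a rise of this size may have no link to the knockdown. The name "library labelled shFoxP2" is used throughout for this reason, and every direction of change given for it rests on that label.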

We hypothesized that knockdown of FoxP2 would have broad effects on gene expression, based on the extensive knockdown-related disruptions in song. We identified 3388 genes that were significantly differently expressed between the FOXP2+ cells in the scramble and knockdown groups after adjusting for multiple comparisons, for which we then carried out a gene ontology analysis (“Methods”). 

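FoxP2+ nuclei, those with at least 1 FOXP2 UMI in any cell type, numbered 6430 in the shScr library and 6405 in the library labelled shFoxP2, whose FOXP2 level went against its label. Their UMIs were summed per library, and log2 ratios were taken for the 10191 genes with at least 200 UMIs over both sums. The log2 ratios had an SD of 0.45, where counting error alone gives 0.11, with 5th and 95th percentiles of -0.60 and 0.60. How much of this spread comes from the birds cannot be separated from the knockdown with 1 library each, and no number of changed genes was derived. The named genes are the 5 with the largest ratio in each direction. The lower ones were PLEKHS1 (200 and 16 UMIs, log2 ratio -3.90), IFI6 (437 and 39, -3.74), MICALL2 (429 and 69, -2.89), DYDC1 (477 and 84, -2.76) and PSMC4 (226 and 44, -2.62). The higher ones were CALML4, with 11 UMIs in the shScr library and 264 in the other (4.33, 3.47 to 5.35), KCNK17 (9 and 195, 4.18), CDC23 (22 and 260, 3.31), KCTD16 (96 and 1056, 3.20) and B4GALNT3 (61 and 509, 2.81). These shifts were not confined to FoxP2+ nuclei. For genes with an absolute log2 ratio of at least 1, the ratio in indirect-like MSNs without a FOXP2 UMI was at the median 1.03 times that in FoxP2+ nuclei, and each of those genes had the same sign. Lowering the minimum to 50 UMIs moved the SD most, to 0.58.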

In line with our hypothesis, many categories of gene function were altered in the knockdown group, such as those involved in cell-cell signaling, neurogenesis, neuron projections, and synapses (Supplementary Fig. 7a). Additionally, we found that 31% of genes denoted as being most strongly linked to autism in the SFARI Gene database were significantly different between FOXP2+ cells in the control and knockdown groups (Supplementary Fig. 7b). 

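Supplementary Fig. 7b names the autism-related genes that were called different, and their symbols were read from that figure. The authors chose them on the same pair of libraries, so a matching sign is not independent evidence. In the summed FoxP2+ nuclei, 11 of the 11 genes drawn as lower had a log2 ratio below 0, with a median of -0.25, from -0.48 for PCDH19 to -0.08 for CACNA1C. The genes drawn as higher were above 0 in 31 of 31 cases. Their median was 0.19, and KATNAL2 had a ratio of 0.70. The lower and upper quartiles of all genes in these nuclei were -0.21 and 0.19.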

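Targets of FOXP2 defined in human tissue are drawn in Supplementary Fig. 7c, 9 as lower and 32 as higher in the library labelled shFoxP2. Of these, 9 and 30 reached the minimum number of UMIs in the summed FoxP2+ nuclei. They too were chosen on this pair of libraries, so their signs are not independent evidence. The log2 ratio was below 0 for 9 of the 9, with a median of -0.47, and GABBR1 had a ratio of -0.33. MRAS, among them, had 2703 UMIs in the shScr library and 1484 in the other (-1.12). It was above 0 for 30 of the 30, with a median of 0.24, from 0.08 for NRIP1 to 2.71 for MAPRE3. MAPRE3 also rose in indirect-like MSNs, where FOXP2 is low (3.34). Below the minimum, MEP1B had 5 and 46 UMIs and PAX3 had 0 and 42.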

Of 366 previously identified downstream targets of FOXP2 in humans, 41 (11.2%) were also differentially expressed between the control and knockdown groups (Supplementary Fig. 7c)^42^. Somewhat surprisingly, these targets were not more likely to be those enriched in the basal ganglia (9/84), and also included targets enriched in the inferior frontal cortex (9/82) and lung (9/82). These results suggest that FoxP2 expression in striatal circuits regulates many signaling pathways that can potentially influence cellular networks involved in the production and control of vocalizations.

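In the combined clustering, MSNs made up 67.6% of nuclei in the shScr library (95% interval 66.8 to 68.4) and 64.8% in the library labelled shFoxP2 (64.0 to 65.6), a difference of -2.80 percentage points (-3.93 to -1.68). Interneurons rose from 8.10% to 10.6% and astrocytes from 7.06% to 8.67%, whereas GLUT+ cells fell from 5.67% to 4.79% and pallidal-like cells from 2.69% to 2.02%. Microglia went from 1.29% to 0.502%, endothelial cells from 1.03% to 1.77% and red blood cells from 2.30% to 2.88%. Among the MSN clusters, the difference was -3.16 points for cluster 1 and -4.87 for cluster 2, but 2.04 for cluster 3 and 2.91 for cluster 4. These differences exceed counting error, but without replicates the variation between dissections and birds is unknown. For MSN cluster 5 the difference was 0.28 points, with an interval that included 0 (-0.23 to 0.79). Nuclei of the shScr library made up between 37.4% (cluster 13) and 73.9% (cluster 22) of a cluster, and 52.4% of all nuclei. The clusters were also drawn anew without FOXP2, DRD1, DRD2 and DRD5, whose levels are reported here. This gave 40 clusters that placed 98.6% of nuclei in the same cell type, and a difference in MSNs of -3.00 points. The difference in pallidal-like cells was then -0.34 points, with an interval that included 0 (-0.73 to 0.05). Merging the libraries without integration moved the difference in MSNs most, to -3.29 points.

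**Figure D1:**
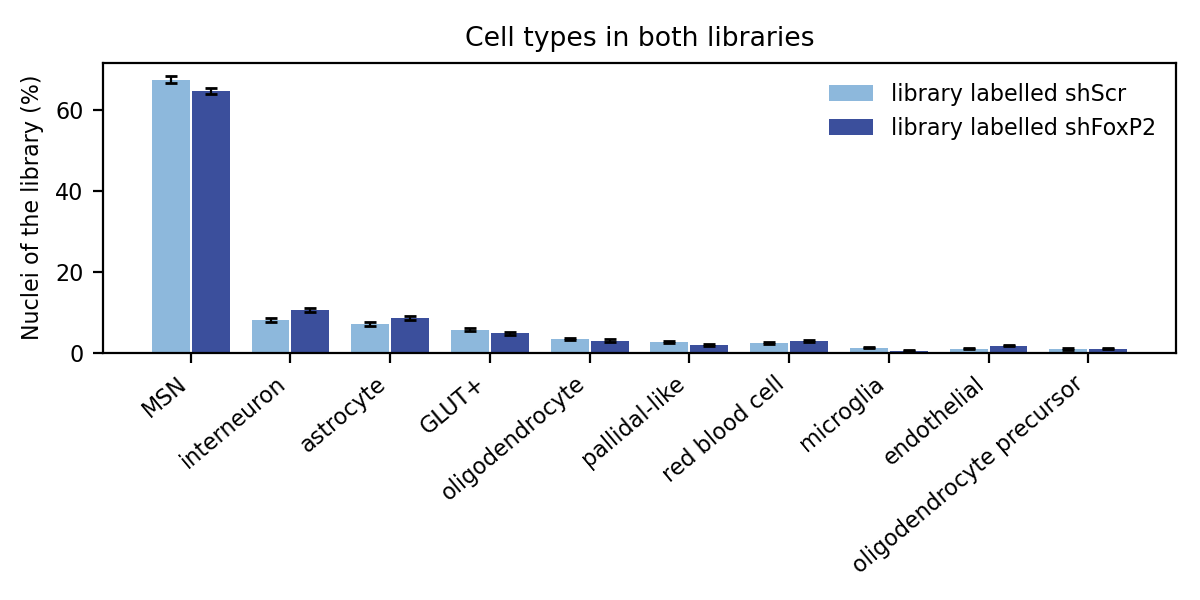
Percentage of the nuclei of each library (vertical axis) in each cell type of the combined clustering. Bars are the shScr library (light) and the library labelled shFoxP2 (dark), error bars are 95% Clopper-Pearson intervals for counting error, and MSNs stand at 67.6% and 64.8%.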

To understand the effects of FoxP2 knockdown in MSNs specifically, we first cataloged the cell types present in Area X. A combined clustering analysis indicated that FoxP2 knockdown did not significantly alter the distribution or composition of cell types in Area X (Fig. 4a, Supplementary Fig. 8a), and cells from each group were well-represented within each cluster (Fig. 4b). To define cell types, we focused on an independent clustering analysis of the CS-shScr+ birds (Supplementary Fig. 8b) that identified 23 distinct cell groups (Fig. 4c). 

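The 23 clusters of the shScr library ranged from 3703 nuclei in cluster 1 to 31 in cluster 23. Their median depth ranged from 657 UMIs in cluster 12, the red blood cells, to 6157 in cluster 23. Cluster 3 of the MSNs (4397 UMIs) and cluster 6 of the astrocytes (4084.5 UMIs) were deeper than cluster 1 (2137), cluster 2 (2195) and cluster 7 (1553). Doublets were scored with Scrublet. Its own threshold called 0 nuclei in each library, so the 8% of nuclei with the highest scores were taken as possible doublets. They made up 20.1% of cluster 3, 22.2% of cluster 6 and 61.3% of cluster 21, and 6.26% of the other clusters together. Nuclei were not removed on this score, and leaving them out is among the alternatives.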

Most cells were MSNs (identified by the strong collective expression of *Gad2*, *Ppp1r1b*^43,44^, and *FoxP1*^45^), with five MSN clusters comprising 68% of total cells in Area X (Fig. 4d). 

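Clusters 1 to 5 of the shScr library held 9710 nuclei, or 68.0% (95% interval 67.2 to 68.7). The genes that name these clusters also had UMIs elsewhere. GAD2 had between 6.23 (cluster 5) and 7.42 (cluster 1) UMIs per 10000 in the MSN clusters, against 7.86 in interneuron cluster 14 and 8.13 in red blood cells. FOXP1 had between 38.2 (cluster 5) and 46.0 (cluster 3), against 37.8 in microglia and 19.6 in red blood cells. PPP1R1B had between 1.54 (cluster 3) and 2.56 (cluster 5), against 2.57 in pallidal-like cells and 4.10 in red blood cells. With only nuclei of at least 1000 UMIs, the MSN share was 70.8%, the largest move among the alternatives.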

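Cluster 10 of the shScr library held 337 nuclei, 2.36% of all (95% interval 2.12 to 2.62). Its level of PENK was 10.3 UMIs per 10000, with a PENK UMI in 47.5% of nuclei at a median depth of 1789 UMIs. Interneuron cluster 13 had more PENK, 15.2 UMIs per 10000 and 59.6% of its 272 nuclei (median 2778.5 UMIs). Cell types that should lack PENK give its background. A PENK UMI was present in 19.7% of oligodendrocytes (median 1341 UMIs) and in 23.8% of red blood cells, whose level was 9.66 UMIs per 10000. TSHZ1 set cluster 10 apart more clearly, with 6.49 UMIs per 10000 against 1.88 in cluster 17, the next highest. MEIS2 had 37.8. When the clusters were drawn anew with 20 PCs, pallidal-like cells made up 1.78%.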

The pallidal-like cells, identified primarily by the expression of *Penk*^43^, existed within one cluster and were far less numerous at only 2.4% of all cells (Fig. 4d). 

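Markers of the GPi and GPe drawn in Supplementary Fig. 9 were summed for each cluster of the shScr library. The GPi markers CBLN1 and LHX1 were near 0. CBLN1 was highest in cluster 13, with 5 UMIs (0.06 per 10000), and LHX1 in cluster 8, with 4 UMIs. Of the GPe markers, GREM1 was highest in oligodendrocytes (0.87 UMIs per 10000), NKX2-1 in interneuron cluster 17 (1.25), PKIB in cluster 14 (3.83) and SCN4B in cluster 15, with 14 UMIs. FOXP2, PENK, MEIS2, SST and PVALB, which are on the same lists, had UMIs in several clusters, FOXP2 at 12.8 per 10000 in pallidal-like cells. CALB2 was highest in cluster 17 (6.21) and GRIK3 in pallidal-like cells (6.03). FOXA1 had 0 UMIs in the whole library, which allows up to 3 by a one-sided 95% limit.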

Gene markers for the GPi^44,46^ and GPe^47,48^ were largely absent from any cluster in the dataset (Supplementary Fig. 9), although the pallidal-like cells here contain some similarities to arkypallidal cells reported in mammals^47–49^ (Supplementary Fig. 10). We observed eight distinct clusters of GABAergic neurons, some of which likely correspond to known classes of striatal interneurons such as *Pvalb*+ interneurons, *Sst*+/*Npy*+/*Nos1*+ interneurons, and *Chat*+ interneurons^43,50–53^. 

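The interneuron clusters of the shScr library held 1149 nuclei, 8.04% of all (95% interval 7.60 to 8.50). PVALB had 4.09 UMIs per 10000 in cluster 14 and 3.78 in cluster 15, with a UMI in 72.4% and 78.9% of nuclei. In red blood cells 27.1% of nuclei had one at a median depth of 657 UMIs, a level of 4.38 per 10000. Cluster 13 combined SST (5.64 UMIs per 10000, 36.8% of nuclei), NPY (54.4%) and NOS1 (2.56, 19.5%). NPY was also present in MSN cluster 4, in 70.6% of nuclei but at the lower level of 4.86 UMIs per 10000. CHAT was restricted most clearly. Each of the 31 nuclei of cluster 23 had a UMI (13.2 per 10000), and the next highest level was 0.64, in red blood cells. LHX6 was highest in cluster 17 (4.72). Cluster 21, the one with most possible doublets, could be written as a sum of 40.4% cluster 17 and MSN clusters, and the 99th percentile of its genes lay 0.97 (log2) above that sum.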

Two clusters expressed the glutamatergic transporter gene *Slc17a6*, which could relate to a glutamatergic cell type that has been reported to exist in Area X^54^. 

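SLC17A6 had 382 UMIs in cluster 8 of the shScr library (2.02 per 10000) and 274 in cluster 11 (2.07). A UMI was present in 47.5% of the 509 nuclei of cluster 8 and in 54.6% of the 335 nuclei of cluster 11, at median depths of 3478 and 3654 UMIs. The highest level in any other cluster was 0.23, in the endothelial cells of cluster 18. Both clusters together made up 5.91% of nuclei (95% interval 5.53 to 6.31).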

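Astrocytes made up 7.21% of the nuclei of the shScr library and oligodendrocytes 3.26%. Microglia (1.22%), endothelial cells (1.04%) and oligodendrocyte precursors (0.896%) were rarer. These cell types together came to 13.6%, or 15.7% with the red blood cells of cluster 12. MBP had 64.2 UMIs per 10000 in oligodendrocytes and at most 6.37 in another cluster. FLT1 had 11.3 in endothelial cells, PDGFRA 6.99 in the precursors and CSF1R 2.57 in microglia. The astrocyte gene LRIG1 had 18.8 UMIs per 10000 in cluster 7 and 6.93 in cluster 6. The profile of cluster 6 could be written as 31.8% cluster 7 and MSN clusters for the rest, and the 99th percentile of 3752 genes lay only 0.41 (log2) above that sum.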

The remaining clusters comprised various glial cell types, such as astrocytes and oligodendrocytes (Fig. 4c).

**Fig. 4:**
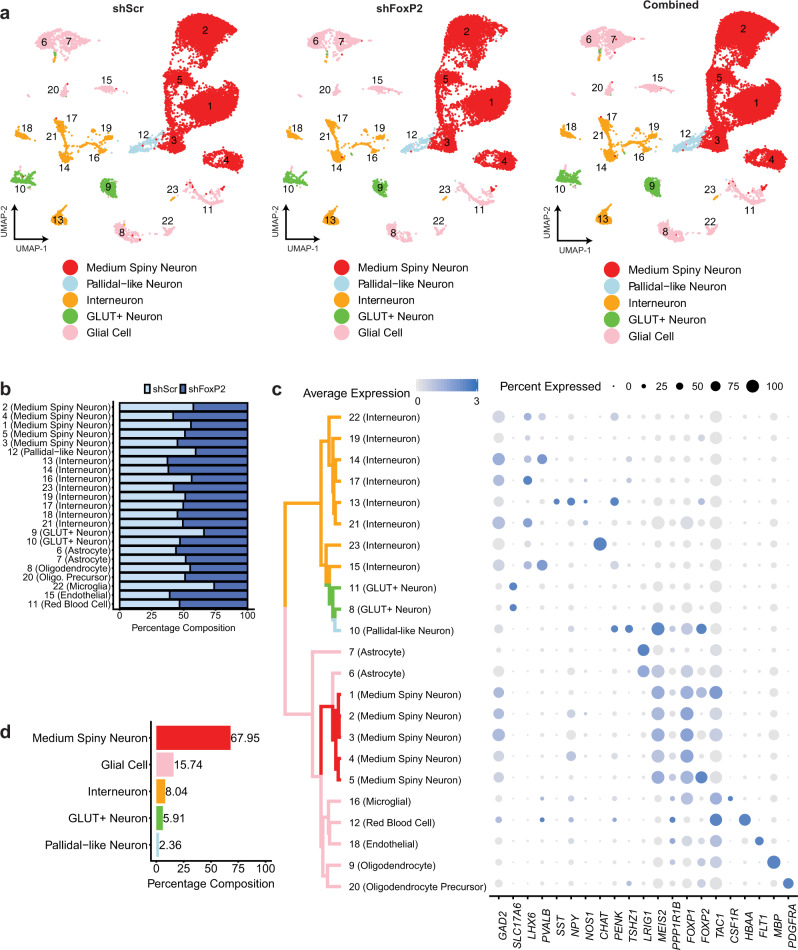
Overview of cell types in Area X. **a** UMAP projections of nuclei from Area X (left, shScr subset, *n* = 14,289; middle, shFoxP2 subset, *n* = 12,956; right, combined analysis, *n* = 27,245). Clusters are numbered in ascending order by decreasing size (1-largest; 23-smallest). **b** Cluster composition by each dataset (shScr or shFoxP2). **c** Hierarchical clustering and cell type gene marker expression of an independent analysis of the shScr group. For marker gene expression, the size of the dot indicates the percent of nuclei within a cluster expressing a given gene, and the color of the dot indicates the average normalized expression level. **d** Overall cell type composition in Area X of the shScr group.

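The 9672 MSNs of the shScr library inside the UMAP limits of the methods were divided by cluster, into 3695, 3405, 944, 854 and 774 nuclei for clusters 1 to 5. FOXP2 had 8.03 UMIs per 10000 in cluster 1 and 12.8 in cluster 5, against 0.451 in cluster 2, 2.30 in cluster 4 and 3.93 in cluster 3. A FOXP2 UMI was present in 78.3% of nuclei in cluster 1, 90.3% in cluster 5 and 67.2% in cluster 3, and in 8.69% and 27.5% in clusters 2 and 4. Cluster 3 was sequenced more deeply, with a median of 4396 UMIs against 2194 in cluster 2. After thinning, its share was 28.2%, against 53.8% in cluster 1, 64.5% in cluster 5, 13.1% in cluster 4 and 4.32% in cluster 2. The share in cluster 2 lay below that in astrocytes of cluster 7. In oligodendrocytes (median 1341 UMIs) it was 57.1% unthinned. The profile of cluster 3 lay close to a weighted sum of clusters 1 and 2.

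**Figure D2:**
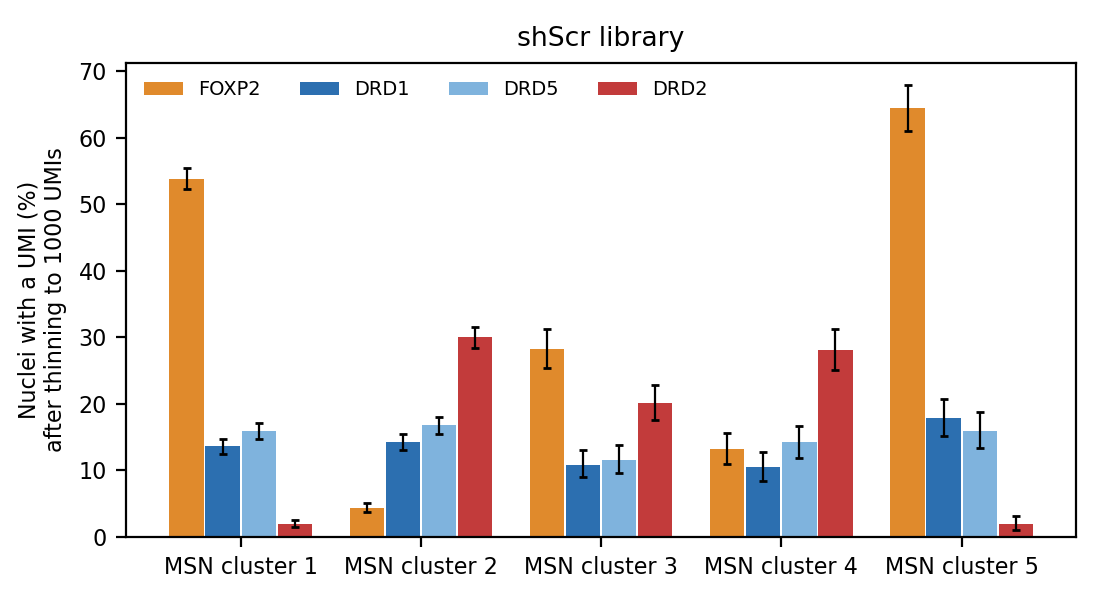
Percentage of nuclei with a UMI of FOXP2, DRD1, DRD5 or DRD2 (vertical axis) in the 5 MSN clusters of the shScr library, after thinning to 1000 UMIs per nucleus. Error bars are 95% Clopper-Pearson intervals for counting error, and FOXP2 stands at 64.5% in cluster 5 and 4.32% in cluster 2.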

In the snRNA-seq analysis of the CS-shScr+ birds, we observed that *FoxP2* showed a distinct pattern of expression across the five MSN clusters, with clusters 1, 3, and 5 containing many *FoxP2*+ cells, and clusters 2 and 4 containing mainly *FoxP2−* cells (Fig. 5a). Furthermore, dopamine receptor expression also showed distinct patterns within the MSNs: 36% of the 9672 MSNs were exclusively *Drd1*+ and/or *Drd5*+ (notated here as *Drd1/5*+; *Drd1 is* also known as D1A and *Drd2* is also known as D1B^55,56^), 13% were exclusively *Drd2*+, and an additional 18% expressed varying levels of *Drd1/5* and *Drd2* (Fig. 5b). 

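A nucleus was taken as + for a gene with at least 1 UMI. Of the MSNs, 3435 were Drd1/5+ without Drd2, or 35.5% (95% interval 34.6 to 36.5). Another 1317 were Drd2+ without Drd1/5, or 13.6% (12.9 to 14.3). Both were present in 1775, or 18.4% (17.6 to 19.1), and neither in 3145, or 32.5% (31.6 to 33.5). Most of these calls rest on few molecules, as 80.5% of Drd1+ nuclei had a single DRD1 UMI. Thinning to 1000 UMIs, which left out 35 nuclei, gave 22.6% with Drd1/5 alone, 11.5% with Drd2 alone, 4.42% with both and 61.5% with neither. Thinning to 500 UMIs moved the share with both most, to 1.34%.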

All five MSN clusters contained cells expressing *Drd1/5*, while only three clusters contained cells expressing *Drd2* (Fig. 5b). 

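DRD1 had a similar level in the 5 MSN clusters, between 1.24 UMIs per 10000 in cluster 4 and 1.71 in cluster 5. Its share of positive nuclei ran from 28.4% in cluster 1 to 43.2% in the deeper cluster 3, or after thinning from 10.4% in cluster 4 to 17.8% in cluster 5. Cell types that are not MSNs give the background. A DRD1 UMI was present in 19.3% of oligodendrocytes (median 1341 UMIs, 8.51% after thinning) and in 13.3% of astrocytes of cluster 7 (median 1553 UMIs, 8.43% after thinning). In red blood cells the level of DRD1 was 1.91 UMIs per 10000, no lower than in the MSN clusters. DRD5 was present in 24.7% of the same oligodendrocytes, 16.5% after thinning. DRD2 separated the clusters. It had 3.74, 2.39 and 3.05 UMIs per 10000 in clusters 2, 3 and 4, and 0.202 in clusters 1 and 5. After thinning, 29.9%, 20.0% and 28.1% of the nuclei of clusters 2, 3 and 4 had a DRD2 UMI. In clusters 1 and 5 the shares were 1.92% and 1.86%, at or below the 2.01% in astrocytes of cluster 7 and the 5.32% in oligodendrocytes.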

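DRD3 had a UMI in 12 of the 9672 MSNs, or 0.124%, and DRD4 in 8, or 0.0827%. Over the nuclei of both libraries, DRD3 had 146 UMIs and DRD4 47. No gene row carries the symbol DRD1C, so that receptor was not analysed here.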

Dopamine receptors D1C, D3, and D4 (the latter two belonging to the D2 family) were not expressed at appreciable levels. 

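FOXP2 and DRD1 were detected together in 16.0% of MSNs, and FOXP2 and DRD2 in 8.44%. A FOXP2 UMI was present in 52.7% of Drd1+ MSNs (95% interval 50.8 to 54.5) and in 47.7% of those without a DRD1 UMI (46.5 to 48.9). For DRD5 these shares were 51.1% and 48.2%, closer together than for DRD1. They lay far apart for DRD2, with 26.4% of Drd2+ MSNs (24.8 to 28.0) against 59.9% of those without a DRD2 UMI (58.7 to 61.1).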

*FoxP2* frequently co-localized with *Drd1*, but not with *Drd2* (Fig. 5c, d). Of all cells that were *Drd1/5*+ and *Drd2*−, 61% also expressed *FoxP2*, but of cells that were *Drd1/5-* and *Drd2*+, only 21% co-expressed *FoxP2* (Fig. 5d). 

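FoxP2+ nuclei made up 61.4% of the MSNs with Drd1/5 alone (95% interval 59.7 to 63.0), 20.5% of those with Drd2 alone (18.4 to 22.8), 30.8% of those with both and 58.3% of those with neither. Among all MSNs the share was 49.2%, or 31.1% after thinning. Thinned to 1000 UMIs, the shares were 35.4% with Drd1/5 alone, 10.1% with Drd2 alone, 11.0% with both and 34.9% with neither. The difference between Drd1/5 alone and Drd2 alone was 40.9 percentage points, and thinning to 500 UMIs moved it most, to 13.5 points.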

To interpret this separation of *Drd2*+ cells across clusters, we performed a differential gene expression analysis by grouping the two clusters containing *Drd1*+/*Drd2*− cells into a putative direct-like pathway and the three clusters containing *Drd1*+ cells and *Drd2*+ cells (separate cells, not necessarily co-localizing *Drd1* and *Drd2*) into a putative indirect-like pathway. 

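A DRD2 UMI was present in 4.29% of the nuclei of cluster 1 and 4.85% of cluster 5, and in 54.1%, 61.2% and 55.8% of clusters 2, 3 and 4 of the shScr library. The first pair was grouped as direct-like (4469 nuclei) and the others as indirect-like (5203 nuclei). Over the combined clustering, the same rule grouped clusters 2 and 4 as direct-like, with 4.82% and 5.82% in the library labelled shFoxP2. Clusters 1, 3 and 5, with 66.3%, 67.5% and 67.1%, were grouped as indirect-like. As DRD2 defines the groups, its level between them is not a result.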

Canonically, direct pathway MSNs are *Drd1*+ and *FoxP2*+, and project to the GPi while indirect pathway MSNs are *Drd2*+ and *FoxP2*−, and project to the GPe^57–60^. However, MSNs in Area X corresponding to the mammalian direct and indirect pathways have not been previously identified^61^. 

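FOXP2 had 8.96 UMIs per 10000 in direct-like and 1.84 in indirect-like MSNs of the shScr library, a log2 ratio of 2.28 (95% interval 2.22 to 2.35). EBF1 (2.13), DSCAM (2.00), PDYN (1.89), ISL1 (1.80) and CHRM4 (1.37) were also higher in direct-like MSNs. ADARB2 (0.65), TAC1 (0.62), NRG3 (0.58) and LINGO2 (0.23) were higher by less. ADORA2A (-2.66), PTPRM (-2.18) and PENK (-0.65) were higher in indirect-like MSNs. Of the 13 genes that Fig. 5e places on a side, leaving out DRD2, 13 lay on that side. The figure drew these sides from the same library and cluster groups, so the match is not independent evidence. Of the genes drawn on neither side, CHRM3 was higher in indirect-like MSNs (-0.89), and the interval of GPR6 included 0 (-0.29, -0.77 to 0.16, with 63 and 110 UMIs). In the library labelled shFoxP2 the FOXP2 ratio was 2.35. Drawing the clusters anew at resolution 1.2 moved the FOXP2 ratio most, to 1.65.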

In our analysis, the direct-like pathway grouping significantly expressed genes that canonically mark direct pathway MSNs, including *FoxP2*, whereas an indirect-like pathway grouping significantly expressed genes that mark indirect pathway MSNs^58,60,62^ (Fig. 5e). Although a deeper characterization of the physiological properties and connectivity will be required, analysis of these transcriptomic data suggest that MSNs in Area X may segregate into two broad classes that resemble direct-like (*Drd1*+/*FoxP2*+) and indirect-like pathways (*Drd2*+/*FoxP2*−) (Fig. 5f), as well as a third *Drd1*/2+ class.

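Nuclei with both Drd1/5 and Drd2 made up 28.5%, 44.2% and 31.9% of clusters 2, 3 and 4, and 2.46% and 2.97% of clusters 1 and 5. Within each cluster their number was close to that from separate detection of the receptors. The products of the shares sum to 1731 nuclei, and 1775 were observed, a ratio of 1.03. Cluster 3, which had both DRD2 and genes of direct-like MSNs, could be written as 43.2% cluster 1 and 56.8% cluster 2. The 99th percentile of 5299 genes lay 0.33 (log2) above that sum, against 1.88 for cluster 4 and 2.44 for cluster 5 fitted by the same pair. Cluster 3 had 13.3 nuclei for each 100 of clusters 1 and 2.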

**Fig. 5:**
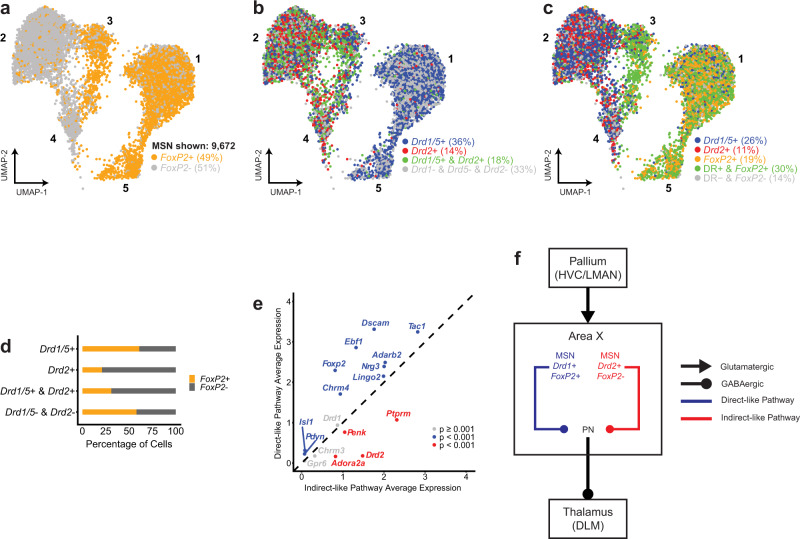
Patterns of *FoxP2* and dopamine receptor expression in Area X. **a** UMAP projection of MSN clusters. Nuclei are colored based on *Foxp2* expression: *FoxP2*+ (orange) or *FoxP2*− (gray). Percentages are rounded and reflect a proportion of the total number of MSNs. **b** UMAP projection of MSN clusters. Nuclei are colored based on the exclusive expression of *Drd1/5* (blue), *Drd2* (red), both (green), or neither (gray). Percentages are rounded and reflect a proportion of the total number of MSNs. **c** UMAP projection of MSN clusters. Nuclei are colored based on the exclusive expression of *Drd1/5* (blue), *Drd2* (red), *FoxP2* (orange), any dopamine receptor and *FoxP2* (green), or none (gray). Percentages are rounded and reflect a proportion of the total number of MSNs. **d** A stacked bar plot illustrating the percentage of nuclei expressing *FoxP2*, classified by dopamine receptor expression. **e** A scatter plot showing the differential expression of genes that distinguish nuclei grouped into a putative direct-like pathway (clusters 1 and 5) and indirect-like pathway (clusters 2, 3, and 4). Blue indicates direct-like pathway genes with *p* < 0.001, red indicates indirect-like pathway genes with *p* < 0.001, and gray indicates genes with *p* ≥ 0.001. **f** A hypothesized model for the circuitry of MSNs in Area X based on these data.

Disruptions of FoxP2 expression have previously been shown to result in increased dopamine levels and reduced expression of dopamine receptors in the striatum^11,26^. Using our snRNA sequencing data, we found that knockdown of FoxP2 causes an overall decrease in the *Drd1* to *Drd2* ratio across MSNs in Area X. This change in the *Drd1* to *Drd2* ratio resulted from decreased expression of *Drd1* and *Drd5* in the direct-like pathway MSNs identified above (Fig. 6a, b). Together, these results suggest that knockdown of FoxP2 alters the balance of dopaminergic receptor distributions across the putative direct-like and indirect-like pathways in Area X, which may drive maladaptive repetition of song syllables and/or disrupt song syntax.

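DRD1 in MSNs had 1.45 UMIs per 10000 (3652 UMIs) in the shScr library and 0.986 (2717 UMIs) in the library labelled shFoxP2, a log2 ratio of -0.55 (95% interval -0.62 to -0.48). DRD5 went from 1.67 (4228 UMIs) to 1.21 (3342 UMIs), a ratio of -0.47 (-0.53 to -0.40). DRD2 went from 1.96 (4942 UMIs) to 2.11 (5810 UMIs), a ratio of 0.11 (0.05 to 0.16). In direct-like MSNs the ratio was -0.45 for DRD1 (-0.55 to -0.34), -0.38 for DRD5 and -0.12 for DRD2 (-0.40 to 0.16). In indirect-like MSNs it was -0.64 for DRD1 (-0.74 to -0.54), -0.53 for DRD5 and 0.11 for DRD2. The fall of DRD1 was also present in indirect-like MSNs without a FOXP2 UMI (-0.69). After thinning, the share of MSNs with a UMI went from 13.6% to 9.41% for DRD1, from 15.6% to 11.1% for DRD5 and from 15.8% to 16.8% for DRD2. Unthinned, the DRD1 shares were 30.5% and 26.9%. Summed DRD1 UMIs over summed DRD2 UMIs gave a ratio of 0.739 (0.708 to 0.771) in the shScr library and 0.468 (0.447 to 0.490) in the other, a log2 change of -0.66 (-0.75 to -0.57). The ratio went from 7.89 to 6.28 in direct-like MSNs, a log2 change of -0.33 (-0.62 to -0.03), and from 0.423 to 0.251 in indirect-like MSNs, a change of -0.76. Of the alternatives on the scale of summed UMIs, thinning to 500 UMIs moved the log2 change in MSNs most, to -0.56. At that depth the interval of DRD1 in direct-like MSNs included 0 (-0.10, -0.35 to 0.15). Of the 500 genes with the nearest UMI sums in MSNs, 5.20% had a lower ratio than DRD1. The direction rests on the label of a library in which FOXP2 was not lower. The paper states that the knockdown lowers the Drd1 to Drd2 ratio across MSNs, and attributes this to lower Drd1 and Drd5 in direct-like MSNs (Fig. 6a, b). From these results it proposes that an altered balance of dopamine receptors across the direct-like and indirect-like pathways may disturb song.

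**Figure D3:**
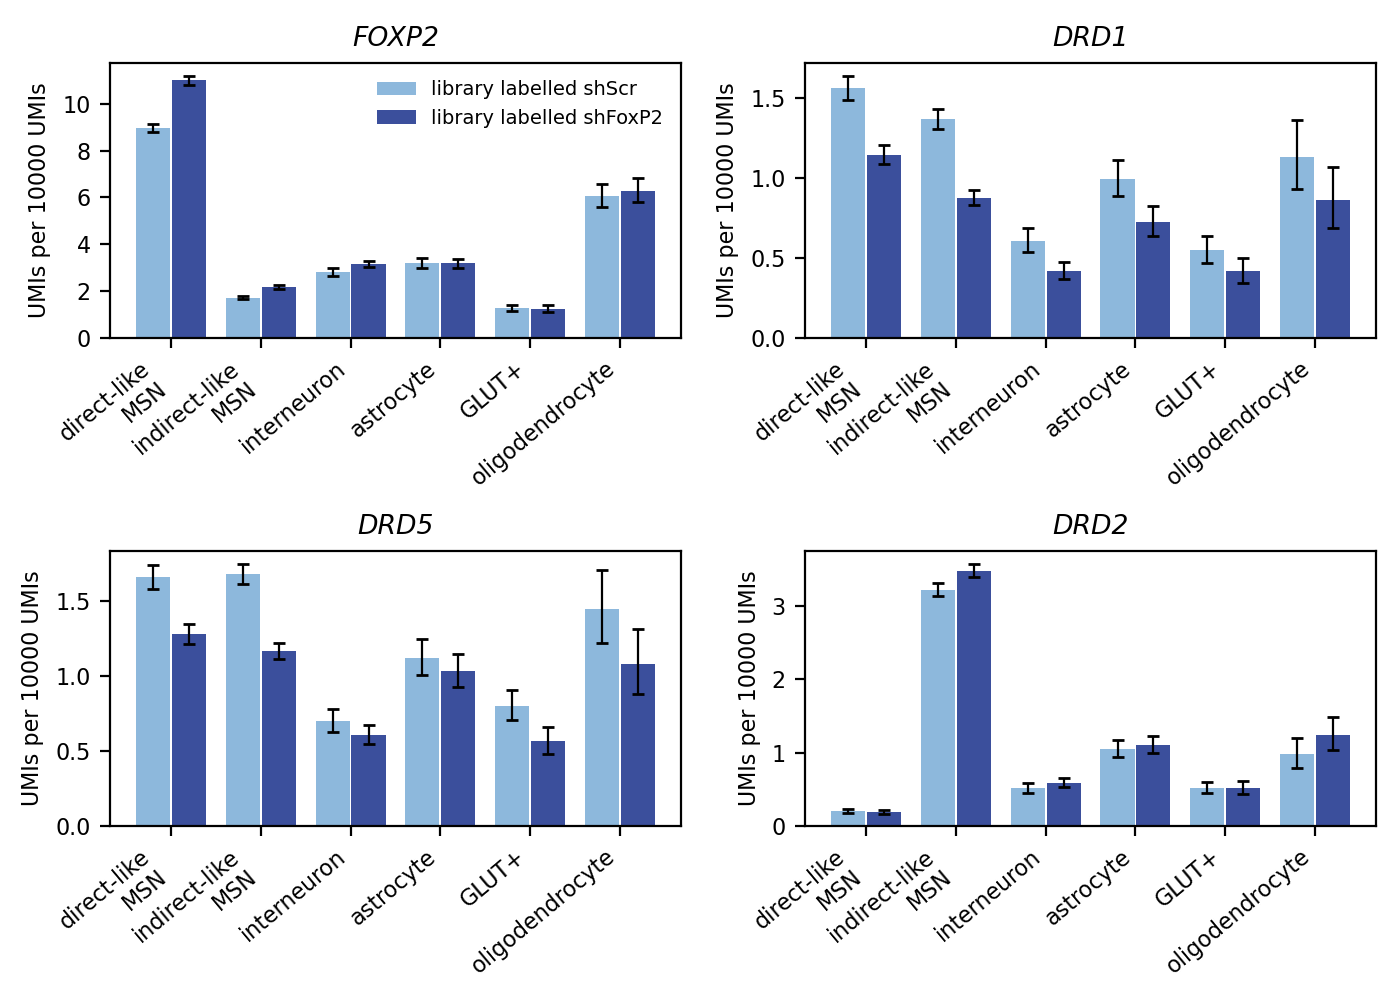
UMIs per 10000 UMIs (vertical axes) of FOXP2, DRD1, DRD5 and DRD2 in 6 groups of nuclei of the shScr library (light) and the library labelled shFoxP2 (dark). Error bars are exact Poisson 95% intervals for counting error, and DRD1 is lower in the second library in direct-like, indirect-like, interneuron, astrocyte and GLUT+ nuclei beyond counting error.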

**Fig. 6:**
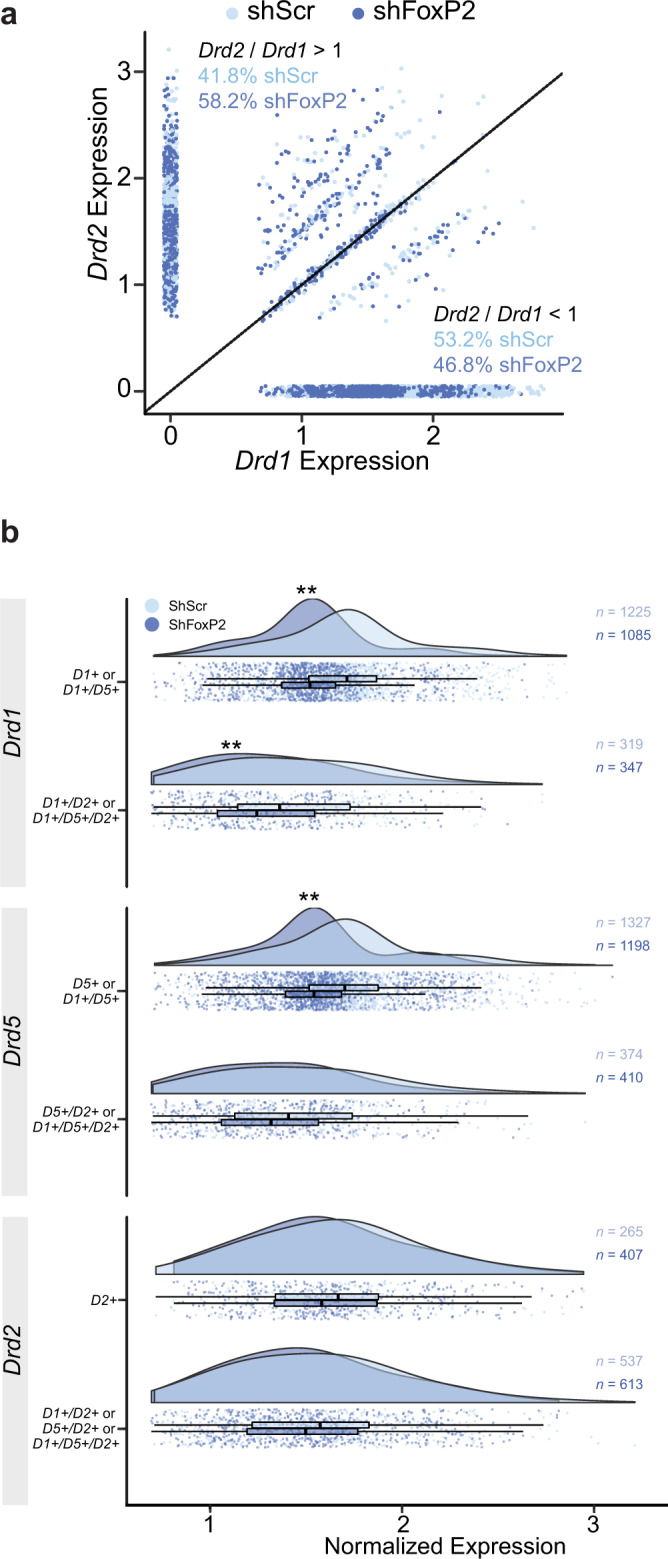
Altered expression of dopamine receptors resulting from FoxP2 knockdown. **a** A scatterplot illustrating the correlation between normalized expression of *Drd1* and *Drd2* in *FoxP2*+ striatal cells that are also *Drd1*+ or *Drd2*+. Each point represents a nucleus. Diagonal line indicates the line of equality. Cells above the line have a ratio of *Drd2*/*Drd1* greater than 1. Cells below the line have a ratio of *Drd2*/*Drd1* below 1. **b** Distribution and boxplots of normalized expression for *Drd1*, *Drd5*, and *Drd2* in *FoxP2*+ MSNs in CS-shScr+ and CS-shFoxP2+ birds. Cells are grouped by the expression of dopamine receptors, e.g., *D1+* indicates the cells express *Drd1* only and no other dopamine receptor, whereas *D1*+/*D5*+ indicates the cells express both *Drd1* and *Drd5*. The expression level of *Drd1* in cells from CS-shFoxP2+ birds was significantly lower than in CS-shScr+ birds (*p* < 0.001, Welch’s *t*-test) in all *Drd1*+ cells, as indicated by the leftward shift of the distribution of normalized expression in the CS-shScr+ population. The expression of *Drd2* in *FoxP2*+ MSNs did not differ between the two groups, as no shift in the distribution of normalized expression is seen between the populations. The lower and upper bounds of the boxes indicate the 25th and 75th percentiles; the whiskers extend in either direction from the bound to the furthest value within 1.5 times the interquartile range.

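Of the FoxP2+ MSNs with a DRD1 or DRD2 UMI, 2035 were in the shScr library and 2107 in the library labelled shFoxP2. Drd2 exceeded Drd1 in 592 of the first, or 29.1% (95% interval 27.1 to 31.1), and in 823 of the second, or 39.1% (37.0 to 41.2). Drd1 exceeded Drd2 in 63.3% and 53.5%, and the values were equal in 7.57% and 7.40%. Counted across the libraries, 41.8% of the nuclei with more Drd2 came from the shScr library, as did 53.3% of those with more Drd1. Over all MSNs with either UMI, Drd2 exceeded Drd1 in 48.9% and 59.8%. The difference in the share with more Drd1 was -9.81 percentage points. It kept its sign in 14 of 15 alternatives, which ran from -17.1 to 5.92 points. The sign changed when nuclei were thinned to 500 UMIs (5.92 points), with an interval that covered both signs.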

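The normalized value is the natural logarithm of 1 plus the UMIs of the gene per 10000 UMIs of the nucleus, taken over positive FoxP2+ MSNs. For Drd1+ nuclei without Drd2 its median was 1.71 in the shScr library (1232 nuclei) and 1.52 in the library labelled shFoxP2 (1086 nuclei). With Drd2, it was 1.36 (319 nuclei) and 1.24 (347 nuclei). For Drd5+ nuclei without Drd2 it was 1.70 (1333 nuclei) and 1.54 (1201 nuclei), and with Drd2 1.41 and 1.31. A single UMI made up the value in 79.1% and 81.9% of the Drd1+ nuclei without Drd2. The value of a single UMI is fixed by the depth of its nucleus, and the medians of depth were 2399 and 2981.5 UMIs. Over 677 genes detected in a similar share of FoxP2+ MSNs, the median difference was -0.16, with 5th and 95th percentiles of -0.19 and -0.13, and it was below 0 for 99.7%. DRD1 lay at -0.19, with 5.47% of these genes below it, and DRD5 at -0.16, with 54.7% below it.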

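For FoxP2+ MSNs with Drd2 and neither Drd1 nor Drd5, the median normalized value was 1.67 in the shScr library (265 nuclei) and 1.58 in the library labelled shFoxP2 (407 nuclei). Median depth was 3094 and 3627 UMIs, and 68.7% and 56.0% of these nuclei had a single DRD2 UMI. For Drd2+ nuclei that also had Drd1 or Drd5 the medians were 1.57 (538 nuclei) and 1.50 (614 nuclei). Summed over all FoxP2+ MSNs, DRD2 went from 0.951 to 1.09 UMIs per 10000, a log2 ratio of 0.20 (95% interval 0.09 to 0.30).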

### Syllable repetitions are driven by phasic dopamine release in Area X

Increased dopamine levels and decreased dopamine receptor expression have been associated with impairments in coordinated movements^63,64^, including speech. For example, childhood-onset fluency disorder, also referred to as stuttering or stammering, is associated with a hyperdopaminergic tone in the striatum^65–67^. Dopaminergic antagonists have been shown to lessen stuttering and dopaminergic agonists are reported to transiently induce speech disturbances similar to stuttering in people with typically fluent speech^68–70^. In addition, mice humanized for Foxp2 have decreased dopamine levels in the striatum, while heterozygous Foxp2 knockout mice have elevated striatal dopamine^26,37^. Given our observed effects following FoxP2 knockdown in adult birds and the strong ties between FoxP2 expression and dopamine signaling^11,18,26,37^, we asked if sustained manipulations of either dopaminergic tone or phasic input would lead to disruptions in syllable repetition or song syntax resembling those observed following FoxP2 knockdown. We directly manipulated dopaminergic inputs to Area X across several days in freely singing birds using pharmacological or optogenetic approaches to test if and how these manipulations resulted in song disruptions, and their similarity to the disruptions observed following FoxP2 knockdown.

First, we tested whether chronic elevation of dopamine could elicit gross changes in song. We implanted reverse microdialysis probes bilaterally in Area X and individually infused dopamine, D1-like agonists, and D2-like agonists, each for several days when birds were singing alone (Supplementary Fig. 11a–c). Remarkably, and in contrast to the vocal deficits observed following FoxP2 knockdown, birds continued to sing at normal rates and without disruptions in the song’s spectral structure, syntax, or syllable repetition during direct infusion of dopamine or dopamine receptor agonists (Supplementary Fig. 11d).

Next, we tested if sustained manipulations to phasic dopamine activity cause disruptions to song sequences. We systematically tested the effect of both phasic increases and phasic decreases in dopamine release over several days. AAVs expressing an axon-targeted channelrhodopsin (ChR2), archaerhodopsin (ArchT), or green fluorescent protein (GFP) were injected bilaterally into VTA, and birds were implanted with optical fibers over Area X (Fig. 7a, b). Bilateral optical illumination of VTA axon terminals in Area X was targeted to an individual syllable in the song motif for 3–12 consecutive days (Fig. 7c and Supplementary Fig. 12a). Light pulse delivery was contingent on natural trial-to-trial variation in the pitch of the targeted syllable. In agreement with our previous results using this method^38^, we found that optogenetic excitation and inhibition elicited learned changes in the pitch of the targeted syllable on future performances (Fig. 7d). In addition to changes in the pitch of the targeted syllable, we found that phasic increases in dopamine also resulted in a significant increase in syllable repetitions at the beginning and/or end of song motifs, similar to those changes we observed in birds in which FoxP2 expression was knocked down in Area X (Figs. 7e–g, 8a, and Supplementary Fig. 12b). This increase in syllable repetitions was observed in all ChR2 expressing birds by the third day of phasic stimulation. We did not observe disruptions in the selection and sequencing of syllables in birds that received phasic inhibition of dopamine release during singing, or in birds expressing GFP (Figs. 7d, 8b, c, and Supplementary Fig. 12c, d).

**Fig. 7:**
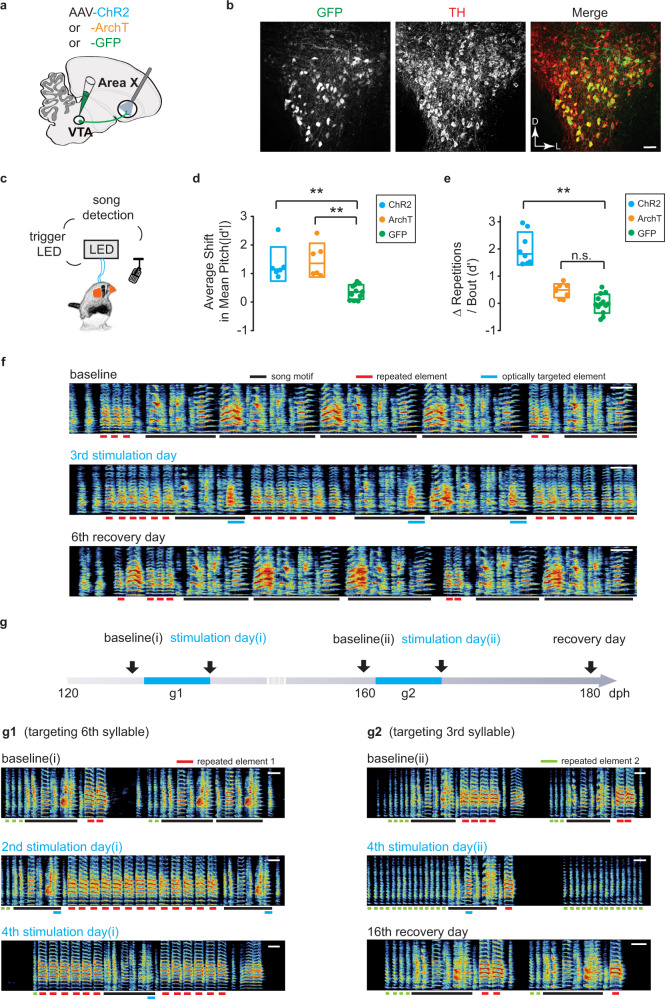
Song contingent excitation of dopamine terminals in Area X induces dysfluent repetition of song syllables. **a** Schematic of experimental design for optogenetic manipulation of dopamine release from VTA terminals in Area X. **b** Representative coronal section through VTA showing that most neurons infected with optogenetic constructs are TH-positive and located in the ventral and ventrolateral portions of VTA. Scale bar, 50 µm. **c** Schematic of closed-loop optogenetic experimental paradigm. **d** Average shift in mean pitch, expressed in units of |*d*′|, for ChR2+ birds (|*d*′| = 1.33 ± 0.6[mean ± SEM], *n* = 6 birds), ArchT+ birds (|*d*′| = 1.47 ± 0.59[mean ± SEM], *n* = 6 birds), and GFP+ birds (|*d*′| = 0.35 ± 0.077[mean ± SEM], *n* = 6 birds). Average shift in mean pitch for both ChR2+ and ArchT+ birds were higher than 0.75, and also significantly higher than control GFP+ birds (ChR2+, *p* = 0.0025; ArchT+, *p* = 0.0025; Kruskal–Wallis test). Box indicates the median ± SD. **e** Changes in the number of repetitions of vocal element per song bout between the baseline day and last illumination day, expressed in units of *d’*, for ChR2+ birds (*d*′ = 2.02 ± 0.5[mean ± SEM], *n* = 6 birds), ArchT+ birds (*d*′ = 0.46 ± 0.21[mean ± SEM], *n* = 6 birds), and GFP+ birds (*d*′ = −0.015 ± 0.2[mean ± SEM], *n* = 4 birds). Change in the number of repetitions of vocal elements in ChR2+ birds were significantly greater than change in GFP+ birds (*p* < 0.0001, Kruskal–Wallis test), but there was no significant difference between ArchT+ and GFP+ birds (*p* = 0.12, Kruskal–Wallis test). Box indicates the median ± SD. **f** Spectrograms of song recorded from a ChR2+ bird at baseline, 3rd stimulation day and 6th recovery day. Light pulses (~455 nm, 100 ms) were delivered over the target syllable during lower pitch variants but not during higher pitch variants. **g** Schematic of the experiment in a ChR2+ bird in which light pulses (~455 nm, 100 ms) were delivered over two different target syllables at different times over the course of 2 months. The bird starts repeating a song element either at the end of its motif (g1) or the beginning of its motif (g2) or both (g1 bottom), depending on which syllable in the song was optogenetically targeted. Scale bar, 200 ms.

**Fig. 8:**
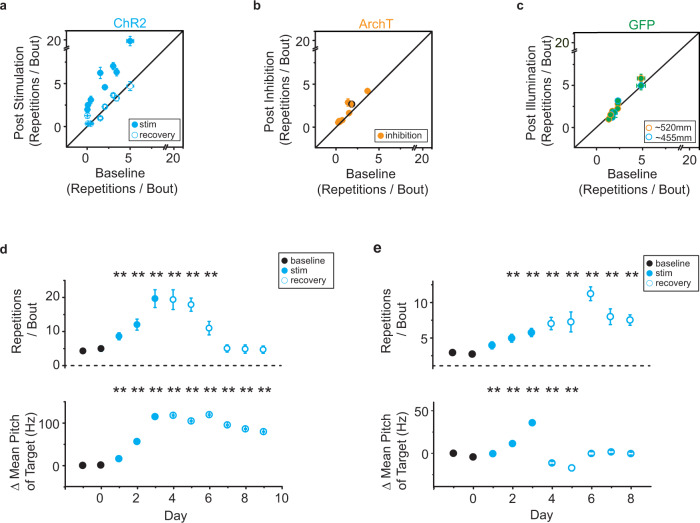
Optical stimulation causes vocal repetitions independent of changes in pitch. **a** Comparison of the number of repetitions of vocal element per song bout (mean ± SEM) for the baseline day versus last stimulation day in 6 ChR2+ birds (filled, *p* < 0.0001, Kruskal–Wallis test) or last recovery day (open, *p* > 0.35, Kruskal–Wallis test, *n* = 8 vocal elements). The number of repetitions of vocal elements on the last stimulation day was significantly higher than the number of repetitions on either the baseline day or the last recovery day (*p* = 0.0081, Friedman test), with no significant difference between the baseline day and the last recovery day (*p* > 0.99, Friedman test). **b** Comparison of the number of repetitions of vocal element per song bout (mean ± SEM) on the baseline day versus last inhibition day in 6 ArchT+ birds (5 filled circles, *p* > 0.08; 1 filled with black outline, *p* = 0.028, Kruskal–Wallis test, *n* = 8 syllables). **c** Same as **b**, but for GFP+ birds (blue outline, *p* > 0.8, Kruskal–Wallis test, *n* = 6 syllables from 3 birds; orange outline, *p* > 0.15, Kruskal–Wallis test, *n* = 7 syllables from 3 birds). Blue and orange outlines indicate birds illuminated by LED with wavelength of ~455 nm or 520 nm, respectively. **d** The number of syllable repetitions per song bout (top, mean ± 95% confidence interval[CI]) for the bird shown in Fig. 7f and changes of the mean pitch of the optically targeted syllable(bottom, mean ± 95% CI)(blue line in Fig. 7f) during baseline (black circles, days −1 and 0), stimulation (filled blue circles, days 1–3), and recovery (open blue circles, days 4–9). The number of repetitions of the affected syllable (red line in Fig. 7f) per song bout was significantly increased during days 1–6 relative to baseline (*p* < 0.01, Kruskal–Wallis test), whereas changes in the mean pitch of the target syllable during days 1–9 were significantly higher than changes at baseline (*p* < 0.01, Kruskal–Wallis test). **e** same as **d**, but for another bird. The number of repetitions of the affected syllable per song bout was significantly increased during days 2–8 relative to baseline (*p* < 0.01, Kruskal–Wallis test), whereas changes in the mean pitch of the target syllable during days 1–5 were significantly higher than changes at baseline (*p* < 0.01, Kruskal–Wallis test).

The increased repetition of song syllables generalized to all song performances, not just optically stimulated trials, and persisted for two or more days after optical stimulations were discontinued (Fig. 8a and d, e). This suggests that phasic increases in dopamine do not have a direct influence on ongoing vocal motor actions but may maladaptively influence the selection and sequencing of vocal motor actions. Consistent with this interpretation the bird only started to repeat the optically targeted syllable in one case (1 of 8 birds) (Supplementary Fig. 12b). In this case, the bird began to repeat a pair of syllables in the middle of its song motif, suggesting that vocal repetitions could emerge at any point in song and are not necessarily confined to the beginning or ending of the song motif. We also found that which syllable was optically stimulated appears to influence which other syllable(s) birds began to repeat (Fig. 7g). In a bird with a six-syllable motif, optogenetic excitation of the sixth syllable (Fig. 7g1) resulted in vocal repetitions at the end of the song motif, while optogenetic excitation of the third syllable (Fig. 7g2) resulted in vocal repetitions at the beginning of the song motif.

Notably, optogenetic stimulation of VTA terminals did not recapitulate the full range of vocal disruptions observed following FoxP2 knockdown. We did not observe dropping of syllables or creation of new syllables following optogenetic stimulation. Together, these results suggest a common role for phasic dopamine signaling and FoxP2 expression in regulating precise sequencing of vocalizations, as disruptions in these physiological circuits lead to maladaptive repetition of song syllables.

Since disruptions in vocal sequencing emerge while birds are also learning to change the pitch of the optically targeted song syllable, we examined whether there was a relationship between adaptive (pitch learning) and maladaptive (syllable repetitions) forms of vocal plasticity. We found that optical inhibition experiments drove changes in the pitch of song syllables comparable to those seen in optical excitation experiments, yet these manipulations did not result in maladaptive vocal repetitions (Fig. 7d, e). This suggests that reinforcement-based learning of changes in pitch can occur independent of maladaptive changes in syllable sequencing. In addition, we found that the recovery from optogenetic-induced changes in vocal repetitions occurred on timescales that differed from recovery in pitch learning (Fig. 8d, e). Recovery trajectories for these two types of learning varied from bird to bird, but their decoupling further suggests that reinforcement-based changes in how syllables are sung (pitch learning) occurs independent of maladaptive changes to circuits that may help regulate vocal sequences.

Together, these findings indicate that increased phasic excitation of dopaminergic VTA terminals in Area X causes problems with initiating and terminating song, marked by birds repeating syllables at the beginning and ending of song. That only phasic excitation is sufficient to drive these disruptions raises the possibility that the putative direct-like pathway through the striatum, and FoxP2 expressing neurons in this circuit, functions in fluently starting and stopping zebra finch song.

## Discussion

Precise sequencing of vocal motor actions is necessary for vocal communication. While recent studies have begun to clarify the role of FoxP2 and reinforcement signals in learning how to properly produce individual syllables^11,18,27,28,38,71–73^, the identities of cells and circuits that control the selection and sequencing of syllables have remained unclear. We show that the expression of FoxP2 is critical for the maintenance of adult vocalizations and that knockdown of its expression causes syllable repetitions and disruptions to song syntax. Restoring FoxP2 expression later in adulthood resulted in recovery from aberrant vocal repetitions in all cases while alterations in syntax were largely maintained. This adult plasticity is particularly striking given that birds of this age are thought to have limited song plasticity and to be less reliant on auditory feedback to maintain their songs^74^. We identify phasic dopamine as a selective mediator of maladaptive changes in song sequences and, therefore, show that dopamine not only functions in reinforcement-based learning of song syllables^38^ but also in the accurate sequencing of syllables in adulthood (Fig. 9).

**Fig. 9:**
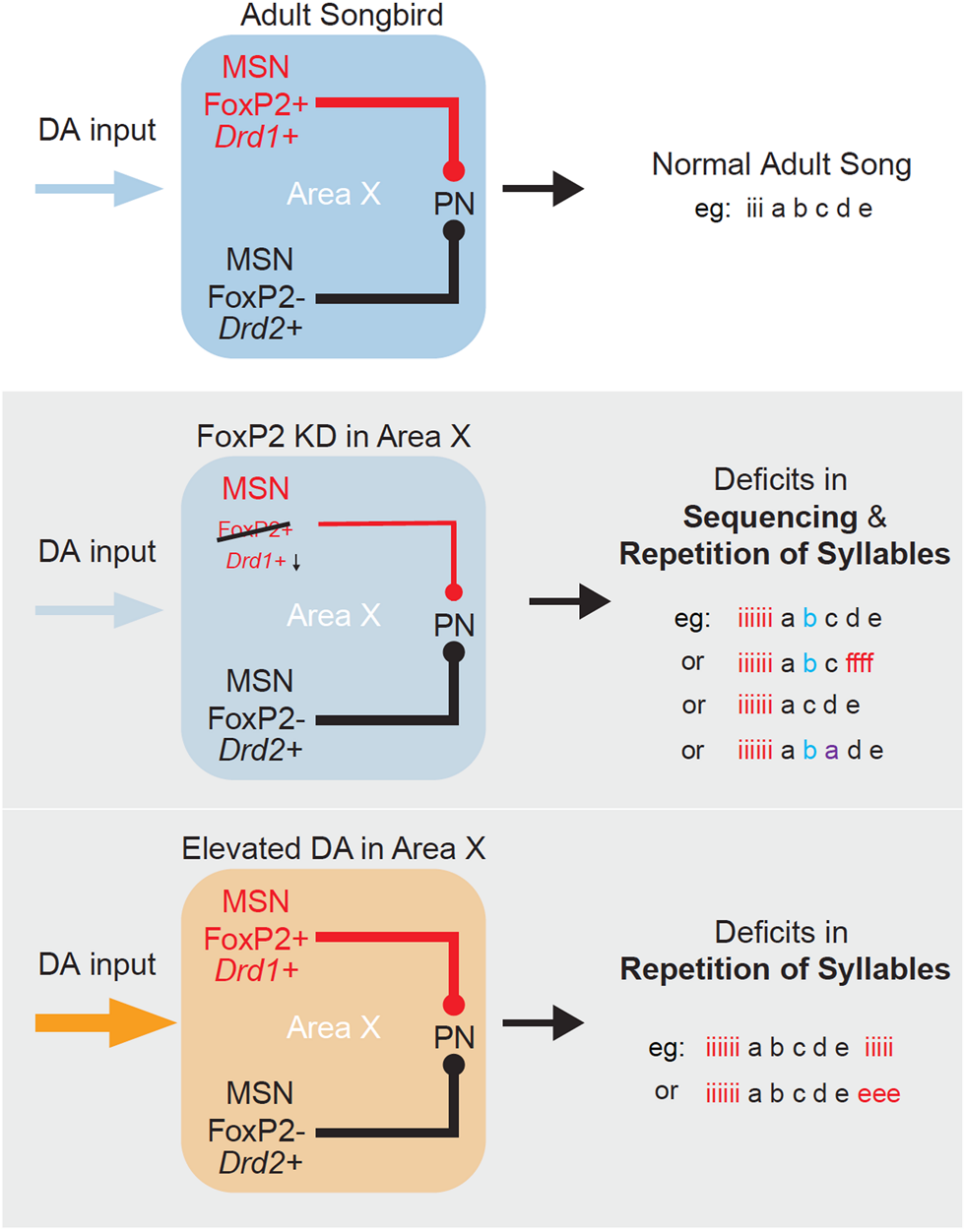
Hypothetical role of Area X in adult vocalization. Coordinated activity between direct- and indirect-like pathways, as well as appropriate dopaminergic (DA) input into Area X, is needed for the production of normal adult song. Reduced FoxP2 expression in Area X may cause an imbalance in activity between the direct- and indirect-like pathways and result in deficits in song sequencing and the repetition of syllables. Similarly, elevated DA input into Area X may introduce the repetition of syllables at the onset or offset of song.

Heterozygous mutations of *FOXP2* cause Childhood Apraxia of Speech, also referred to as Developmental Verbal Dyspraxia^31^. This speech impairment is thought to result in part from disruptions in developmental plasticity of basal ganglia circuits^75^. The role of FOXP2 in the maintenance of adult speech is not known. Altering the expression of FoxP2 in Area X impairs song imitation in juvenile birds^10^, but it had not been shown to be necessary for maintenance of the adult song. A previous study of FoxP2 knockdown in adult Area X focused on changes in context-dependent syllable variability^11^. Using the same hairpin sequence used in previous studies^10,11^ but expressing it in Area X using a novel AAV CS-shFoxP2 construct, rather than lentiviral based methods, we show that FoxP2 expression is necessary for maintenance of adult song sequences and syntax. Although we did not observe changes in syllable variability following FoxP2 knockdown, we did not measure social context-dependent singing in this study. We made this choice because female-directed singing has been shown to elevate dopamine in Area X as well as increase the number of introductory notes that birds sing^19,76–78^, variables that we wished to manipulate and quantify, respectively, in the undirected singing condition. We suspect that the broader neural infection in Area X afforded by AAV over lentivirus could account for the stronger effects on song performance and maintenance reported here^79^. Knocking down FoxP2 expression in Area X of adult zebra finches drove a significant increase in the repetition of song syllables, the elimination of certain syllables from the song, and the improvisation of new syllables. However, we did not observe spectral degradation of individual song syllables, as seen following deafening^74,80,81^. This indicates that the ability to control fine-scale features of song was largely undisturbed, while the selection and sequencing of syllables was impaired.

When we rescued FoxP2 knockdown in adult birds, we found that the aberrant repetition of song syllables was eliminated in all birds within ~3 months. This suggests that the progressive and maladaptive changes in behavior driven by disruptions of FoxP2 can in part be overcome with restoration of gene expression. Despite its name, Childhood Apraxia of Speech is a lifelong condition. Finding that birds can recover key aspects of song behavior well into adulthood, a timepoint when song is thought to be mostly rote^74^, suggests the possibility that genetic therapies for speech disorders may potentially have relevance even beyond early developmental windows when speech is first learned.

We demonstrate that FoxP2 knockdown and phasic activation of VTA terminals in Area X similarly disrupt the fluent initiation and termination of adult song by increasing the repetition of song syllables. To better understand the relationship between FoxP2 knockdown and dopamine signaling, we used snRNA sequencing to map the cell types in Area X and the gene-expression changes induced by FoxP2 knockdown. We identified populations of *Drd1*+/*FoxP2*+ MSNs and *Drd2*+/*FoxP2*− MSNs in Area X, consistent with the molecular profiles of striatal direct and indirect MSN populations seen across other vertebrates^59^. Nearly 20% of the MSNs in Area X co-express *Drd1* and *Drd2*. 

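The share of MSNs with both Drd1/5 and Drd2 varied with the number of UMIs asked for and the depth. It was 13.4% after thinning to 2000 UMIs per nucleus, and 1.90% when at least 2 UMIs of each receptor were required. Drd5 counts towards it, since a nucleus was Drd1/5+ with a UMI of either gene.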

While this proportion is less than what has been previously reported^55,82^, it is much higher than what has been reported in the mammalian striatum, where MSNs co-expressing *Drd1* and *Drd2* only represent about 1–4% of all MSNs^44,58,60^, although these previous studies did not examine *Drd5*. The broad groupings of MSNs identified here highlight commonalities in the gene markers between Area X and mammalian MSN populations^58,60,62^; however, this is not the case for all genes. While *Drd2* and *FoxP2* are differentially expressed across MSN neuronal clusters, *Drd1* is not. Furthermore, a substantial portion (33%) of the MSNs in our data set do not express any dopamine receptor, a much higher percentage than what has been reported in mammalian striatum^44,58,60^. This may reflect the inability to detect transcripts expressed at low levels in our data, or evolutionary differences in the composition of Area X and portions of the mammalian striatum that have been studied to date. 

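Between direct-like and indirect-like MSNs of the shScr library, DRD1 had a log2 ratio of 0.19 (95% interval 0.09 to 0.28), with 1.56 against 1.37 UMIs per 10000. In the library labelled shFoxP2 the ratio was 0.39. DRD5 had a ratio of -0.01 (-0.10 to 0.08) in the shScr library, with 1.67 UMIs per 10000 in both groups.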

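Nuclei without a UMI of Drd1, Drd5 or Drd2 made up 47.8% of cluster 1, 22.6% of cluster 2, 11.5% of cluster 3, 21.1% of cluster 4 and 41.5% of cluster 5 of the shScr library. The lowest share was in the deepest of these clusters. Over all MSNs it was 78.2% after thinning to 500 UMIs. It was 38.4% after thinning to 2000 UMIs, which leaves out the shallower MSNs.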

Consistent with a previous study^11^, we also found diminished expression of *Drd1*+ *and Drd5*+ in Area X following FoxP2 knockdown (Fig. 6).

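In the library labelled shFoxP2, in which FOXP2 was not lower, the level of DRD1 was also lower outside MSNs. Over all nuclei the log2 ratio was -0.53. It was -0.53 in interneurons as well (95% interval -0.79 to -0.28), -0.45 in astrocytes (-0.70 to -0.21) and -0.40 in GLUT+ cells (-0.76 to -0.05). In the shScr library, interneurons held 0.232 DRD1 UMIs per nucleus and GLUT+ cells 0.214. These lay close to the 0.233 in oligodendrocytes and the 0.204 in red blood cells. In interneurons and GLUT+ cells, a fall of expression thus cannot be told apart from a fall of background. The astrocyte value does not stand apart from MSNs. Astrocytes of the shScr library held 311 DRD1 UMIs in the combined clustering, whereas cluster 7 of that library alone held 75, and the profile of its cluster 6 lay close to a sum with MSN clusters. The intervals of oligodendrocytes (-0.39) and pallidal-like cells (-0.38) included 0. In red blood cells, whose DRD1 UMIs are taken as background, it was -0.20 (-0.71 to 0.31). For DRD5 the ratio was -0.50 in GLUT+ cells (-0.80 to -0.21), -0.20 in interneurons (-0.42 to 0.02) and -0.12 in astrocytes (-0.34 to 0.09).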

The excess dopamine hypothesis for stuttering proposes that hyperdopaminergic tone in the basal ganglia causes speech dysfluencies, including maladaptive vocal repetitions and difficulty initiating speech^65–67^. Interestingly, heterozygous *Foxp2* mutant mice have elevated striatal dopamine^37^ and deficits in syllable sequencing, which are suggested to be similar to sequencing deficits in humans with *FOXP2* mutations/Childhood Apraxia of Speech^32,33^. Our finding that phasic activation of dopamine release in Area X and knockdown of FoxP2 cause similar maladaptive repetition of song syllables helps link these findings and indicates that common disruptions in circuit function may underlie seemingly disparate disorders, like stuttering and Childhood Apraxia of Speech. That we only observed disruptions in singing following song-contingent phasic activation of VTA terminals, and not during chronic infusion of dopamine or dopamine receptor agonists, further suggests a strong behavior or vocal sequence specific contingency in how elevated dopamine influences vocal fluency. It is common in stuttering to have particular words or sounds that different individuals find especially difficult to produce. Understanding if or how dopamine is dynamically regulated during production of these and other less problematic words or sounds may be particularly revealing to the underlying circuit disruptions associated the stuttering.

When considered within the context of the broader literature, it appears that Area X plays a dual role in song. It is involved in learning how individual song syllables should be sung and in controlling larger scale selection and sequencing of these syllables^13–15,34–36^. Positive and negative dopaminergic reinforcement signals guide how individual song syllables are sung on future performances^28,38^, while disruptions to the contributions of the putative direct-like and indirect-like pathways may regulate syllable selection and sequencing (current results). Knockdown of FoxP2 leads to a decrease in *Drd1*/*Drd2* ratios, which may drive an imbalance in direct-like and indirect-like pathways. However, it remains to be determined whether identified behavioral abnormalities are direct consequences of imbalances in inhibitory/excitatory circuits or direct/indirect-like pathways^83^. Continued phasic excitation of dopaminergic inputs, which may preferentially influence activity in the direct pathway^84^, consistently resulted in birds having prominent sequence disruptions/repetitions at the beginning and end of their songs. Similarly, expression of the mutant gene fragment that causes Huntington’s disease in Area X also causes disruptions in song syllable selection and repetition^36^. These disruptions, however, tend to be more restricted to changes in the middle of the motif and do not accumulate at the initiation and termination of song. Indirect pathway neurons are particularly vulnerable at early stages of Huntington’s disease^64,85–87^, which together with our findings, raises speculation that disruptions in the putative direct-like pathway could more readily cause vocal repetitions at initiation and termination of vocal motor sequences, whereas disruptions in the putative indirect-like pathway could tend to disrupt sequences in the middle of song. Hierarchical representations of song sequences may therefore rely critically on coordinated activity between different pathways traversing Area X and the precise timing signals that facilitate transitions between individual syllables. The molecular cataloging of Area X cell types, and the tools for reversible genetic manipulations described here, provide the means to start testing these and related hypotheses about the selection and sequencing of vocal motor actions.

Many speech disorders arise from problems in translating speech plans into accurate motor actions^2,88–90^ and have been linked to hyperdopaminergic signaling in the striatum^65–67,91^. Together, our findings in Area X indicate that vocal dysfluencies in songbirds may be associated with hyperdopaminergic signaling in the striatum, as seen in human vocal dysfluencies.

## Methods

### Animals

All experiments were performed on adult male zebra finches (*Taeniopygia guttata*) raised in a breeding facility at UT Southwestern and housed with their parents until at least 50 days of age. During experiments, birds were housed individually in sound-attenuating recording chambers (Med associates) on a 12/12 h day/night cycle and were given ad libitum access to food and water. All procedures were performed in accordance with established protocols approved by the UT Southwestern Medical Center Animal Care and Use Committee.

### Plasmid construction and viral vectors

The backbone of CS constructs was based on pAAV-EF1α-DO-mCherry (Addgene, #37119)^39^, and the fluorescent protein cDNA for tagBFP was cloned from pdCas9::BFP-humanized (Addgene, #44247). Two hairpins (shFoxP2a, target sequence AACAGGAAGCCCAACGTTAG T^10^, and shFoxP2i, target sequence ACTCATCATTCCATAGTGAAT) were inserted downstream of the U6 promoter at the base of the Mir-30 stem-loop. The scrambled hairpin (shScr, sequence CCACTGTACTATCTATAACAT) was designed as a control. Hairpins were then assembled into the pTripZ vector (Thermo Scientific, MA, USA) by directional ligation into the XhoI–EcoRI cloning sites. We then replaced the EF1α promoter with a CAG promoter and assembled hairpins together with pTripZ context sequence (between the BspD1 and MluI cloning sites) in the forward orientation, with the tagBFP transgene in the reversed orientation downstream of the mCherry transgene. To validate knockdown efficiency, a zebra finch FoxP2 cDNA clone provided by Erich Jarvis (Rockefeller University) was subcloned into pLenti6.4 using a gateway reaction, adding a V5 tag, to achieve overexpression of FoxP2 in vitro. HEK293T stable cell lines expressing vehicle or Cre-GFP were generated to validate CS constructs in vitro. All N Terminal sites included a Kozak sequence (GCCACC) directly preceding the start codon. Sequence confirmation was done by the McDermott Center Sequencing Core at UT Southwestern Medical Center. The recombinant AAV vectors were amplified by recombination deficient bacteria, One Shot Stbl3 (C737303, Invitrogen, CA, USA), serotyped with AAV1 coat proteins and produced by the University of North Carolina vector core facility (Chapel Hill, NC, USA) with titer exceeding 10^12^ vg/ml, the Duke viral vector core facility (Durham, NC, USA), IDDRC Neuroconnectivity Core in Baylor College of Medicine (Huston, TX, USA), or in the Roberts lab with titer exceeding 10^11^ vg/ml. All viral vectors were aliquoted and stored at –80 °C until use.

### Stereotaxic surgery

All surgical procedures were performed under aseptic conditions. Birds were anesthetized using isoflurane inhalation (1.5–2%) and placed in a stereotaxic apparatus. Viral injections and cannula or microdialysis probe implantation were performed according to previously described procedures^38^. The approximate stereotaxic coordinates relative to interaural zero and the brain surface were (rostral, lateral, depth, in mm): Ov (2.8, 1.0, 4.75), the center of Ov was located and mapped based on its robust white noise responses; VTA relative to the center of Ov (+0.3, −0.2, +1.8); Area X (5.1, 1.6, 3.3) with 43-degree head angle or (5.7, 1.6, 3) with 20-degree head angle, the boundary of Area X was verified using extracellular electrophysiological recordings. 0.7–2 μl AAVs were injected according to the titer of constructs and allowed 3–8 weeks for expression before birds were involved in behavioral tests, immunohistochemistry, and/or sequencing experiments.

### Behavioral assays

#### Song recording

Acoustic signals were recorded continuously by a microphone (Shure BETA 98A/C) immediately adjacent to the bird’s cage using Sound Analysis Pro2011^92^ and bandpass filtered between 0.3 and 10 kHz. All songs presented in this paper and used for analysis were recorded when the male was alone in a sound-attenuating chamber.

#### Optogenetic manipulation of VTA axon terminals in behaving birds

All procedures were performed as reported previously^38^. Briefly, male birds were randomly assigned bilateral injection of either AAV-ChR2, -ArchT or GFP constructs in VTA at ~70 dph. Birds were implanted with fiber optics when they were >100 dph. Birds were given at least 1 week to recover from cannula implantation and to habituate to singing with attached optical fibers. Custom LabView software (National Instruments) was used for online detection of preselected target syllables and implementation of closed-loop optogenetic manipulation^93^. 100-ms light pulses were delivered over a subset of variants of the target syllables in real time (system delay less than 25 ms) for 3–12 consecutive days, as described previously^38^. Investigators were not blinded to allocation of optogenetic experiments. 3–5 mW of ~455 nm and 1.5–4 mW of ~520 nm LED output was delivered from the tip of the probe (200 or 250 μm, NA = 0.66, Prizmatix, Israel) to ChR2+ and ArchT+ birds, respectively, while either ~455 nm or ~520 nm light pulses were delivered to GFP+ birds (*n* = 4). All ChR2+ (*n* = 6) and ArchT+ (*n* = 6) birds exhibited significant changes in the pitch of target syllables (|*d*′| > 0.75) and were included in subsequent behavioral analyses.

#### Pharmacological Manipulation of DA Circuit in Behaving Birds

We used two microdialysis systems to chronically infuse dopamine hydrochloride (DA), SKF 38393 hydrobromide (SKF), or (−)-Quinpirole hydrochloride (Qui) (#3548, #0922, and #106, Tocris, MN, USA) into Area X to simulate tonically elevated DA levels. Two male adult birds were implanted bilaterally with probes constructed in house from plastic tubing (427405, BD Intramedic, PA, USA; 27223 and 30006, MicroLumen, FL, USA) which served as a drug reservoir, fitted at the end with a 0.7 mm-long semipermeable membrane (132294, Spectra/Por, MA, USA) allowing drug to slowly diffuse into the brain throughout the day^94,95^. Freshly prepared DA, SKF or Qui (400 mM) were used to fill and refilled microdialysis probes every morning for 4 consecutive days following 3 days of dialysis with PBS. Two other birds were implanted with guide cannulas (8010684, CMA, MA, USA) bilaterally over Area X, and microdialysis probes (1 mm membrane length, 6 kDa cutoff, P000082, CMA, MA, USA) were not inserted until birds recovered from surgery and were singing for 2–3 days as described previously^96,97^. Fresh prepared DA, SKF or Qui (100–400 mM), or PBS (for baseline) were continuously delivered to Area X for 3–8 consecutive days at a rate of 0.2 μl/min via a fluid commutator connected to a syringe pump outside the bird’s isolation chamber. In all cases birds could freely move and sing during infusion.

### Behavioral analysis

#### Song structure

Zebra finch song can be classified into three levels of organization: syllables, which are individual song elements separated by short silent gaps >5 ms in duration; motifs, which are stereotyped sequences of syllables (demarcated by black lines under spectrograms); and song bouts, which are defined as periods of singing comprised of introductory elements followed by one or more repeats of the song motif with inter-motif intervals <500 ms^77,98^.

#### Quantification of vocal repetition

The vocal element being repeated consisted of either a single syllable (e.g., introductory element repeated in Fig. 2d or ending song syllable repeated in Fig. 2e) or multiple syllables (e.g., song syllables repeated in Supplementary Fig. 12b). The number of repetitions of individual vocal element per song bout (n) is defined as the total number of consecutively repeated vocal elements, not including the first rendition each time the element is sequentially produced within the song bout. $${d}^{{\prime} }$$scores were computed to express the changes in the mean number of repetitions of individual vocal element per song bout (*n*) relative to the last baseline day^38^:

$${d}_{i}^{{\prime} }=\frac{\sqrt{2}({n}_{i}-{n}_{b})}{\sqrt{{\sigma }_{i}^{2}+{\sigma }_{b}^{2}}}$$

$${n}_{i}$$ is the mean number of repetitions of individual vocal element per song bout on day *i* and $${\sigma }_{i}^{2}$$ is the variance on day *i*. Subscript *b* refers to last baseline day. In the case of equal variances ($${\sigma }_{i}^{2}={\sigma }_{b}^{2}$$), $${d}_{i}^{{\prime} }$$ reports the changes in average repeats per bout between training day *i* and the baseline day in the convenient unit of SDs.

Zebra finch song is mostly linear, with occasional rare repetitions within a motif. However, individual birds can stereotypically repeat introductory elements and ending elements of a motif 1–3 times. We focused analysis on vocal elements or song syllables that were observed to repeat two or more times on at least one occasion during optical manipulations or following knockdown of FoxP2 in Area X. Once identified, we retrospectively tracked these syllables back to baseline periods or forward in time to recovery periods in order to examine whether repetitions changed during our manipulations.

#### Quantification of changes in syntax

Syntax alterations are defined as new syllable transition(s) (i.e., transitions not present prior to FoxP2 knockdown) occurring in a song motif. Syllables omissions are dropped syllables that were present in the song motif prior to FoxP2 knockdown. Syllable additions are as insertion of de novo created syllable(s) (i.e., syllables not present prior to FoxP2 knockdown) into the song motif. Omission and addition of syllables at the beginning or end of a song motif are not classified as syntax alterations. Quantification of percent syllable alteration, omission, and addition was calculated from 30 song bouts at each timepoint presented in the figures. Changes in song sequences refers to any change in a song bout which alters either the syntax, syllable transition probability or frequency of vocal repetitions. For example, in the song in Fig. 2e syllables ‘ab’ and ‘ghj’ are consistently dropped after FoxP2 knockdown. Syllables ‘ab’ and ‘ghj’ were noted to also be dropped in a subset of motifs at baseline. The consistent dropping of these syllables is considered a change in song sequence. These and other changes in the song are captured by changes in the syllable transition matrix (Fig. 2e) and syllable repetitions but are not considered syntax alterations.

#### Syllable transition matrix

Song files (29 ± 1 (mean ± SEM)) reflecting a total of 140–458 s (299.7 ± 26.9 (mean ± SEM)) of song per bird per timepoint (baseline, indicated months following CS-shFoxP2 or Cre-GFP injection), were used for the analysis of syllable transition probabilities. Syllables in those song files were labeled by hand by an expert based on their song spectrograms using a custom MATLAB program. Syllable labels, onset times, and offset times were then exported to R for further analysis. Silent gaps of over 100 ms between the offset of one syllable and the onset of the following syllable were considered song boundaries and are denoted by the character “/”. Syllables which are preceded by and followed by a 100 ms silence are removed as they likely reflect calls rather than song syllables. Each pairwise transition between syllables or to a song boundary is tallied to determine the probability of each of the possible syllables occurring following a given current syllable. Syllables are described as “variants” of each other if they appear spectrally similar, but slight modifications to a common motif syllable are observed in different syntactic contexts. Syllable variants (for example f′ and f in Supplementary Fig. 2) were treated as separate syllable types in this analysis and were determined by consensus of two experts when labeling syllables based on their spectrograms. Syllables which were present in fewer than 20% of all song bouts at any timepoint were omitted from the difference matrices in Figs. 2d, 2e, 3e, Supplementary Figs. 2b, 2c,2e for clarity.

#### Song similarity and variability

SAP2011 was used to quantify the song similarity and variability between different conditions in reversible FoxP2 knockdown experiments^92^. To measure song similarity across conditions, motifs from 30 song bouts on a given day (introductory element excluded, recorded ~4–6 h after lights on) were compared to a single representative motif from baseline day to generate similarity scores (symmetric comparisons). We used the average %similarity measure and %sequential similarity measures respectively for our %acoustic similarity to baseline and %sequential similarity to baseline analysis. For song similarity-to-self measurements, the same set of motifs used above was compared to a single representative motif from the same condition to generate self-similarity scores (symmetric comparisons). We used the CV of self-similarity scores from these comparisons as a measure of how the variability of self-similarity changed in the same bird across different conditions. To measure the change in vocal variability between baseline and post-knockdown timepoints, all syllables with constant frequency components (i.e., harmonic stacks) from 30 motifs for each condition had their pitch (YIN method) and Weiner entropy measured. We used the CV of pitch and Weiner entropy to quantify the change in variability of acoustic features following FoxP2 knockdown. Because the syntax was altered in a subset of birds following reversal knockdown of FoxP2 relative to baseline, comparisons between two different conditions were restricted to the preserved vocal elements. For birds who developed more than one representative motif following reversal of FoxP2 knockdown, we pooled all representative motifs and used a single one for individual comparisons.

### Immunohistochemistry and immunoblotting

Birds were anesthetized with Euthasol (Virbac, TX, USA) and transcardially perfused with ice-cold phosphate-buffered saline (PBS), followed by 4% paraformaldehyde (PFA) in PBS. The brains were post-fixed in 4% PFA for 2 h at 4 °C, then transferred to PBS containing 0.05% sodium azide. The brains were sectioned at 50 µm, using a Leica VT1000S vibratome. Immunohistochemistry (IHC) was performed as described previously^38^. Sections were first washed in PBS, then blocked in 10% normal donkey serum (NDS) in PBST (0.3% Triton X-100 in PBS) for 1 h at room temperature (RT). Sections were incubated with primary antibodies in blocking solution (PBST with 2% NDS and 0.05% sodium azide) for 24–48 h at 4 °C, then washed in PBS before a secondary antibody incubation (1:500, anti-chicken Alexa Fluor 488,703-545-155; anti-rabbit DyLight 405,711-475-152; anti-goat Alexa Fluor 647,705-605-003; anti-mouse Alexa Fluor 594,711-585-150 or anti-rabbit Alexa Fluor 594,711-585-152, Jackson Immuno Research, ME, USA) for 4–6 h at RT. Images were acquired with an LSM 710 laser-scanning confocal microscope (Carl Zeiss, Germany), processed in Zen Black 2012 and analyzed in ImageJ(1.52p). To minimize bias during quantification, matched regions across animals were selected for IHC according to GFP expression levels. To mitigate any crosstalk between distinct fluorescent channels, spectral unmixing was used and a region of interest (ROI) around each mCherry+ or tagBFP+ cell was manual drawn and overlaid on the channel (Alexa Fluor 647) designed for FoxP2. The expression level of FoxP2 in each ROI was estimated by measuring the mean intensity value from the nucleus of each ROI and subtracting the background intensity. The expression levels of FoxP2 in control cells were estimated from 20 randomly selected non-infected cells (FoxP2+mCherry−tagBFP−) from the same slice where the expression in mCherry+ and tagBFP+ cells was measured.

Immunoblotting (IB) was carried out as described previously^99^. Cell lysates from each sample were separated by SDS-PAGE and transferred to an Immuno-Blot PVDF Membrane (162-0177, Bio-Rad Lab., CA, USA), then blocked with 1% skim milk in TBST (tris-buffered saline with 0.1% Tween-20) for 1 h at RT. The membrane was incubated with primary antibodies overnight at 4 °C, washed with TBST, and reacted with the appropriate horseradish peroxidase (HRP)-conjugated species-specific secondary antibodies (1:10,000, anti-rabbit NA934 and anti-mouse NA931, Sigma-Aldrich, MO, USA; 1:10,000, anti-goat AP180P, Millipore, MA, USA) for 1 h at RT. The signals were detected by Clarity western ECL substrate (170-5060, Bio-Rad Lab., CA, USA).

The primary antibodies used were: Goat anti-FOXP2 (1:500, ab1307, Abcam, MA, USA), Goat anti-FOXP2 (1:500, sc-21069, Santa Cruz Bio., TX, USA), mouse anti-V5 tag (1:2000, R960-25, Invitrogen, CA, USA), rabbit anti-RFP (1:1000, mCherry, 600-401-379, Rockland, PA, USA), mouse anti-RFP (1:1000, mCherry, 200-301-379, Rockland, PA, USA), rabbit anti-GFP (1:2000, A11122, Invitrogen, CA, USA), chicken anti-GFP (1:1000, AB16901, Millipore, MA, USA), rabbit anti-tRFP (1:200, tagBFP, AB233, Evrogen, Moscow, Russia), mouse anti-GAPDH (1:20,000, MAB374, Millipore, MA, USA) and rabbit anti-beta Tubulin(1:20000, ab6046, Abcam MA, USA). The specificity of primary antibodies against FoxP2, mCherry or GFP were confirmed by two independent primary antibodies for both IHC and IB.

### Statistics

The Shapiro–Wilk test was performed for all behavioral data to test for normality of underlying distributions. Unless otherwise noted, non-parametric two-tailed statistical tests were performed; Wilcoxon signed-rank tests and Mann–Whitney tests were used where appropriate. Kruskal–Wallis tests were performed when comparisons were made across more than two conditions (e.g., baseline vs stimulation day vs recovery day) from individual animals, whereas Friedman tests were performed when data was pooled across animals and comparisons were made across more than two conditions. Statistical significance is represented as *p < 0.05, **p < 0.02. Statistical analysis was performed using Prism 6.0 (GraphPad Software, USA). Statistical details for all experiments are included in their corresponding figure legends.

### Tissue processing for snRNA-seq

Adult zebra finches (120–140 dph) were injected with CS-shFoxP2 (*n* = 2) or CS-shScr (*n* = 2) constructs and sacrificed at 180–200 dph. Birds were put down prior to lights-on to ensure that recent singing behavior did not affect our results. Each bird was rapidly decapitated, and its brain was placed in ice-cold ACSF (126 mM NaCl, 3 mM KCl, 1.25 mM NaH_2_PO_4_, 26 mM NaHCO_3_, 10 mM D-(+)-glucose, 2 mM MgSO_4_, 2 mM CaCl_2_) bubbled with carbogen gas (95% O_2_, 5% CO_2_). The cerebellum was removed with a razor blade and the cerebrum was glued to a specimen tube for sectioning with a VF-200 Compresstome (Precisionary Instruments). Coronal 500 µm sections were made in ice-cold ACSF and allowed to recover in room temperature ACSF for 5 min. Area X punches were placed into a tube containing ACSF on ice until all punches were collected and pooled from 2 birds per condition. Tissue punches were dounce-homogenized in 500 µl ice-cold Lysis Buffer (10 mM Tris pH 7.4, 10 mM NaCl, 3 mM MgCl_2_, 0.1% IGEPAL CA-630) and transferred to a clean 2 ml tube. Then, 900 µl of 1.8 M Sucrose Cushion Solution (NUC201-1KT, Sigma, MO, USA) was added and pipette-mixed with nuclei 10 times. 500 µl of 1.8 M Sucrose Cushion Solution was added to a second clean 2 ml tube, and the nuclei sample was layered on top of the cushion without mixing. The sample was centrifuged at 13,000 × *g* for 45 min at 4 °C and all but ~100 µl of supernatant was discarded to preserve the pellet. The pellet was washed in 300 µl Nuclei Suspension Buffer (NSB) (1% UltraPure BSA (AM2618, Thermo Fisher Scientific, MA, USA) and 0.2% RNase inhibitors in PBS) and centrifuged at 550 × *g* for 5 min at 4 °C. All but ~50 µl of supernatant was discarded and the pellet was resuspended in the remaining liquid and filtered through a FLOWMI 40 µm tip strainer (H13680-0040, Bel-Art, NJ, USA). Samples were diluted to 1000 nuclei/µl with NSB to yield 10,000 nuclei for snRNA-seq. Libraries were prepared using the Chromium Single Cell 3’ Library & Gel Bead Kit v3 according to the manufacturer’s instructions and sequenced using an Illumina NovaSeq 6000 at the North Texas Genome Center at UT Arlington.

### Pre-processing of snRNA-seq Data

Raw sequencing data were obtained as binary base cells (BCL files) from the sequencing core. 10X Genomics CellRanger v.3.0.2 was used to demultiplex the BCL files using the *mkfastq* command. Extracted FASTQ files were quality checked using FASTQC v0.11.5. Paired-end FASTQ files (26 bp long R1—cell barcode and UMI sequence; 124 bp long R2—transcript sequence) were then aligned to a reference zebra finch genome (bTaeGut1_v1.p)^100^ from the UCSC Genome Browser, and reads were counted as the number of unique molecular identifiers (UMIs) per gene per cell using the 10X Genomics CellRanger v.3.0.2 *count* command. Since the libraries generated are single-nuclei libraries, reported UMIs per gene per cell account for reads aligned to both exons and introns. This was achieved by creating a reference genome and annotation index for pre-mRNAs.

### snRNA-seq clustering analysis

The resulting count matrices from the data pre-processing steps were analyzed with the Seurat analysis pipeline in R (v.3.0, https://satijalab.org/seurat/v3.0/pbmc3k_tutorial.html). Cells with more than 10,000 UMI and more than 5% mitochondrial genes were filtered out to exclude potential doublets and dead or degraded cells (Fig. S8c–f). As described in the Seurat pipeline, the data were log-normalized, and scaled by a factor of 10,000, and regressed to the covariates of the number of UMI and percent mitochondrial genes. Top variable genes were identified, and principal components (PCs) were calculated from the data. PCs to include were identified by “ElbowPlot” in Seurat, where PCs are ranked according to the percentage of variance each one explains; PCs were excluded after the last noticeable drop in explanatory power. With the selected PCs, the Louvain algorithm was then used to identify clusters within the data. Clusters were visualized with uniform manifold approximation and projection (UMAP) in two dimensions. For hierarchical clustering, differentially expressed genes across the dataset were identified with the Wilcoxon Rank Sum test (Seurat FindAllClusters, min.pct = 0.1, logfc.threshold = 0.25, max.cells.per.ident = 200), the normalized data was averaged within each cluster, and the 50 genes with the top fold-change for each cluster were then used for hierarchical clustering (function *pvclust* from the R package *pvclust v2.2-0*, correlation distance, average agglomeration, 100 bootstrap replicates).

### snRNA-seq data integration and differential gene expression

In order to compare gene expression between CS-shScr+ and CS-shFoxP2+ birds, the datasets must first be combined. Each dataset was processed independently as described in Clustering Analysis up until the point of normalization. Once normalized, the datasets were integrated as described in the Seurat integrate pipeline. The integrated dataset was then regressed to the covariates of the number of UMI and percent mitochondrial genes. The subsequent analysis proceeded as described in Clustering Analysis. The integrated data were used to generate the integrated clusters and UMAP plot, as recommended by the Seurat pipeline (https://satijalab.org/seurat/v3.0/immune_alignment.html). Comparisons of gene expression across clusters and across datasets were pulled from each individual RNA assay, as recommended by the Seurat pipeline. Differentially expressed genes were identified using the Wilcoxon ranked sum test with the Bonferroni correction as implemented in the Seurat pipeline. For gene ontology analysis, the top differentially expressed genes in *FoxP2*+ cells between CS-shScr+ and CS-shFoxP2+ birds were loaded into ToppGene (https://toppgene.cchmc.org) with default settings (false discovery rate correction applied; *p*-value cutoff 0.05; gene limits 1 ≤ *n* ≤ 2000; random sampling size 5000; minimum feature count 2) and then gene family categories were filtered for similarity with REVIGO (http://revigo.irb.hr) on the “small (0.5)” similarity setting. For an analysis of differentially expressed genes related to autism in *FoxP2*+ cells of CS-shFoxP2+ birds, all genes were aligned with all scored genes in the Simons Foundation Autism Research Initiative (https://www.sfari.org), where Category 1 is “high confidence.”

### Cluster function assignment

Clusters were assigned functional identities based on the expression of gene markers established in the literature (see Table 1). Identity names were as specific as possible given the confidence and clarity of the gene expression pattern in relation to expression in other clusters. When gene markers have been established in Area X of zebra finches specifically in addition to mammals, this is noted in the table with a “ZF”. For downstream analyses, specific UMAP coordinates were used to further specify MSNs (UMAP_1 > −5 & UMAP_2 > −6) and PNs (UMAP_1 > 0 & UMAP_2 > −7.5).

**Table 1:** Gene markers for cluster identities.

Gene symbol	Gene name	Identity	Reference
*Gad2*	Glutamate decarboxylase 2	GABAergic	^44^
*Slc17a6*	Solute carrier family 17 member 6	Glutamatergic	^44^
*Lhx6*	LIM homeobox 6	MGE-derived	^101^
*Pvalb*	Parvalbumin	Interneuron (ZF)	^43^
*Sst*	Somatostatin	Interneuron (ZF)	^43^
*Npy*	Neuropeptide Y	Interneuron (ZF)	^43^
*Nos1*	Nitric oxide synthase 1	Interneuron (ZF)	^43^
*Chat*	Choline O-acetyltransferase	Interneuron (ZF)	^43,50^
*Penk*	Proenkephalin	PN (ZF)	^50^
*Tshz1*	Teashirt zinc finger homeobox 1	PN (ZF)	Present study
*Lrig1*	Leucine rich repeats and immunoglobulin like domains 1	Astrocyte	^102^
*Meis2*	Meis homeobox 2	LGE-derived	^101^
*Ppp1r1b*	Protein phosphatase 1 regulatory subunit 1B (also known as DARPP-32)	MSN (ZF)	^43,44^
*FoxP1*	Forkhead box P1	MSN (ZF)	^45^
*FoxP2*	Forkhead box P2	MSN (ZF)	^17,45^
*Tac1*	Tachykinin precursor 1	MSN (ZF)	^43,50^
*Csf1r*	Colony stimulating factor 1 receptor	Microglia	^102^
*Flt1*	Vascular endothelial growth factor receptor 1	Endothelial	^102^
*Mbp*	Myelin basic protein	Oligodendrocyte	^102^
*Pdgfra*	Platelet-derived growth factor receptor A	Oligodendrocyte Precursor	^102^

Functional cluster identities were assigned based on established gene markers from previous studies. When the study was specific for zebra finches, this is noted with “(ZF)”.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

## Data Availability

The NCBI Gene Expression Omnibus (GEO) accession number for the raw snRNA-sequencing data in this manuscript (Figs. 4–6) is GSE136086. Processed data for snRNA-sequencing analyses are available at https://cloud.biohpc.swmed.edu/index.php/s/nLicEtkmjGGmRF8. Source data for Figs. 1–3 and 7–8 are provided with the paper, all other data associated with this paper are available from the corresponding author upon reasonable request.

# Supplementary material for: Expression of FoxP2 in the basal ganglia regulates vocal motor sequences in the adult songbird
**Source:** Nat Commun. 2021 May 11;12:2617. doi: 10.1038/s41467-021-22918-2
**Supplement:** Supplementary file 1 — Supplementary Information

# Expression of FoxP2 in the Basal Ganglia Regulates Vocal Motor Sequences in the Adult Songbird

Lei Xiao<sup>1</sup>, Devin P. Merullo<sup>1</sup>, Therese M. I. Koch<sup>1</sup>, Mou Cao<sup>2</sup>, Marissa Co<sup>1</sup>, Ashwinikumar Kulkarni<sup>1</sup>, Genevieve Konopka<sup>1</sup>, and Todd F. Roberts<sup>1#</sup>

## **SUPPLEMENTAL INFORMATION:**

**Supplementary Figures 1 to 12**

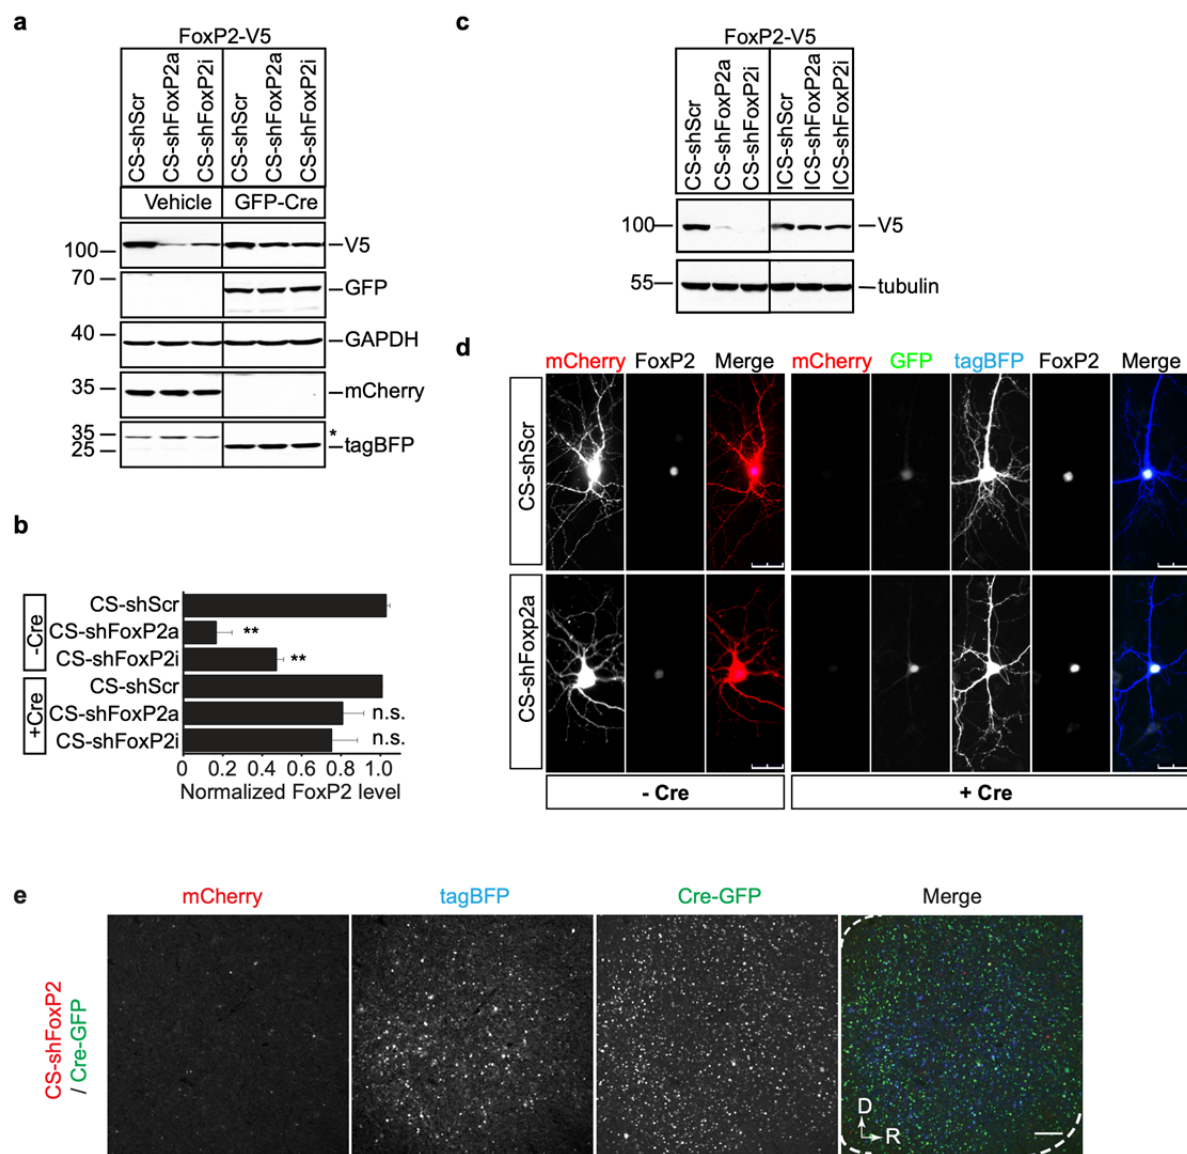

16 **Supplementary Figure 1. Validation of CS constructs *in vitro* and *in vivo*.**

17 (a) Validation of CS constructs *in vitro* with western blotting. Two independent small hairpin RNAs against the zebra finch FoxP2 gene  
18 (CS-shFoxP2a & i) and scrambled hairpin (CS-shScr), together with V5-tagged zebra finch FoxP2, were co-transfected into HEK293T  
19 stable cell lines expressing either vehicle or GFP-Cre as indicated. At 72 h after transfection, lysates of cells were subjected to  
20 immunoblotting with V5 (to detect FoxP2), GFP (to detect Cre-GFP), GAPDH, RFP (to detect mCherry) and tagBFP antibody.  
21 (b) The expression levels of FoxP2 were quantified from three independent experiments as shown in (a). CS-shFoxP2a and CS-  
22 shFoxP2i constructs resulted in equivalent downregulation of FoxP2 protein levels ( $p<0.0001$  and  $p=0.0004$ , ANOVA), which were  
23 rescued in the presence of Cre recombinase ( $p=0.08$  and  $p=0.93$ , ANOVA).  
24 (c) Validation of ICS constructs *in vitro* with western blotting. ICS constructs were generated and purified from an *in vitro* cre  
25 recombination assay. Both CS and ICS constructs, together with V5-tagged zebra finch FoxP2, were co-transfected into HEK293T  
26 cell lines as indicated. At 72 h after transfection, lysates of cells were subjected to immunoblotting with V5 (to detect FoxP2) and tubulin  
27 antibody. In contrast to both CS-shFoxP2 constructs which were sufficient to downregulate FoxP2 protein level, neither ICS-shFoxP2  
28 construct resulted in any change in FoxP2 expression levels.  
29 (d) Validation of CS constructs in primary culture. CS-shScr or CS-shFoxP2, together with V5-tagged zebra finch FoxP2, were co-  
30 transfected into mouse cortical primary culture with or without Cre-GFP (+Cre & -Cre respectively). For both the CS-shScr and CS-  
31 shFoxP2 constructs, the expression of mCherry was maintained in the absence of Cre, whereas the expression of mCherry was  
32 turned off and BFP was turned on in the presence of Cre. Scale bar, 30  $\mu$ m.  
33 (e) Representative parasagittal section shows the expression patterns of mCherry and tagBFP in Area X of an adult bird injected with  
34 CS-shFoxP2 and Cre-GFP constructs. Dashed lines outline the border of Area X. D, dorsal; R, rostral. Scale bar, 100  $\mu$ m.

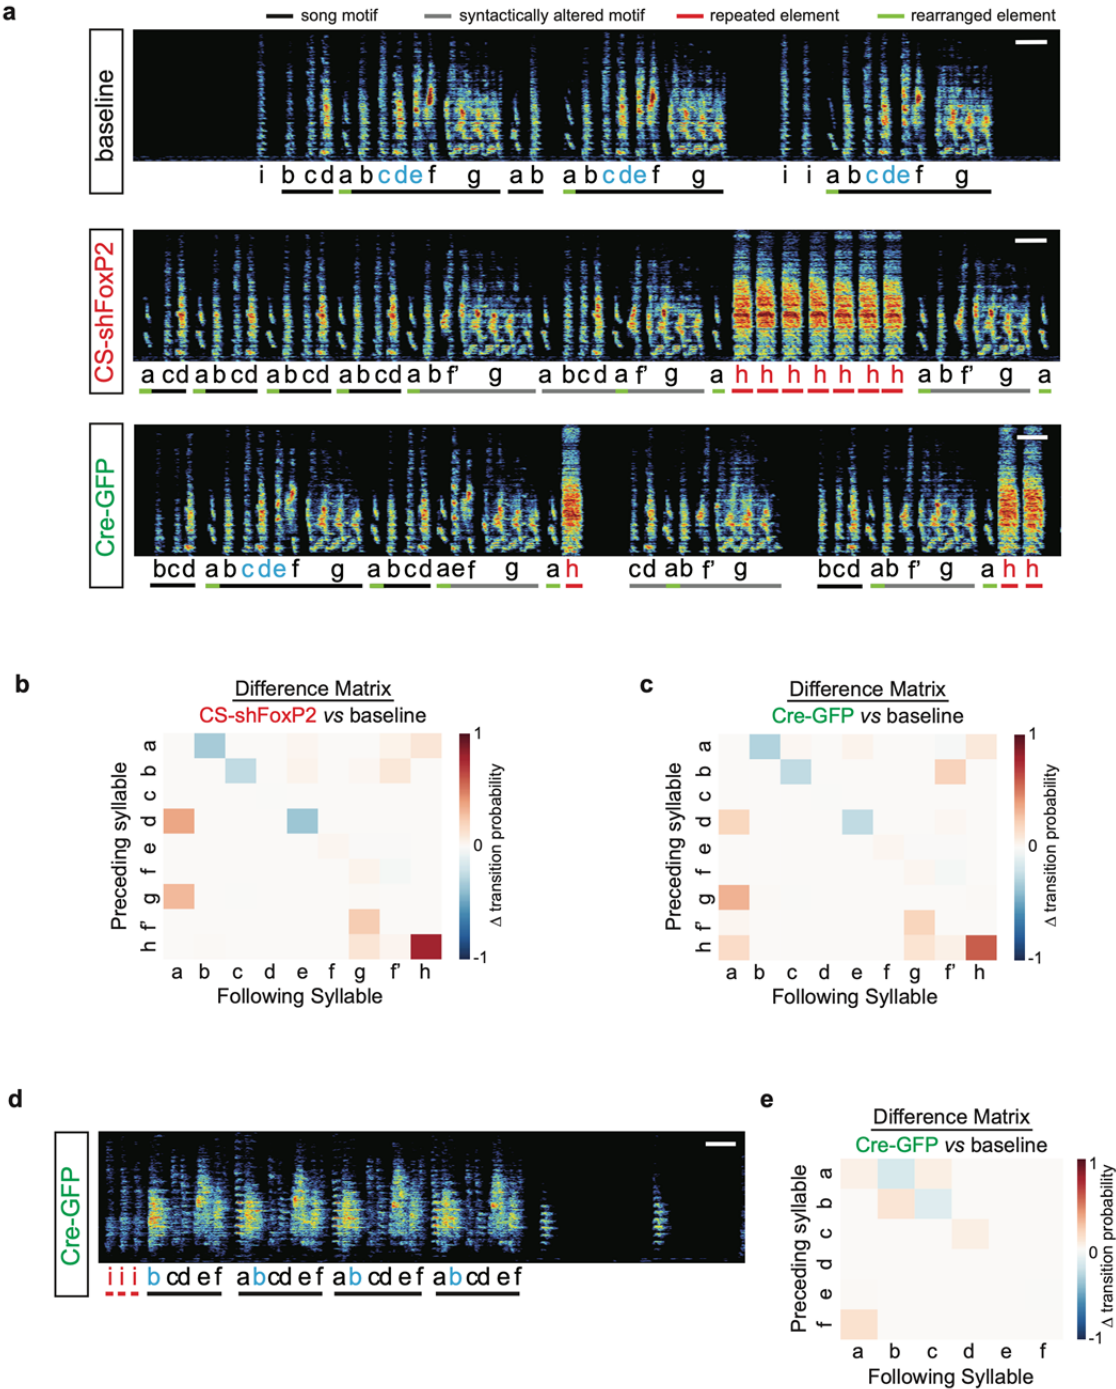

36

37

38

39

40

41

42

43

44

45

46

47

48

49

50

**Supplementary Figure 2. Changes in song following knockdown and of FoxP2 in Area X.**

(a) Spectrograms of song recorded at baseline, 2 months after injection of CS-shFoxP2, and 2 months after injection of Cre-GFP in Area X of an adult bird. A *de novo* syllable ‘h’ emerged one-month following injection of CS-shFoxP2, and the high number of repetitions of this syllable was maintained for up to four months (data not shown) post injection of CS-shFoxP2. In a subset of motifs, a portion of motif (syllables ‘cde’, blue) was omitted following injection of CS-shFoxP2. In another subset of motifs, the syllable ‘e’ was replaced with syllable ‘a’(green). The *de novo* syllable ‘h’ was retained at the end of the motif, whereas the number of repetitions in each song bout was significantly decreased 2 months following injection of Cre-GFP. All other changes in song caused by FoxP2 knockdown were not rescued 2 months following injection of Cre-GFP. Each letter indicates an individual syllable. Syllable ‘f’ is considered as a variant of syllable ‘f’. Scale bar, 200ms.

(b)&(c) difference transition matrices for the bird shown in (a). Subtracting the syllable transition matrix at 2 months following CS-shFoxP2 injection or at 2 months following Cre-GFP injection from the matrix at baseline reveals changes in the song sequence during reversible knockdown of FoxP2.

(d) Spectrograms of one bout of song recorded two months after bilateral injection of Cre-GFP construct in Area X of an adult bird which was injected with CS-shFoxP2 2 months prior (previous spectrograms were shown in Figure 2d). The number of repetitions of

introductory elements in each song bout was restored to baseline level, and a previously omitted syllable was recovered 2 months following injection of Cre-GFP.  
(e) Difference transition matrices for the bird shown in Figure 2d. Subtracting the song transition matrix at 2 months following Cre-GFP injection (d) from the matrix at baseline (Figure 2d) reveals little changes in the song sequence of the bird following reversible knockdown of FoxP2.

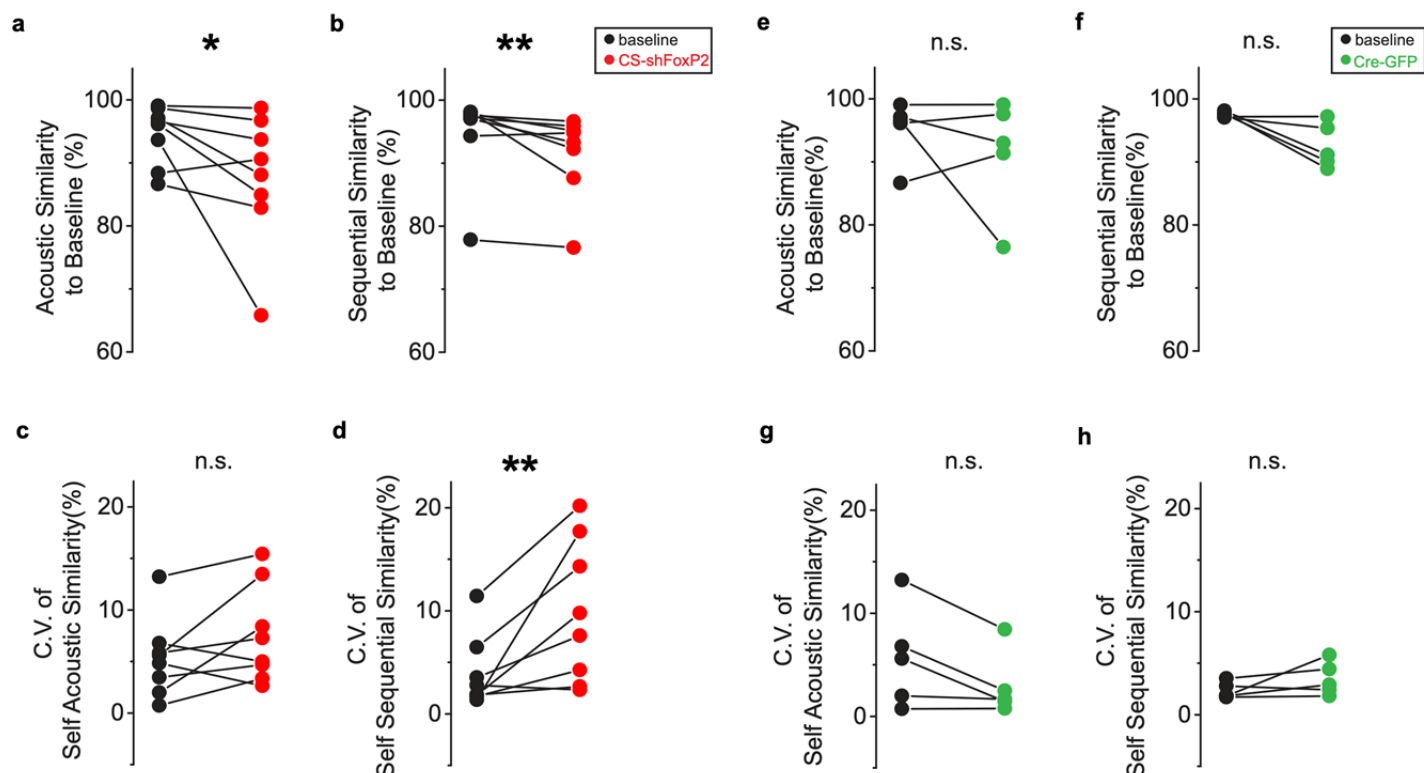

### Supplementary Figure 3. Song similarity during reversible knockdown of FoxP2 in Area X.

(a) Acoustic similarity scores at baseline ( $94.53 \pm 1.65\%$ ) and two months post injection of CS-shFoxP2 ( $87.68.34 \pm 3.68\%$ ). Knockdown of FoxP2 in Area X resulted in a significant decrease in acoustic similarity to baseline ( $p = 0.039$ ,  $n = 8$ , Wilcoxon signed-rank test).

(b) Sequential similarity scores at baseline ( $94.72 \pm 2.45\%$ ) and two months post injection of CS-shFoxP2 ( $91.53 \pm 2.36\%$ ). Knockdown of FoxP2 in Area X resulted in a significant decrease in sequential similarity to baseline ( $p = 0.016$ ,  $n = 8$ , Wilcoxon signed-rank test).

(c) Variability in acoustic self-similarity at baseline ( $CV = 5.3 \pm 1.34\%$ ) and two months post injection of CS-shFoxP2 ( $CV = 7.53 \pm 1.66\%$ ). Knockdown of FoxP2 in Area X did not change the CV of acoustic self-similarity ( $p = 0.15$ ,  $n = 8$ , Wilcoxon signed-rank test).

(d) Variability in sequential self-similarity at baseline ( $CV = 3.87 \pm 1.23\%$ ) and two months post injection of CS-shFoxP2 ( $CV = 9.85 \pm 2.44\%$ ). Knockdown of FoxP2 in Area X resulted in a significant increase in the CV of sequential self-similarity ( $p = 0.016$ ,  $n = 8$ , Wilcoxon signed-rank test).

(e) Acoustic similarity scores at baseline ( $95.1 \pm 2.17\%$ ) and two months post injection of Cre-GFP in CS-shFoxP2+ birds ( $91.5 \pm 4.02\%$ ). Acoustic similarity scores following reversal of FoxP2 expression in Area X were not significantly different from scores at baseline ( $p > 0.99$ ,  $n = 5$ , Wilcoxon signed-rank test).

(f) Sequential similarity scores at baseline ( $97.57 \pm 0.2\%$ ) and two months post injection of Cre-GFP in CS-shFoxP2+ birds ( $92.55 \pm 1.6\%$ ). Sequential similarity scores following reversal of FoxP2 expression in Area X were not significantly different from scores at baseline ( $p = 0.13$ ,  $n = 5$ , Wilcoxon signed-rank test).

(g) Variability in acoustic self-similarity at baseline ( $CV = 5.66 \pm 2.19\%$ ) and two months post injection of Cre-GFP in CS-shFoxP2+ birds ( $CV = 2.95 \pm 1.4\%$ ). The CV of acoustic self-similarity following reversal of FoxP2 expression in Area X was not significantly different from the CV at baseline ( $p = 0.13$ ,  $n = 5$ , Wilcoxon signed-rank test).

(h) Variability in sequential self-similarity at baseline ( $CV = 2.34 \pm 0.35\%$ ) and two months post injection of Cre-GFP in CS-shFoxP2+ birds ( $CV = 3.47 \pm 0.73\%$ ). The CV of self-sequential similarity following reversal of FoxP2 expression in Area X was not significantly different from the CV at baseline ( $p = 0.19$ ,  $n = 5$ , Wilcoxon signed-rank test).

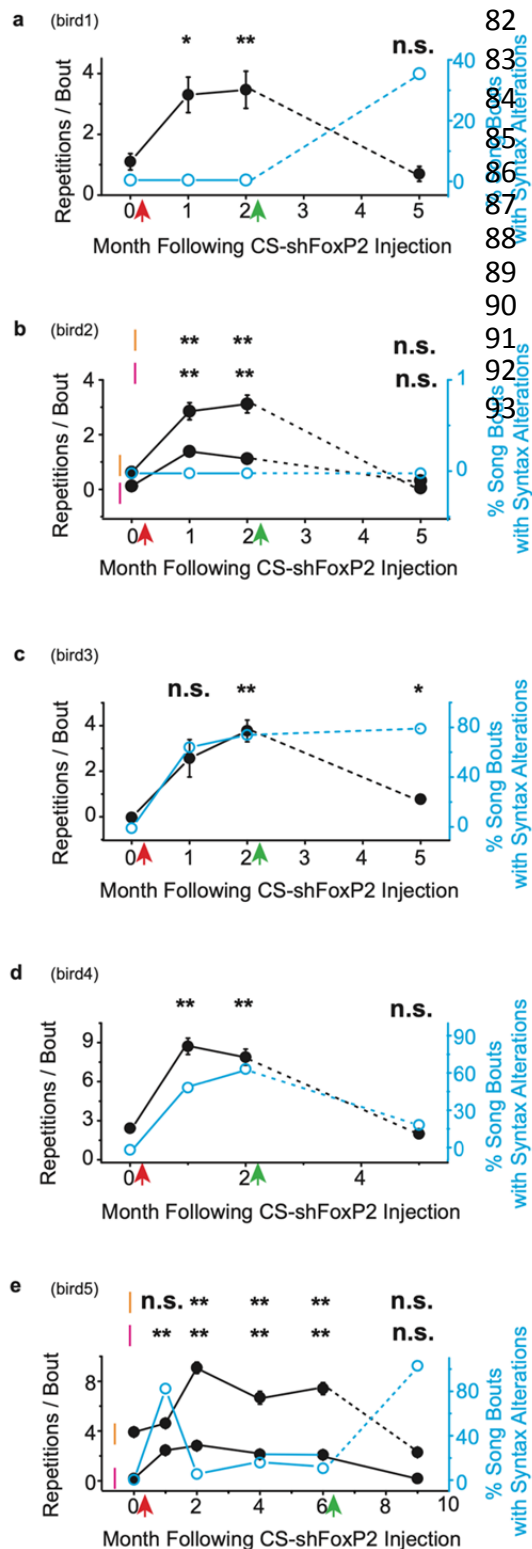

## Supplementary Figure 4. Reversal of FoxP2 knockdown in adult zebra finches rescues syllable repetitions but not changes in song syntax.

Changes in the number of syllable repeats (black) and % of song bouts exhibiting syntax alterations (blue) for five CS-shFoxP2+ birds (a-e, each panel represents an individual bird) who were injected with Cre-GFP (green arrow) 2-6 months after the initial knockdown of FoxP2 (red arrow). We identified two individual syllables were uncharacteristically repeated following CS-shFoxP2 injections in birds 2 and 5 (panels b & e). Each syllable is plotted separately (indicated by orange and purple lines).

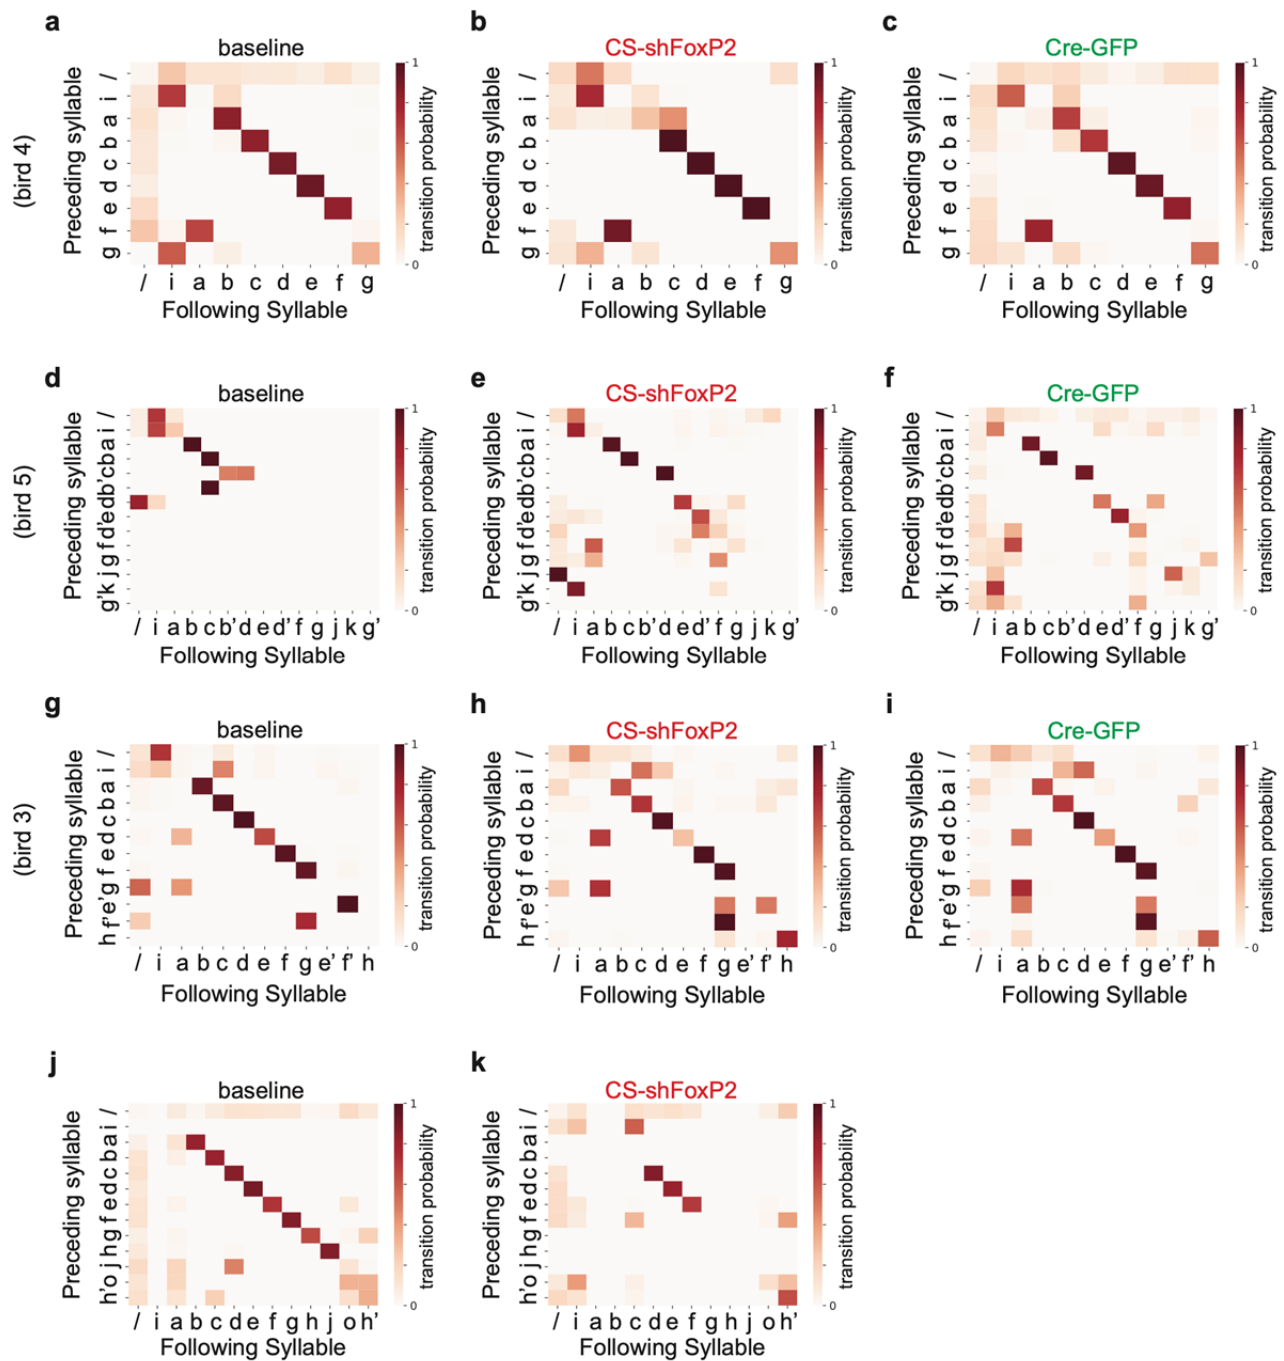

## Supplementary Figure 5. Syllable transition matrices

(a)-(c) Syllable transition matrices for the bird shown in Figure 2d (bird 4 in Figure S4d) at baseline(a), 2 months following CS-shFoxP2 injection (b), and 2 months following Cre-GFP injection (c). Color indicates the probability of a transition from the preceding syllable along the y axis to the following syllable along the x axis. "/", reflects a silent gap of over 100 ms, and is considered the beginning or end of a motif.

(d)-(f) Syllable transition matrices for the bird shown in Figure 3e (bird 5 in Figure S4e) at baseline (d), 4 months following CS-shFoxP2 injection(e), and 3 months following Cre-GFP injection (f).

(g)-(i) Syllable transition matrices for the bird shown in Figure S2a (bird 3 in Figure S4c) at baseline (g), 2 months following CS-shFoxP2 injection (h), and 2 months following Cre-GFP injection (i).

(j)&(k) Syllable transition matrices for the bird shown in Figure 2e at baseline (j) and 2 months following CS-shFoxP2 injection (k).

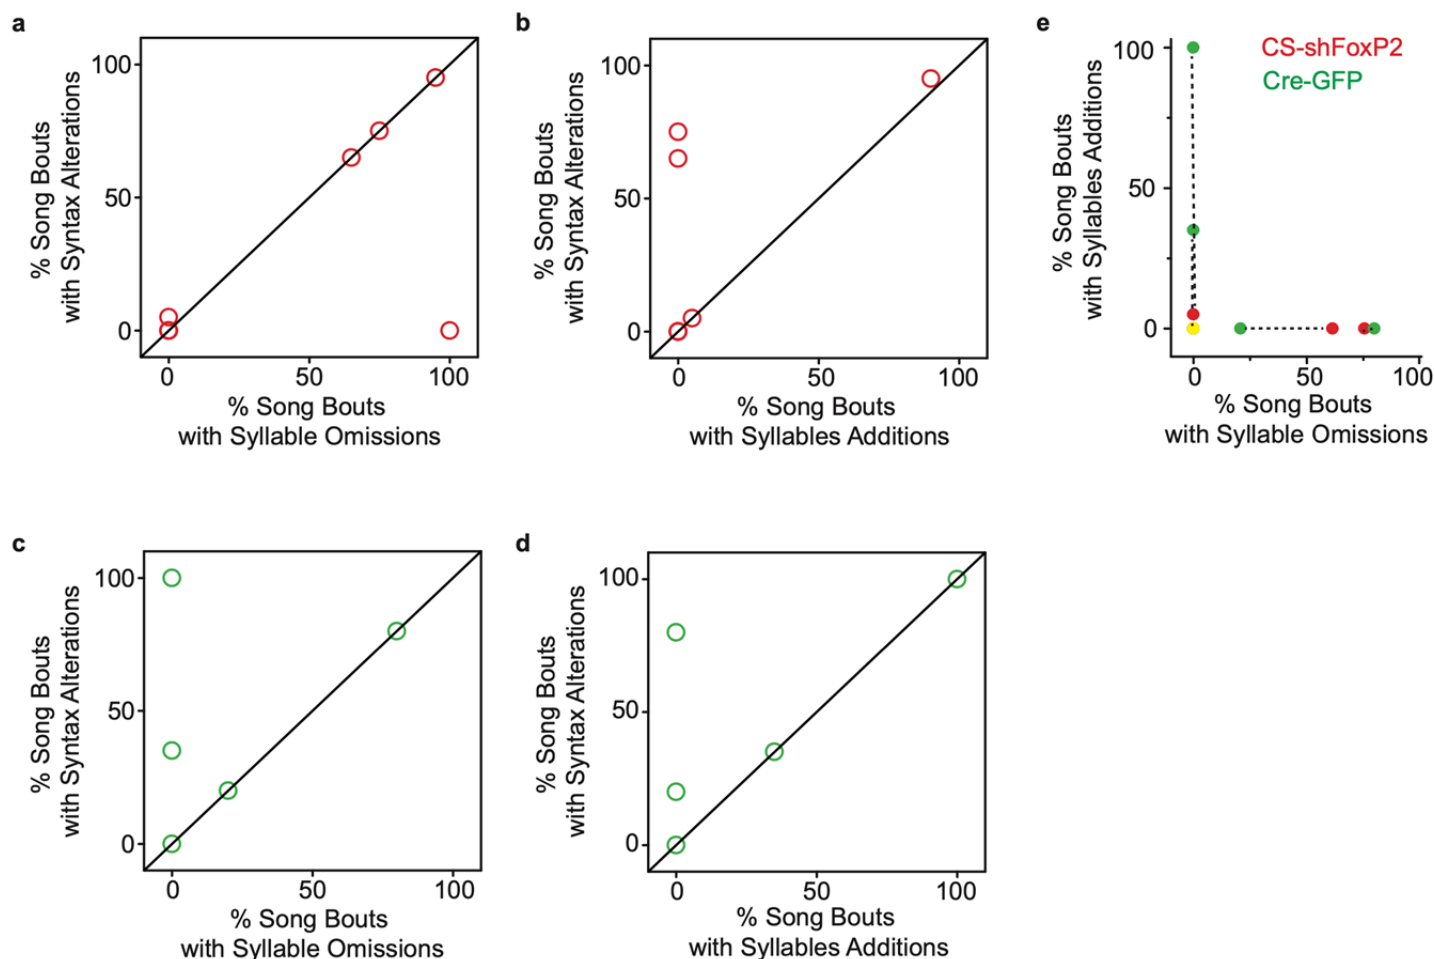

**Supplementary Figure 6. Relationship between syllable addition or omission and syntax alteration in CS-shFoxP2+ birds before and after reversal of FoxP2 knockdown.**

(a) The % of syllable omission and syntax alteration 2 months after injection of CS-shFoxP2 (n=8 birds, each circle represents an individual bird).

(b) The % of syllable addition and syntax alteration 2 months after injection of CS-shFoxP2 (n=8 birds, each circle represents an individual bird).

(c) The % of syllable omission and syntax alteration 2 months after injection of Cre-GFP in CS-shFoxP2+ birds (n=5, each circle represents an individual bird).

(d) The % of syllable addition and syntax alteration 2 months after injection of Cre-GFP (n=5, each circle represents an individual bird).

(e) Changes in the % of syllable omission and addition in CS-ShFoxP2+ birds (n=5) before (red circle, CS-shFoxP2+) and 2 months after injection of Cre-GFP (green circle, Cre-GFP+). Dashed lines connect the same bird before and after reversal of FoxP2 knockdown. The yellow circle represents birds that didn't display syllable addition or omission either before or after reversal of FoxP2 knockdown.

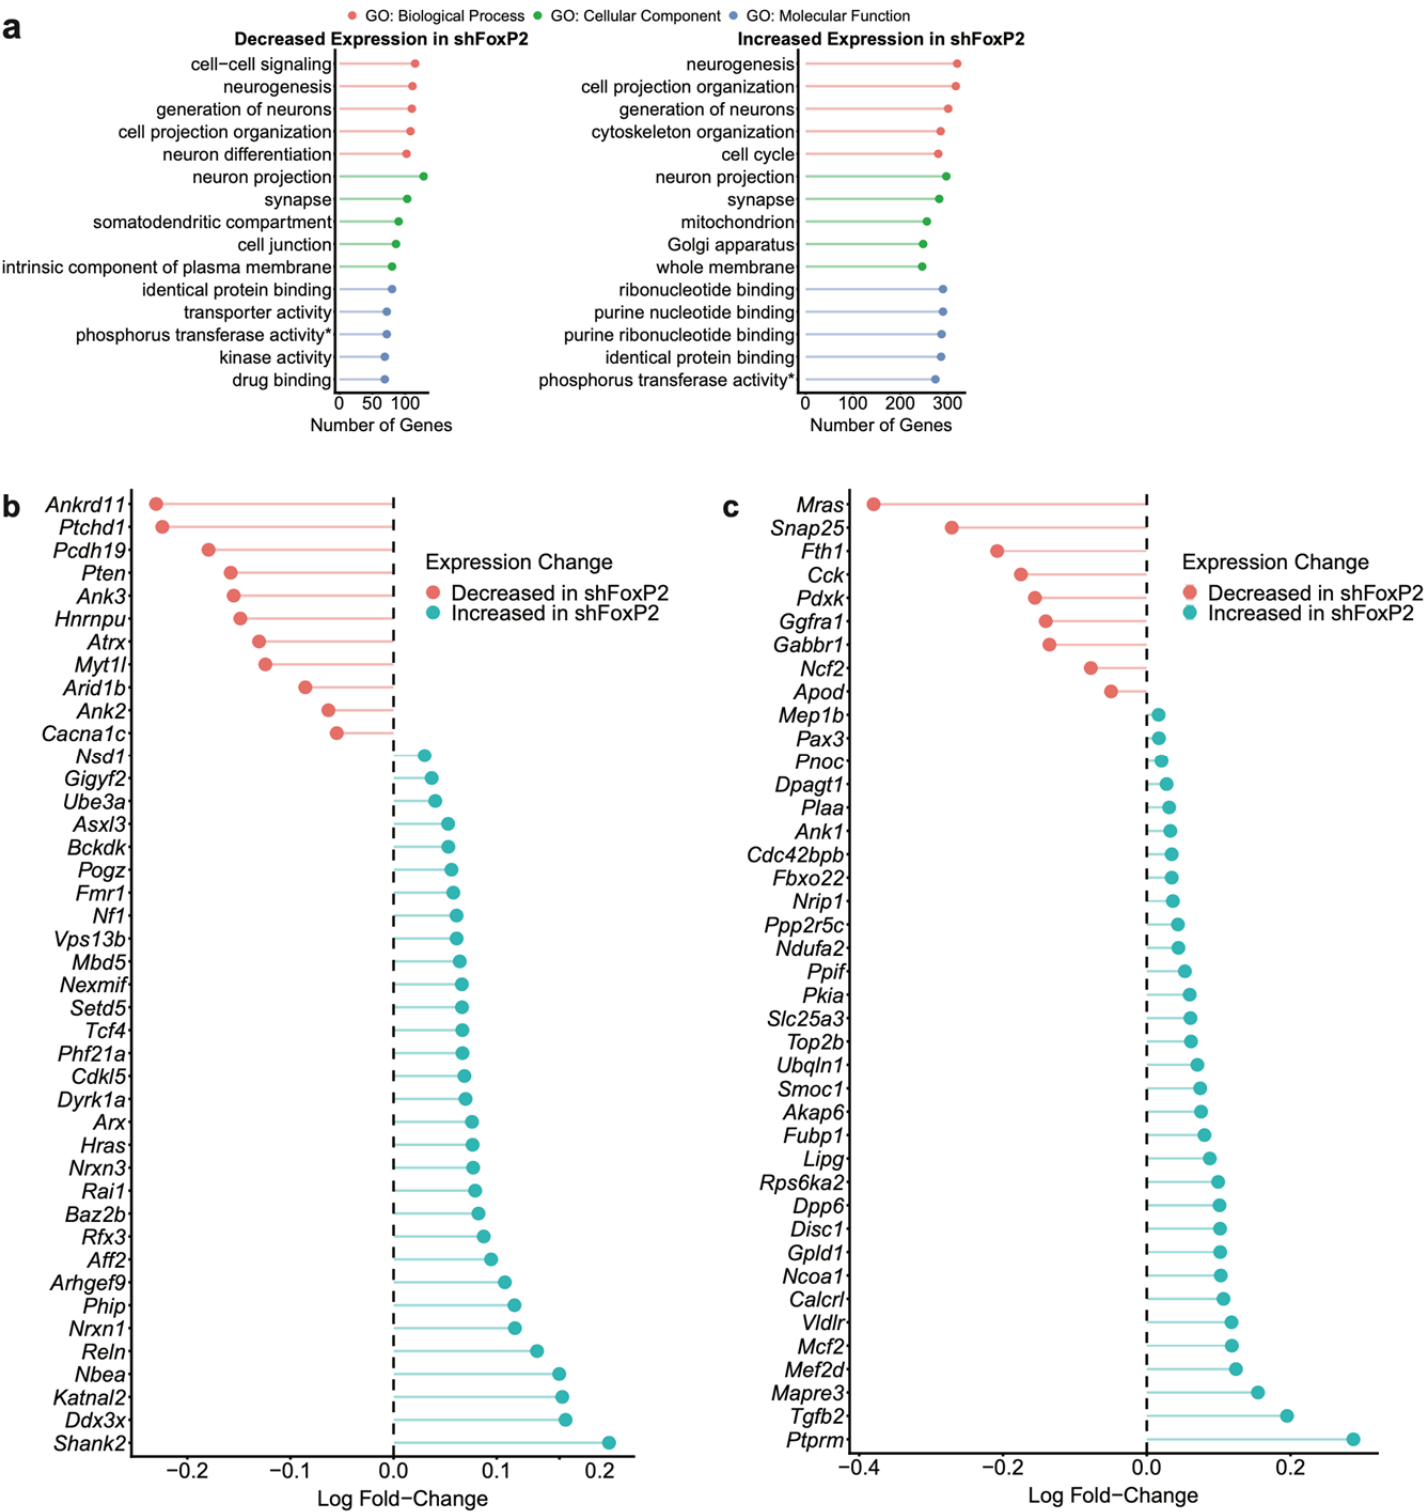

**Supplementary Figure 7. Gene expression differences in FoxP2+ cells**

(a) The top five most significant categories of genes affected in FoxP2+ cells of CS-shFoxP2+ birds for each of the three main gene ontology classifications: Biological Process, Cellular Component, and Molecular Function.

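The figure plots 1 fold change per gene, and the sums behind 3 of its genes show their size. SHANK2 had 6343 UMIs in FoxP2+ nuclei of the shScr library and 10245 in those of the library labelled shFoxP2, a log2 ratio of 0.44 (95% interval 0.39 to 0.48). KATNAL2 had 702 and 1362 UMIs, and PCDH19 had 2454 and 2095. Each sum is divided by the UMIs of all FoxP2+ nuclei of its library, 19479833 and 23253521.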

(b) Log fold-changes in expression of genes in FoxP2+ cells of CS-shFoxP2+ birds that are highly scored autism-related genes by the SFARI Gene database.

(c) Log fold-changes in expression of genes in CS-shFoxP2+ birds identified previously as direct transcriptional targets of FOXP2.

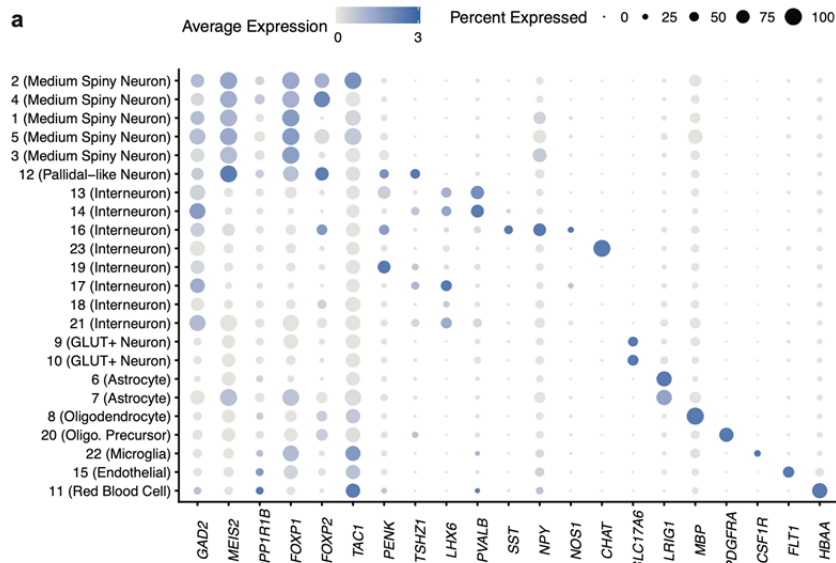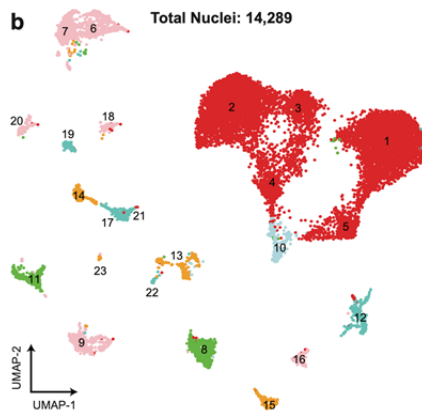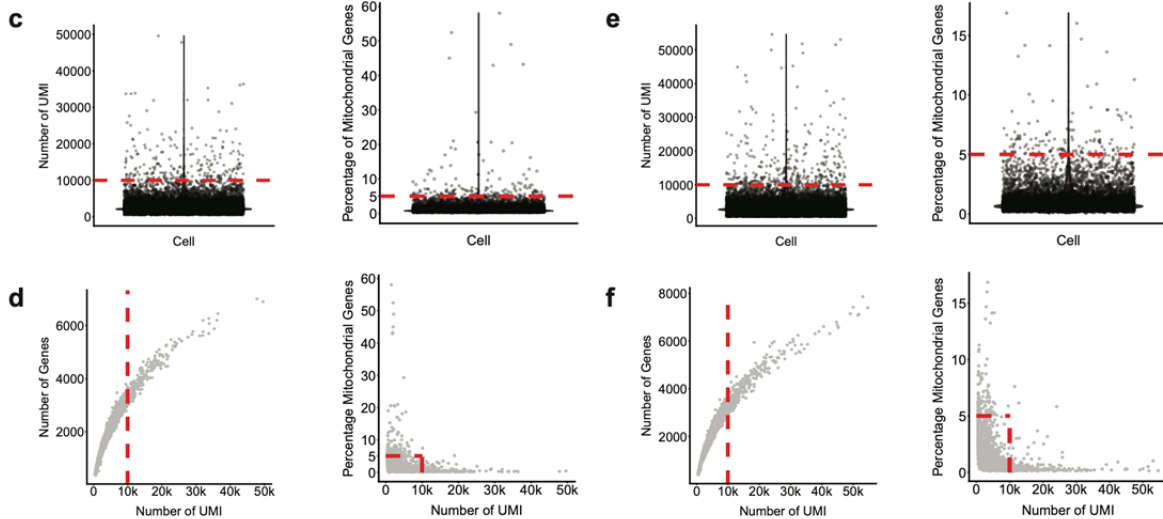

## Supplementary Figure 8. Details of single-cell transcriptomics.

(a) A heatmap of normalized expression for genes used to assign identities to cell types for a combined analysis of the CS-shScr+ and CS-shFoxP2 datasets (corresponding to Figure 4a). Expression was normalized globally across all genes, but a different scale is shown for each gene based on the highest normalized value. For marker gene expression, the size of the dot indicates the percent of nuclei within a cluster expressing a given gene, and the color of the dot indicates the average normalized expression level.

(b) A UMAP projection of nuclei from Area X of an independent analysis of CS-shScr+ birds (not merged, corresponding to Figure 4c). Clusters are numbered in ascending order by decreasing size (1-largest; 23-smallest).

(c) For CS-shScr+, density plot of the number of UMIs per cell (left) and the percentage of mitochondrial genes in each cell (right). 

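In the nuclei kept for the shScr library, the highest number of UMIs was 9997 and the highest mitochondrial share 4.99%, with a median share of 0.862%. Nuclei outside the limits are not in the tables, so their number was not analysed here.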

The analysis only included cells with UMI < 10,000 and < 5% mitochondrial genes (indicated by the red dashed line).

(d) For CS-shScr+, a scatterplot of the number of UMIs per nucleus and the number of genes (left) or percentage of mitochondrial genes (right). Each dot is a cell. The cells within the red dashed box, corresponding to the filters in (c), were the cells analyzed.

145 (e) For CS-shFoxP2+, density plot of the number of UMIs per cell (left) and the percentage of mitochondrial genes in each cell (right).  

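For the library labelled shFoxP2 the highest number of UMIs was 9987, the highest mitochondrial share 4.98% and the median share 0.786%.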

146 The analysis only included cells with UMI < 10,000 and < 5% mitochondrial genes (indicated by the red dashed line).  
147 (f) For CS-shFoxP2+, a scatterplot of the number of UMIs per nucleus and the number of genes (left) or percentage of mitochondrial  
148 genes (right). Each dot is a cell. The cells within the red dashed box, corresponding to the filters in (e), were the cells analyzed.  
149  
150

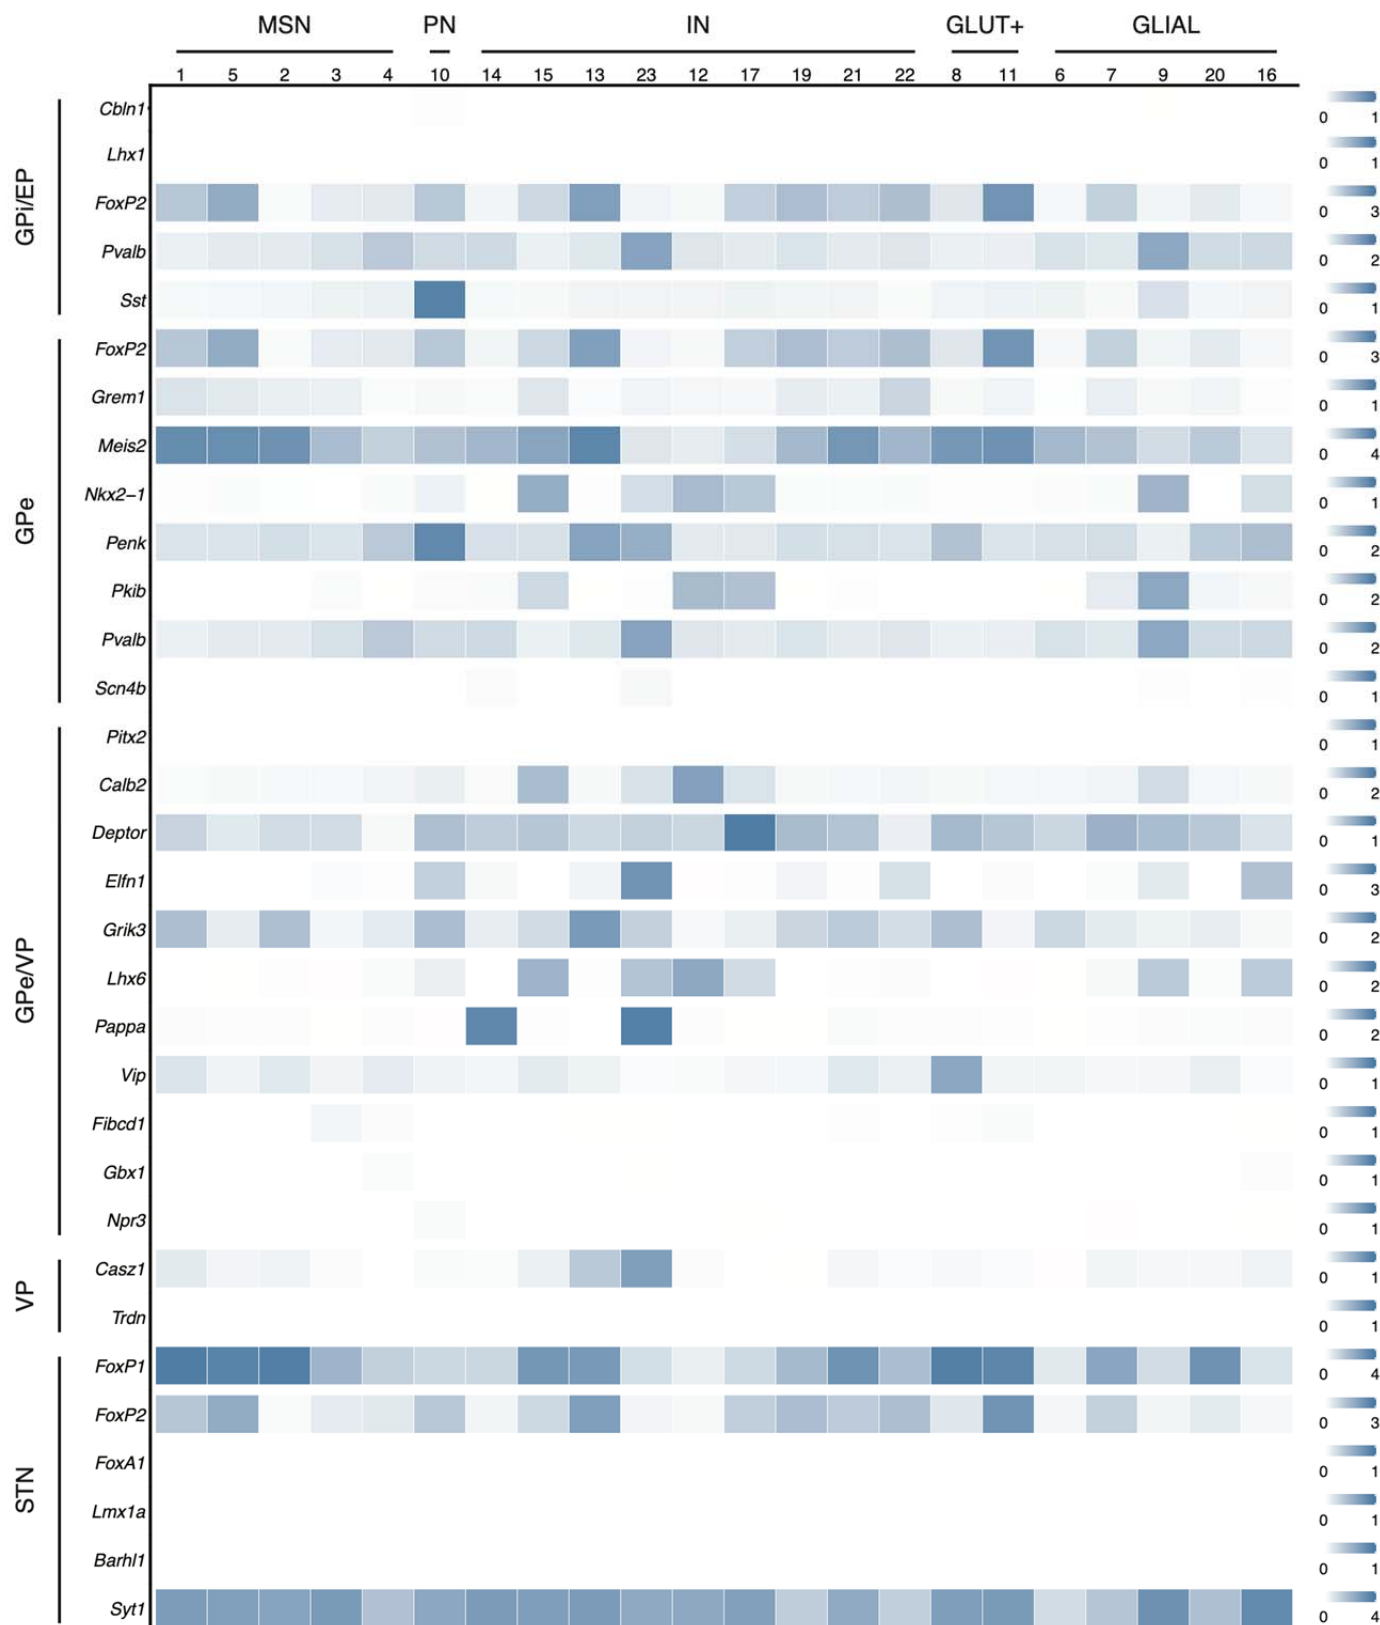

**Supplementary Figure 9. Supplemental gene markers of basal ganglia regions.**

As in Figure 4c, expression was normalized globally across all genes, but a different scale is shown for each gene based on the highest normalized value. Gene markers were selected from published studies (GPI/EP<sup>1,2</sup>; GPe<sup>1,3</sup>; GPV/VP<sup>1</sup>; VP<sup>1</sup>; STN<sup>1,4</sup>).

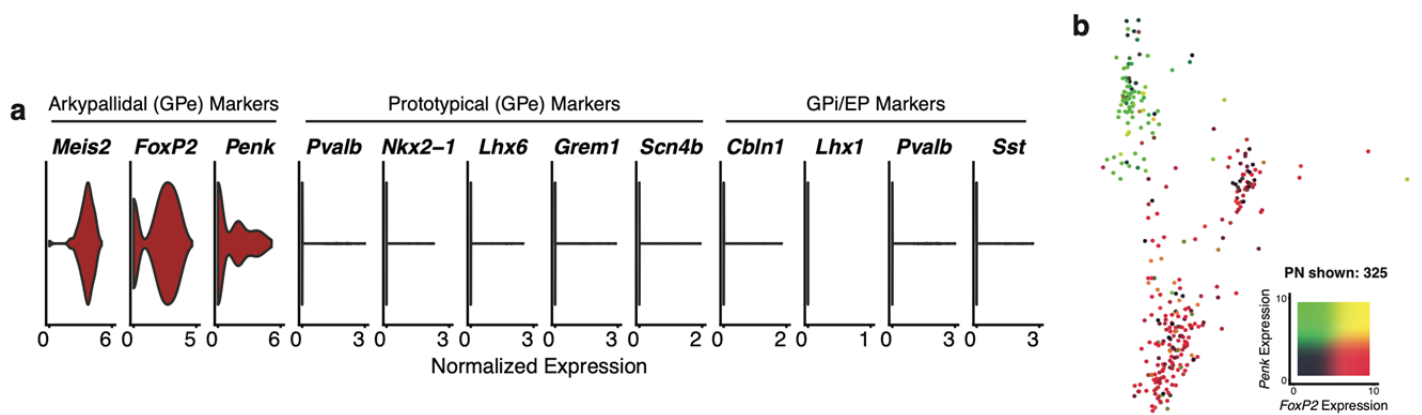

# **Supplementary Figure 10. Gene markers of arkypallidal cells**

(a) A violin plot showing normalized expression in pallidal-like cells of gene markers for arkypallidal GPe cells, prototypical GPe cells, and the GPi/EP.

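The 325 pallidal-like nuclei inside the UMAP limits of the methods had a median of 1783 UMIs. MEIS2 had 39.3 UMIs per 10000 and was present in 98.8% of nuclei, FOXP1 had 32.7, FOXP2 13.7, PENK 9.32 and TSHZ1 6.89. PVALB was present in 19.4% of nuclei at 1.05 UMIs per 10000. Other markers of prototypical GPe and GPi cells were close to 0. SST had 18 UMIs, GREM1 11, LHX6 10, NKX2-1 5, CBLN1 3 and SCN4B 1. LHX1 had 0 UMIs, which allows up to 1.13% of nuclei with a UMI (Clopper-Pearson).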

(b) UMAP projection of pallidal-like cells, modified from Figure S8, with each nucleus colored according to the normalized expression of FoxP2 and Penk. Expression value colors are relative to each gene (0-lowest value for that gene; 10-highest value for that gene). Unlike arkypallidal cells, the pallidal-like cells in Area X do not co-express FoxP2 and Penk but instead form separate populations.

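Of the 325 pallidal-like nuclei, 250 had a FOXP2 UMI (76.9%), 150 a PENK UMI (46.2%) and 88 both (27.1%, 95% interval 22.3 to 32.3). Separate detection of the genes at these shares would give 115.4 nuclei with both. After thinning to 1000 UMIs, 42 of 306 nuclei had both (13.7%, 10.1 to 18.1), against 64.0 from the product of the shares. A PENK UMI was present in 35.2% of the FOXP2+ nuclei, or 20.8% after thinning. The thinned share with a PENK UMI in other cell types, taken as background, was 11.4% in oligodendrocytes. In the combined clustering it was 17.1% in red blood cells and 20.8% in microglia.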

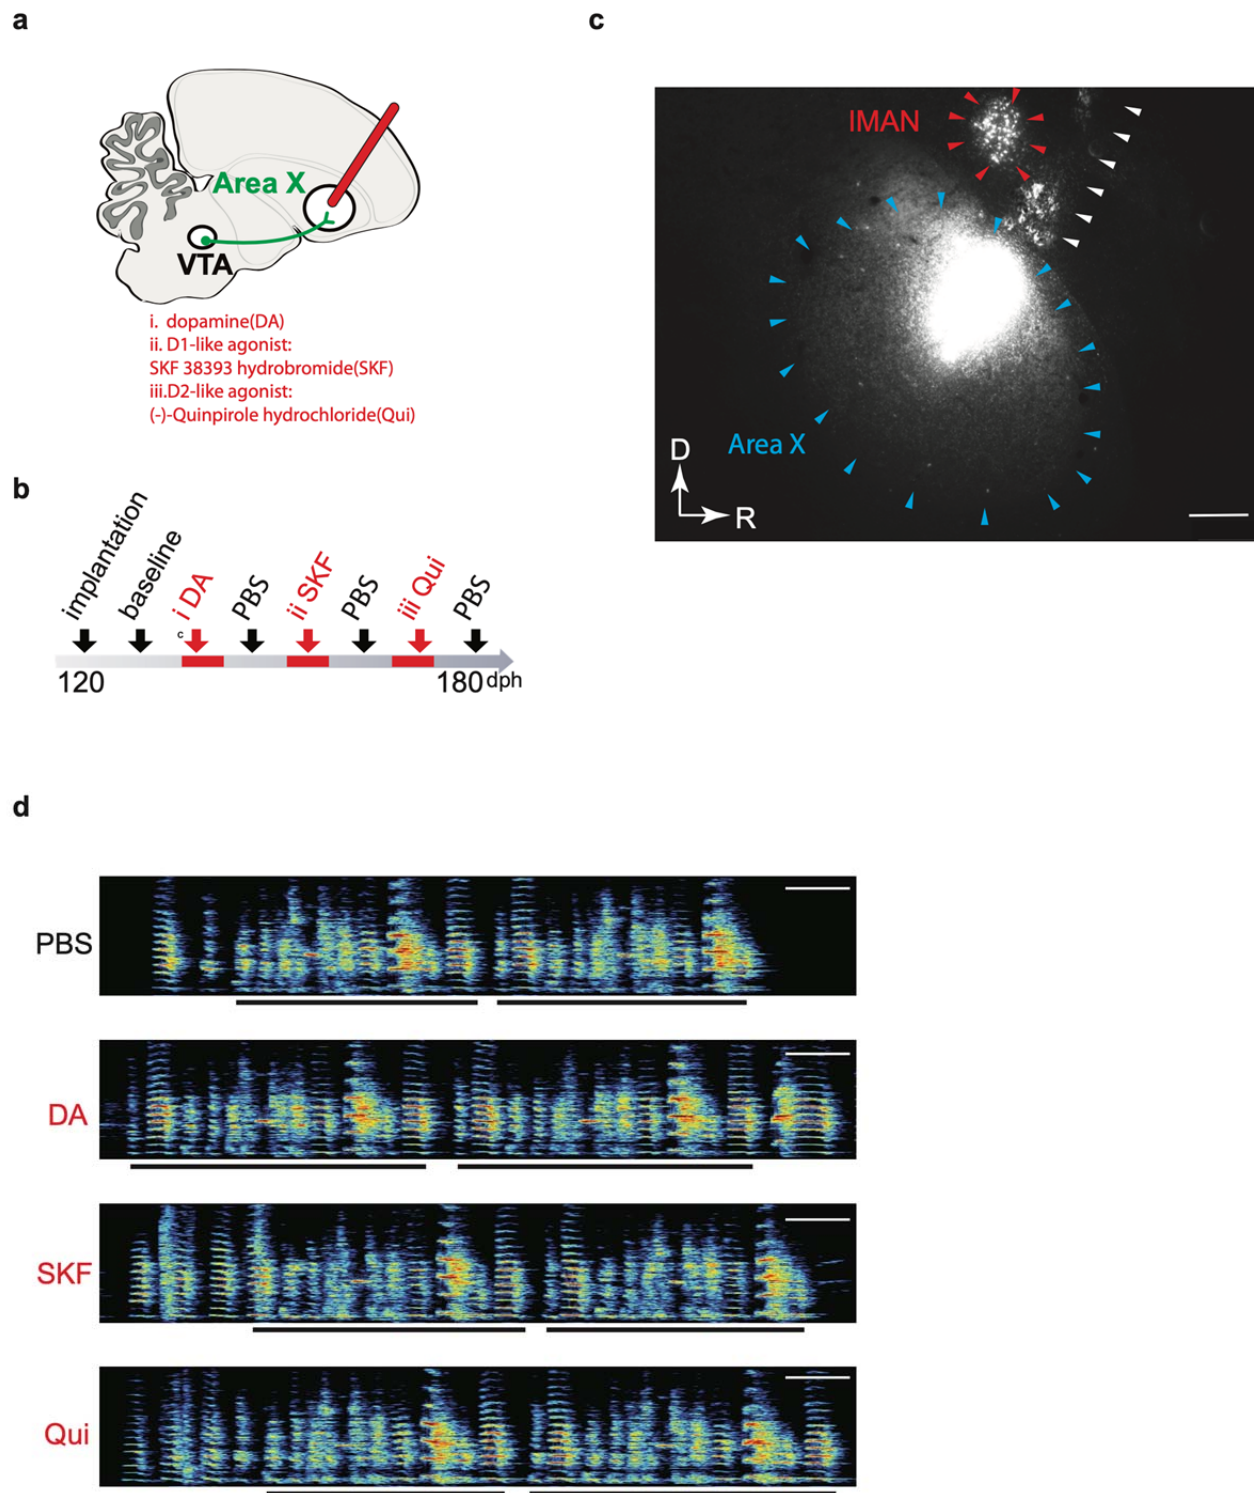

# **Supplementary Figure 11. Lack of changes in syllable repetitions with pharmacological manipulation of dopamine or dopamine receptors.**

(a-b) Schematic of experimental design. Dopamine (DA, i), D1-like agonist SKF 38393 hydrobromide (SKF, ii.) and D2-like agonist (-)-Quinpirole hydrochloride (Qui, iii.) were infused bilaterally into Area X of behaving adult birds through a microdialysis system. Each chemical was delivered individually for 4-8 days, one week apart from each other.

(c) Parasagittal section showing the implantation track of a microdialysis probe in Area X, and the anterior to lateral magnocellular nucleus of the anterior nidopallium (IMAN). A fluorescent retrograde tracer Fast blue was delivered to Area X via the microdialysis probe at the end of each experiment to visualize the field of pharmacological manipulation. The fluorescent signals indicate the center of Fast blue infusion in Area X and retrogradely labelled cells in IMAN, respectively. Triangles indicate the implantation track (white), and the border of Area X (blue) and IMAN (red). D, dorsal; R, rostral. Scale bar, 250  $\mu$ m.

(d) Spectrograms of song recorded from one adult bird implanted with microdialysis probes in Area X at baseline (infused with PBS) and on the third day of chronic infusion of DA, SKF or Qui. Black lines indicate motifs. Scale bar, 200 ms.

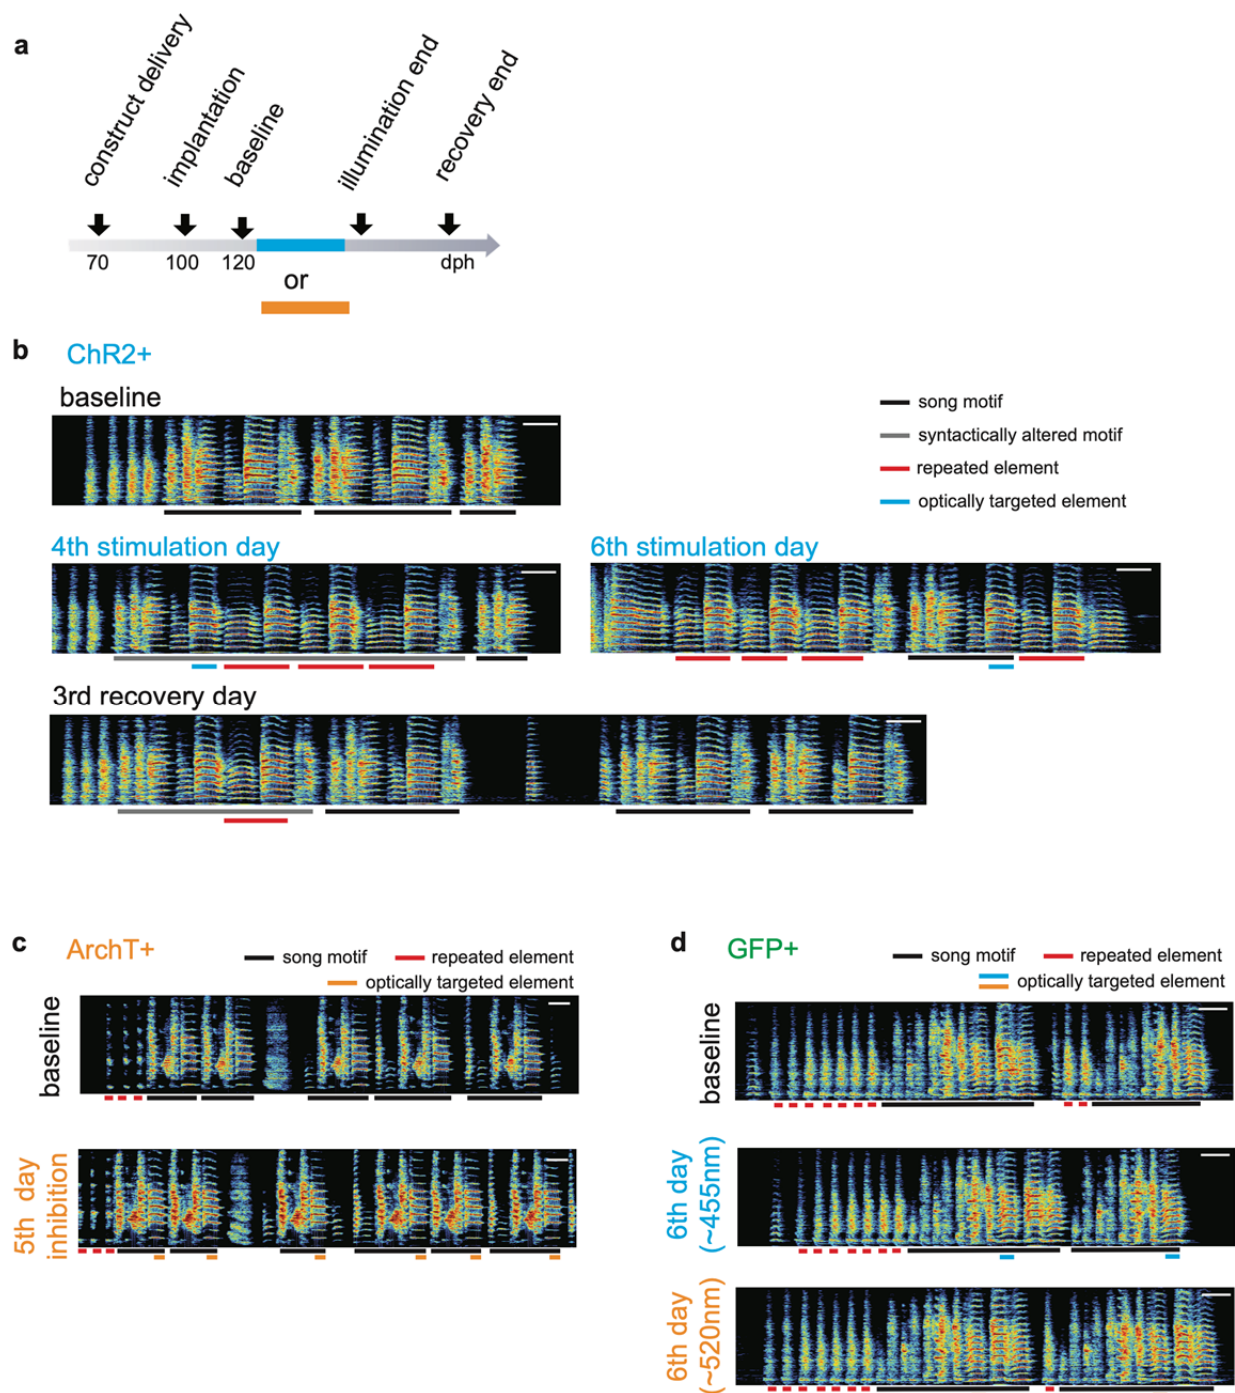

## Supplementary Figure 12. Song contingent optical manipulation of dopamine terminals in Area X.

(a) Schematic of experimental design for optogenetic manipulation of dopamine release from VTA terminals. Optogenetic constructs were delivered into VTA in juvenile birds (~70 dph) and cannulas targeting Area X were not bilaterally implanted until the song crystallized (~100 dph). Optogenetic manipulations began at least 1-week post cannula implantation to allow birds to fully recover and to begin singing again (blue box, wavelength of LED ~455 nm; green box, wavelength of LED ~520 nm). Songs recorded before the illumination started and after the illumination ceased are referred to as baseline and recovery, respectively.

(b) Spectrograms of song recorded from a ChR2+ bird at baseline, on the 4th/6th stimulation day and on the 3rd recovery day. They show a bird repeating a pair of syllables within the song motif or in the beginning or end of the song motif. Scale bar, 200 ms.

(c-d) Lack of changes in vocal repetitions in birds expressing ArchT or GFP following optical manipulations. (c) Spectrograms of song recorded from a ArchT+ bird at baseline and on the 5th inhibition day. Light pulses (~520 nm, 100ms) were delivered over the target syllable in a subset of variants during inhibition days. Scale bar, 200ms. (d) Spectrograms of song recorded from a GFP+ bird at baseline and on the 6th day of optical illumination. Light pulses (middle, blue light, ~455nm, 100ms; bottom, green light, ~520 nm, 100ms) were delivered over the target syllable (blue or orange line) in a subset of variants during illumination days. Scale bar, 200ms.

## REFERENCES

1. Saunders, A., *et al.* Molecular Diversity and Specializations among the Cells of the Adult Mouse Brain. *Cell* **174**, 1015-1030 e1016 (2018).
2. Wallace, M.L., *et al.* Genetically Distinct Parallel Pathways in the Entopeduncular Nucleus for Limbic and Sensorimotor Output of the Basal Ganglia. *Neuron* **94**, 138-152 e135 (2017).
3. Abdi, A., *et al.* Prototypic and arkypallidal neurons in the dopamine-intact external globus pallidus. *J Neurosci* **35**, 6667-6688 (2015).
4. Papathanou, M., Dumas, S., Pettersson, H., Olson, L. & Wallen-Mackenzie, A. Off-Target Effects in Transgenic Mice: Characterization of Dopamine Transporter (DAT)-Cre Transgenic Mouse Lines Exposes Multiple Non-Dopaminergic Neuronal Clusters Available for Selective Targeting within Limbic Neurocircuitry. *eNeuro* **6**(2019).

# Supplementary material for: Expression of FoxP2 in the basal ganglia regulates vocal motor sequences in the adult songbird
**Source:** Nat Commun. 2021 May 11;12:2617. doi: 10.1038/s41467-021-22918-2
**Supplement:** Supplementary file 3 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- |                                     |                                     |                                                                                                                                                                                                                                                            |
|-------------------------------------|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A description of all covariates tested                                                                                                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                               |

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

Data collection

Acoustic signals were recorded using Sound Analysis Pro2011(Tchernichovski, Nottebohm et al. 2000)  
Fixed tissue images were collected using Zen 2 black edition (Zeiss, Germany) and analyzed in ImageJ(1.52p).

Data analysis

Behavioral data were analyzed using Sound Analysis Pro2011(Tchernichovski, Nottebohm et al. 2000) and custom scripts in Matlab R2015A, with additional statistical analysis in Prism 6.0 (GraphPad Software, USA). Transcriptomic analyses were conducted in R (version 3.6.0).

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

The NCBI Gene Expression Omnibus (GEO) accession number for the raw snRNA-sequencing data in this manuscript (figures 4-6) is GSE136086. Processed data for snRNA-sequencing analyses are available at <https://cloud.biohpc.swmed.edu/index.php/s/nLicEtkmjGGmRF8>. Code for snRNA-sequencing data, including pre-processing, clustering, differential gene expression analyses, and producing all related figures are available on GitHub ([https://github.com/konopkalab/songbird\\_areax](https://github.com/konopkalab/songbird_areax)). Source data for figures 1-3 and 7-8 are provided with the paper, all other data associated with this paper are available from the corresponding author upon reasonable request.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                          |
|-----------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | No a priori sample size calculation was performed. We chose sample sizes that are comparable to similar experiments conducted by others in the field. For behavioral experiments, at least 4 animals were used for each condition for at least 5 data-points in each comparison to enable statistical analysis. For the snRNA-seq experiments, two animals were used for each condition and tissue samples are pooled for the data analysis. Sample sizes for snRNA-seq statistics are robust because the statistical units are cells (total n > 27,000), not individual birds. For other experiments, sample size n>=3. |
| Data exclusions | Data were excluded in experiments where viral injections were performed and post-hoc analysis of viral targeting demonstrated that injections were inaccurate.                                                                                                                                                                                                                                                                                                                                                                                                                                                           |
| Replication     | Replication was extensive throughout the manuscript. All main results were repeated in multiple animals with exact n numbers for each experiment provided in the manuscript. We define each animal as comprising an independent experiment. No issues were identified in replicating any of the reported findings.                                                                                                                                                                                                                                                                                                       |
| Randomization   | Birds subjected to optogenetic manipulation were pre-screened because the voice detection algorithm we use cannot do on-line detection of all syllables or syllables from all birds. As described in our previous work (Xiao et al, 2018), the false positive/negative targeting rates need to be maintained under 10%. The birds with songs that do not meet this threshold were not used. Otherwise, birds set up for other experiments were randomly assigned.                                                                                                                                                        |
| Blinding        | For snRNA-seq experiments, blinding was not relevant to this study as all experimental data was included for analysis and procedures were standardized. For behavioral experiments, investigators were not blinded to allocation during data collection because data was collected in an automated and unbiased way, thus there was no subjective manipulation possible by the experimenter. Investigators were blinded to allocation and outcome assessments during analysis in all experiments.                                                                                                                        |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

| Materials & experimental systems    |                                                                 | Methods                             |                                                 |
|-------------------------------------|-----------------------------------------------------------------|-------------------------------------|-------------------------------------------------|
| n/a                                 | Involved in the study                                           | n/a                                 | Involved in the study                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  | <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       | <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          | <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |                                     |                                                 |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |                                     |                                                 |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |                                     |                                                 |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |                                     |                                                 |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                             |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | <p>The primary antibodies used were: Goat anti-FOXP2 (1:500, ab1307, Abcam, MA, USA), Goat anti-FOXP2 (1:500, sc-21069, Santa Cruz Bio., TX, USA), mouse anti-V5 tag (1:2000, R960-25, Invitrogen, CA, USA), rabbit anti-RFP (1:1000, mCherry, 600-401-379, Rockland, PA, USA), mouse anti-RFP (1:1000, mCherry, 200-301-379, Rockland, PA, USA), rabbit anti-GFP (1:2000, A11122, Invitrogen, CA, USA), chicken anti-GFP (1:1000, AB16901, Millipore, MA, USA), rabbit anti-tRFP (1:200, tagBFP, AB233, Evrogen, Moscow, Russia), mouse anti-GAPDH (1:20000, MAB374, Millipore, MA, USA) and rabbit anti-beta Tubulin(1:20000, ab6046, Abcam MA, USA).</p> <p>The secondary antibodies used were: anti-chicken Alexa Fluor 488,703-545-155, 1:500; anti-rabbit DyLight 405,711-475-152, 1:500; anti-goat Alexa Fluor 647,705-605-003, 1:500; anti-mouse Alexa Fluor 594,711-585-150, 1:500 or anti-rabbit Alexa Fluor 594,711-585-152, 1:500(Jackson Immuno Research, ME, USA). Horseradish peroxidase (HRP)-conjugated species-specific secondary antibodies (1:10000, anti-rabbit NA934 and anti-mouse NA931, Sigma-Aldrich, MO, USA; 1:10000, anti-goat AP180P, Millipore, MA, USA)</p> |
| Validation      | All antibody validations are available on manufacturers' websites or previous published studies, Xiao et al., 2018.The specificity of                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                       |

primary antibodies against FoxP2, mCherry or GFP were confirmed by two independent primary antibodies for both Immunohistochemistry (in zebra finch) and Immunoblotting (in cell cultures). tRFP antibody was validated for both Immunohistochemistry (in zebra finch) and Immunoblotting (in cell cultures). V5, GAPDAH and Tubulin antibodies were validated for Immunoblotting in cell cultures.

## Eukaryotic cell lines

Policy information about [cell lines](#)

|                                                                      |                                                                                                            |
|----------------------------------------------------------------------|------------------------------------------------------------------------------------------------------------|
| Cell line source(s)                                                  | HEK293T(ATCC)                                                                                              |
| Authentication                                                       | Cell lines used in this study was not authenticated.                                                       |
| Mycoplasma contamination                                             | Cell lines used in this study was not tested for mycoplasma contamination.                                 |
| Commonly misidentified lines<br>(See <a href="#">ICLAC</a> register) | HEK293T stable cell lines expressing vehicle or Cre-GFP were generated to validate CS constructs in vitro. |

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

|                         |                                                                                                                                                      |
|-------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | Male zebra finch were used when they are older than 60 days post hatch; New born mice(C57Bl/6J, P0, unknown sex) were used for primary culture.      |
| Wild animals            | This study did not involve wild animals.                                                                                                             |
| Field-collected samples | This study did not involve samples collected from the field.                                                                                         |
| Ethics oversight        | All procedures were performed in accordance with established protocols approved by the UT Southwestern Medical Center Animal Care and Use Committee. |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

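Single-nucleus RNA sequencing of Area X was analysed for Figs. 4 to 6 and Supplementary Figs. 7 to 10. There was 1 library per condition, each from 4 hemispheres of 2 birds, one labelled shScr and one labelled shFoxP2. The other experiments of the paper have no samples in the tables used and were left out.

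The authors counted UMIs with CellRanger 3.0.2 against a zebra finch index of exons and introns and kept nuclei with at most 10000 UMIs and at most 5% mitochondrial UMIs. Their tables hold whole-number UMI counts, before any normalization, and 12787 of their gene rows have a gene symbol. For each nucleus they give the cluster and the UMAP position, in a table of both libraries (27245 nuclei, 23 clusters) and in a table of the shScr library alone (14289 nuclei). The counts of the shScr nuclei were checked to be identical in the 2 tables. No nucleus exceeded the limits of the authors. No genome build was used and no positions of genes are printed.

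Counts were read with Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3. Levels are sums of UMIs over the nuclei of a group per 10000 UMIs of that group. Log2 ratios are the library labelled shFoxP2 over shScr, for genes with at least 200 UMIs over both sums, and a sum of 0 was set to 3. Intervals are at the 95% level. They are exact for sums (Poisson), shares (Clopper-Pearson) and log2 ratios of sums (binomial). Those of differences of shares, of changes or quotients of ratios, and of the FOXP2 ratio with cluster shares held fixed are normal approximations. All of these cover counting error only. Medians, means of normalized values and the SD of log2 ratios carry approximate standard errors over nuclei or genes, used only to tally moved values. No test or number of changed genes was made from nuclei, as each condition has 1 library.

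A nucleus is + for a gene with at least 1 UMI. Cell types are the authors' clusters, named from Fig. 4. Clusters 1 and 5 of the shScr library are direct-like and clusters 2, 3 and 4 indirect-like, by a DRD2+ share under a set fraction of the highest. MSNs of the shScr library were limited to UMAP_1 over -5 and UMAP_2 over -6, and pallidal-like nuclei to UMAP_1 over 0 and UMAP_2 over -7.5, the limits of the methods. Shares across depths were compared after thinning each nucleus at random without replacement to 1000 UMIs. Doublets were scored with the Scrublet method of scanpy 1.11.5 (anndata 0.12.19), and as its threshold called 0 nuclei in each library, the 8% with the highest scores were left out in an alternative (1143 and 1036 nuclei).

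Clusters were also drawn anew with Seurat 5.3.0 in R 4.3.3 (SeuratObject 5.2.0, Matrix 1.6.5), with 2000 variable genes without FOXP2, DRD1, DRD2 and DRD5, 30 PCs, resolution 0.8 and integration over 20 dimensions. These had been planned as the main clusters. The text of the paper names neither the number of PCs nor the resolution. The alternatives were resolutions of 0.4 and 1.2, 20 PCs, the 4 genes kept, no integration, each library alone, possible doublets left out, at least 1000 UMIs, thinning to 500, 1000 or 2000 UMIs, at least 2 UMIs for +, other minimums of 50 and 1000 UMIs per gene, another centre of the ratios, other groups of MSNs and the mean of normalized values.

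A cluster was tested as a mix of others by non-negative least squares on summed profiles. Besides the genes of the paper, the named genes are the 5 with the largest log2 ratio in each direction that have a symbol. Lists of autism-related genes and FOXP2 targets were read from the pictures of Supplementary Fig. 7. The values of some single genes are not reported here. Figures were drawn with matplotlib 3.10.9.

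The steps were tested on simulated data. With 200 genes changed 2 times among 10176, the 193 that reached the minimum had the right direction in 193 cases, with a median absolute log2 ratio of 1.00. The SD of unchanged genes was 0.105, where counting gives 0.104, and 95.1% of 1193 intervals held the true value.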

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

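The tests of free RNA, of the make-up of the MSNs, of the number of infected nuclei, of the spread between libraries, of exchanged names, of nuclear transcripts and of differences between birds were chosen only after the result was seen. Those of depth and of the shift in nuclei without FOXP2 UMIs were planned before it.

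FOXP2 was higher in MSNs of the library labelled shFoxP2 than in those of the shScr library, by a log2 ratio of 0.30. The text and legends of the paper do not compare the FOXP2 level between these libraries. A knockdown that removes nuclear transcripts in most nuclei would lower that level. When each nucleus was thinned to 1000 UMIs, the ratio was 0.32 (95% interval 0.27 to 0.38). This argues against a greater weight of deep nuclei as the cause. Random thinning keeps the expected share of a gene in each nucleus, so it cannot exclude other effects of depth. A larger share of FoxP2-rich nuclei is argued against as well, because the ratio was 0.28 (0.25 to 0.32) with 10 MSN clusters drawn without FOXP2 held at their shares in the shScr library. More free FOXP2 RNA would raise nuclei of every kind, but red blood cells, microglia and endothelial cells together had a ratio of -0.18 (-0.40 to 0.05).

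Besides other effects of depth, what stays open for FOXP2 is the spread between any pair of libraries. The ratio stood at percentile 86.8 among the 500 genes with the nearest UMI sums, whose 5th and 95th percentiles were -0.55 and 0.55, so a difference of this size may have no link to the knockdown. Too few infected nuclei would give no fall, whatever else moves the ratio of 0.30 (0.27 to 0.34), so that explanation cannot be told apart from the spread. Exchanged names of the libraries cannot be told apart from it either, as the tables hold no other mark of the birds. In 4 of 5 combined MSN clusters FOXP2 was higher in the library labelled shFoxP2, and in cluster 4 it was not (-0.02, -0.09 to 0.05). A hairpin that removes cytoplasmic transcripts and leaves nuclear ones in place would lower free FOXP2 RNA. The ratio of -0.18 in the cell types above has an interval that includes 0, so that explanation also cannot be told apart. The knockdown itself was not measured in these tables, and a biological rise of nuclear FOXP2 transcripts was not tested.

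A set of 5 genes outside those the paper discusses was far higher in FoxP2+ nuclei of the library labelled shFoxP2. Their log2 ratios were 4.33 for CALML4, 4.18 for KCNK17, 3.31 for CDC23, 3.20 for KCTD16 and 2.81 for B4GALNT3. A change confined to nuclei with FOXP2 UMIs is argued against. Among genes with an absolute log2 ratio of at least 1, the ratio in indirect-like MSNs without a FOXP2 UMI was at the median 1.03 times that in FoxP2+ nuclei, and 100.0% had the same sign, which is consistent with a shift of whole libraries. Differences between the birds cannot be told apart from the knockdown, since each library pools its own 2 birds. CALML4 had a log2 ratio of 5.11 (3.86 to 6.75) in nuclei other than MSNs. The knockdown stays among the open explanations, as no library of the same birds without it was analysed here.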

How the results depend on the processing

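The comparison with clusters drawn anew at resolution 0.8, the use of all MSNs without UMAP limits and the thinning of the pallidal-like nuclei were chosen only after the result was seen. The other alternatives were planned. No paired analysis was possible because each condition gave 1 library.

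Of 412 recomputed values, 327 moved by less than their 95% interval, 84 moved by more and 1 changed sign. The log2 ratio of FOXP2 in MSNs stayed above 0 in its 6 alternatives (0.30 to 0.36). That of DRD1 in MSNs stayed below 0 in 15 (-0.56 to -0.11), that of DRD5 in 15 (-0.53 to -0.11) and the change of the DRD1 to DRD2 ratio in 15 (-0.70 to -0.20). The difference in the MSN share between the libraries stayed between -3.29 and -2.58 percentage points in 9. Setting the median log2 ratio of all genes to 0, splitting the MSNs by sums of marker genes and calling clusters direct-like under a higher limit of DRD2 moved none of the values they were run on by more than their interval. Lifting the limits on UMIs and mitochondrial share gave no value of its own, since the tables hold no nucleus beyond them.

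Thinning to 500 UMIs changed the sign of the difference in FoxP2+ MSNs with Drd1 above Drd2, from -9.81 to 5.92 percentage points, with an interval from -3.74 to 15.6 that includes 0. The same thinning gave 1.34% of MSNs with both receptor types, a FoxP2+ difference between receptor classes of 13.5 points, and log2 ratios in MSNs of 0.36 for FOXP2, -0.43 for DRD1, -0.39 for DRD5 and -0.56 for DRD1 over DRD2. It gave -0.10 for DRD1 in direct-like and -0.77 in indirect-like MSNs, and an SD of 0.33 for the log2 ratios of genes. Thinning to 1000 UMIs gave 4.42%, 25.2 points, -0.53 for DRD5, an SD of 0.35 and 13.7% of pallidal-like nuclei with FOXP2 and PENK. Thinning to 2000 UMIs, which leaves out shallower nuclei, gave 13.4%, 36.9 points, 0.021 for DRD2 in MSNs and an SD of 0.39. At 500, 1000 and 2000 UMIs the difference in median normalized DRD1 was 0, as most positive nuclei then hold 1 UMI, which has 1 fixed value at 1 depth. Fewer UMIs per nucleus lower the shares by construction, and for the other values the cause was not tested.

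At least 2 UMIs for a positive nucleus gave 1.90% with both receptor types, 28.4 points and an SD of 0.42. The first follows from the stricter call, and for the others the cause was not tested. Genes with at least 50 UMIs gave an SD of 0.58, genes with at least 1000 UMIs 0.33, and all MSNs in place of FoxP2+ nuclei 0.51, and the cause was not tested. The mean of normalized values with zeros gave -0.11 for DRD1, -0.11 for DRD5 and -0.20 for the change of the ratio. That measure is a difference of logarithms on a scale of its own, so only its sign can be set beside the log2 ratios.

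The log2 ratio of FOXP2 between direct-like and indirect-like MSNs moved from 2.28 to between 1.65 and 1.92 when clusters were drawn anew, with 1.91 at resolution 0.4, 1.91 at 0.8, 1.65 at 1.2, 1.77 with 20 PCs and 1.92 with FOXP2 and the receptor genes kept. It was 2.44 with possible doublets left out and 2.35 in the library labelled shFoxP2. The share of MSNs was 68.8% at resolution 1.2, 69.1% without possible doublets and 70.8% with at least 1000 UMIs per nucleus. The last follows from leaving out shallow cell types, and the cause was not tested for the others.

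Depth limits the calls of single nuclei. A median of 2300 UMIs per nucleus leaves a receptor at about 1 UMI or none, so the share of nuclei in each receptor class moves with depth, whereas sums over a cell type do not rest on the call of a nucleus.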

Differences from the paper's values

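Each value that the text of the paper states for a measure computed here lay within 1.5 times of the value from the tables, so no pair of numbers is listed. The statements below differ in direction or in kind.

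The paper states that the pallidal-like cells of Supplementary Fig. 10 do not carry FoxP2 and Penk together. In the tables, 88 of 325 such nuclei had a UMI of both genes, fewer than the 115.4 that separate detection would give.

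The fall of the Drd1 to Drd2 ratio is attributed to direct-like MSNs. The log2 ratio of DRD1 was -0.45 in direct-like and -0.64 in indirect-like MSNs, and the difference between them was not tested. The paper cites Fig. 6a, b, which plots normalized values in FoxP2+ cells. The ratios given here are of summed UMIs over all nuclei of each group, FoxP2+ or not.

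The legend of Fig. 6 states that Drd1 was lower in cells of CS-shFoxP2+ birds, and in the same sentence names CS-shScr+ as the population shifted to the left. The median normalized Drd1 was lower in the library labelled shFoxP2, 1.52 against 1.71, so the tables differ from the second wording and not from the first.

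The same legend states that Drd2 in FoxP2+ MSNs did not differ between the groups. The median was 1.67 in the shScr library and 1.58 in the other in nuclei with Drd2 alone, at median depths of 3094 and 3627 UMIs. The value of a single UMI falls as depth rises, so the lower median does not by itself show a lower level. The summed level went the other way and rose by a log2 ratio of 0.20 (0.09 to 0.30), an interval that covers counting error only.

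The paper describes Drd1 as not differing across MSN clusters. The log2 ratio between direct-like and indirect-like MSNs was 0.19 (0.09 to 0.28), small beside that of FOXP2.

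The columns of Supplementary Fig. 9 do not match the cluster numbers of the tables. The SST marker peaks in cluster 13 of the tables (5.64 UMIs per 10000), which is not the column that shows it in the figure.

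The paper takes the birds of the knockdown group to have less FoxP2. Its evidence is FoxP2 protein, stained in infected Area X cells and blotted from cultured cells. The FOXP2 level in MSNs was 5.85 UMIs per 10000 in the library labelled shFoxP2 and 4.75 in the other. These values are RNA in nuclei, summed without regard to infection, so they do not bear on the protein measured in infected cells.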

Other observations

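The tests of free RNA, of the spread between libraries, of FOXP2 UMIs in single nuclei, of doublets, of random pairing and of separate detection were chosen only after the result was seen. Those of depth and of free PENK RNA were planned before it.

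DRD1 and DRD5 were lower in MSNs of the library labelled shFoxP2. The fall in DRD1 UMIs was not confined to nuclei with FOXP2 UMIs. In indirect-like MSNs without one, DRD1 had a log2 ratio of -0.69 (-0.81 to -0.56). A change of expression confined to nuclei with FOXP2 UMIs cannot be excluded by this, because free RNA may supply part of these counts. In the shScr library, red blood cells, taken as background, held 0.204 DRD1 UMIs per nucleus and all indirect-like MSNs 0.388. After thinning to 1000 UMIs the DRD1 ratio in MSNs was -0.55 (-0.68 to -0.43), which argues against a greater weight of deep nuclei. As thinning keeps the expected share of a gene in each nucleus, other effects of depth are not excluded by it. A general fall of free RNA cannot be told apart, since the log2 ratio of DRD1 in red blood cells, microglia and endothelial cells together was -0.20 (-0.55 to 0.14), an interval that includes 0 and overlaps that of the MSNs. The spread between any pair of libraries stays open too. DRD1 stood at percentile 5.20 among the 500 genes with the nearest UMI sums, whose 5th percentile was -0.56, so a fall of this size may arise without the knockdown. An effect of the knockdown itself also stays open and was not tested, and the direction depends on a label that FOXP2 goes against.

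The normalized values of Drd1 and Drd5 among positive FoxP2+ MSNs, the measure of Fig. 6b, are consistent with a difference in depth between the libraries. Over 677 genes of similar detection in the same nuclei the median difference was -0.16, and DRD1 (-0.19) and DRD5 (-0.16) lay between their 5th and 95th percentiles. This does not bear on the summed levels, which divide by the total of each library. A change in expression within positive nuclei was not tested apart from depth.

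Cluster 3 of the shScr MSNs had DRD2 together with genes of direct-like MSNs, at a median of 4397 UMIs. Droplets that held 1 direct-like and 1 indirect-like nucleus are a candidate explanation. A weighted sum of clusters 1 and 2 left a 99th percentile of 0.33 (log2), where a mix made from the same nuclei on simulated data left 0.25, and a simulated mix with 200 genes raised 4 times left 1.99. Pairing at random at 1 rate for all cell types cannot be told apart from pairing of some types. Cluster 6 had 1.01 nuclei per nucleus of astrocyte cluster 7 and cluster 21 had 0.36 per nucleus of interneuron cluster 17, a ratio of 2.81 (2.05 to 3.85) where equal rates would give about 1, but no nucleus of cluster 3 enters this ratio, and cluster 21 was not shown to hold doublets. A cell type with both programs stays open, since the sum leaves little but does not exclude it.

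Astrocyte cluster 6 had MSN genes at high UMI numbers. Droplets with an astrocyte and a MSN may account for it, as a sum of 31.8% cluster 7 and the MSN clusters left a 99th percentile of 0.41. Cluster 21 left more, 0.97. An astrocyte state of its own was not tested.

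The number of MSNs with both Drd1/5 and DRD2 UMIs was 1.03 times that from separate detection of each receptor within a cluster, which is consistent with nuclei of a cluster that share 1 level of each receptor. It does not show whether a cell carries both, since a nucleus without a UMI may hold the transcript.

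FOXP2 and PENK UMIs were present in the same pallidal-like nuclei. Free PENK RNA cannot be told apart as their source. After thinning, 20.8% (15.4 to 27.0) of FOXP2+ nuclei had a PENK UMI, above the 11.4% of oligodendrocytes but not beyond the 17.1% of red blood cells or the 20.8% of microglia in the combined clustering, so the background differs between cell types. No biological explanation was tested.

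DRD1 UMIs were present in every cell type. Free RNA in proportion to the totals of the library is argued against as their whole source. In GLUT+, interneuron, oligodendrocyte and red blood cell nuclei together, DRD1 UMIs over DRD2 UMIs were 1.47 (1.30 to 1.67) times the ratio in all nuclei of the shScr library, and 1.47 (1.30 to 1.65) times that in the library labelled shFoxP2, where such RNA would give 1. A part from free RNA stays open. Other sources of these UMIs, such as low transcription in many cell types or counts shared with another locus, were not tested.

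TAC1 was lower in the library labelled shFoxP2 in every cell type, with a log2 ratio of -1.15 over all nuclei, -1.18 in MSNs and -1.16 in red blood cells. In direct-like and indirect-like MSNs, IFI6 fell most, with log2 ratios of -4.52 and -4.44. In direct-like MSNs MICALL2 (-3.78), ALK (-3.09), DYDC1 (-3.03) and ZNF804B (-2.79) followed, and B4GALNT3 (3.21), KCTD16 (3.20), PP2D1 (3.07), NEK3 (2.95) and HAAO (2.90) rose most. In indirect-like MSNs PLEKHS1 (-3.47), MICALL2 (-3.32), GPR50 (-2.64) and PIEZO2 (-2.62) followed, and B4GALNT3 (3.61), MAPRE3 (3.34), FAM124A (3.34), KCTD16 (3.15) and LRMP (3.01) rose most.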
